# Homeostatic maintenance and age-related functional decline in the *Drosophila* ear

**DOI:** 10.1038/s41598-020-64498-z

**Published:** 2020-05-04

**Authors:** Alyona Keder, Camille Tardieu, Liza Malong, Anastasia Filia, Assel Kashkenbayeva, Fay Newton, Marcos Georgiades, Jonathan E. Gale, Michael Lovett, Andrew P. Jarman, Joerg T. Albert

**Keywords:** Neuroscience, Auditory system

## Abstract

Age-related hearing loss (ARHL) is a threat to future human wellbeing. Multiple factors contributing to the terminal auditory decline have been identified; but a unified understanding of ARHL - or the homeostatic maintenance of hearing before its breakdown - is missing. We here present an in-depth analysis of homeostasis and ageing in the antennal ears of the fruit fly *Drosophila melanogaster*. We show that *Drosophila*, just like humans, display ARHL. By focusing on the phase of dynamic stability prior to the eventual hearing loss we discovered a set of evolutionarily conserved homeostasis genes. The transcription factors Onecut (closest human orthologues: ONECUT2, ONECUT3), Optix (SIX3, SIX6), Worniu (SNAI2) and Amos (ATOH1, ATOH7, ATOH8, NEUROD1) emerged as key regulators, acting upstream of core components of the fly’s molecular machinery for auditory transduction and amplification. Adult-specific manipulation of homeostatic regulators in the fly’s auditory neurons accelerated - or protected against - ARHL.

## Introduction

A surface calm can be misleading. All living things, from unicellular amoeba to neurons in the human brain, require continual maintenance and the constant flow of their seemingly equable physiological operations is in fact the product of complex homeostatic networks. All life, it has been said, needs to run to stand still. As with many things, the underlying machinery remains largely unrecognized until it breaks down. A most pertinent example of such a breakdown are the hearing impairments that affect about 1.23 billion people worldwide, corresponding to one sixth of the world’s total population^1^. The aetiology of hearing loss is diverse but the arguably single most important factor is age. Age-related hearing loss (ARHL) carries the vast bulk of the global disease burden, but no treatments, neither preventive nor curative, are currently in sight. Multiple factors have been linked to ARHL, including extrinsic (e.g. noise exposure, ototoxic drugs or smoking) as well as intrinsic (molecular, physiological) ones^2–4^. Over the past few decades, gene discovery studies using mouse models have also identified numerous candidate genes for human deafness^5–11^. Three recent larger scale screens in mice and one recent genome-wide association screen (GWAS) in humans have brought the total number of candidate hearing loss genes to 154^12–15^. Yet, a unified view on the underlying mechanisms of ARHL, and particularly the gene-regulatory networks that mediate the maintenance of sensitive hearing throughout the lifespan, is still lacking. We here use the auditory system of the fruit fly in an attempt to shed some light on these issues.

Despite the stark anatomical differences, the ears of vertebrates and *Drosophila* also share marked similarities; these include (i) some fundamental biophysical mechanisms of auditory transduction^16^ and amplification^17,18^, (ii) the fact that the inner ears of flies and vertebrates host the sensors for both sound and gravity and that these also display a broadly similar architecture of neuronal pathways from the ear to higher-order centres in the brain^19^ and, finally, (iii) molecularly conserved families of proneural genes that control hearing organ development, such as e.g. *ato*^20^ in flies and Math1/Atoh1 in mice (or ATOH1 in humans)^21^. The various similarities and – molecularly - near identities^22,23^, between the ears of *Drosophila* and vertebrates (including mammals) have recommended the fly as a powerful model to study more fundamental aspects of hearing and deafness^24^, especially those around transducer-based amplification, which are facilitated in *Drosophila* due to their lack of both Prestin-mediated electromotility^25^ and efferent innervation^26^.

Many *Drosophila* hearing genes have been identified^24,27,28^, but so far no study has explored the flies’ hearing across their life course. We found that the ears of fruit flies also display ARHL; virtually all parameters of sensitive hearing start declining after 50 days of age (at 25 °C).

Taking one step back, however, we set out to identify those homeostatic regulators that maintain the fly’s sensitive hearing before the onset of ARHL. We combined RNA-Seq-based transcriptomics with bioinformatical, biophysical and behavioural tools to explore the landscape of age-variable genes of the Johnston’s Organ (JO) - the flies’ inner ear’. Our data suggests that the thereby identified transcriptional regulators are not restricted to *Drosophila* - or the sense of hearing - but represent key players of homeostasis across taxa and possibly across sensory modalities.

## Results

### *Drosophila* is prone to age-related hearing loss (ARHL)

Functionally, the *Drosophila* antennal ear (Fig. 1a) comprises of two components: (i) the external *sound receiver* (jointly formed by the third antennal segment, A3, and its lateral appendage, the arista) and (ii) the actual *‘inner ear’*, which is formed by Johnston’s Organ (JO), a chordotonal organ^29^ located in the second antennal segment, A2. JO harbours ~500 mechanosensory neurons^30^.

**Figure 1:**
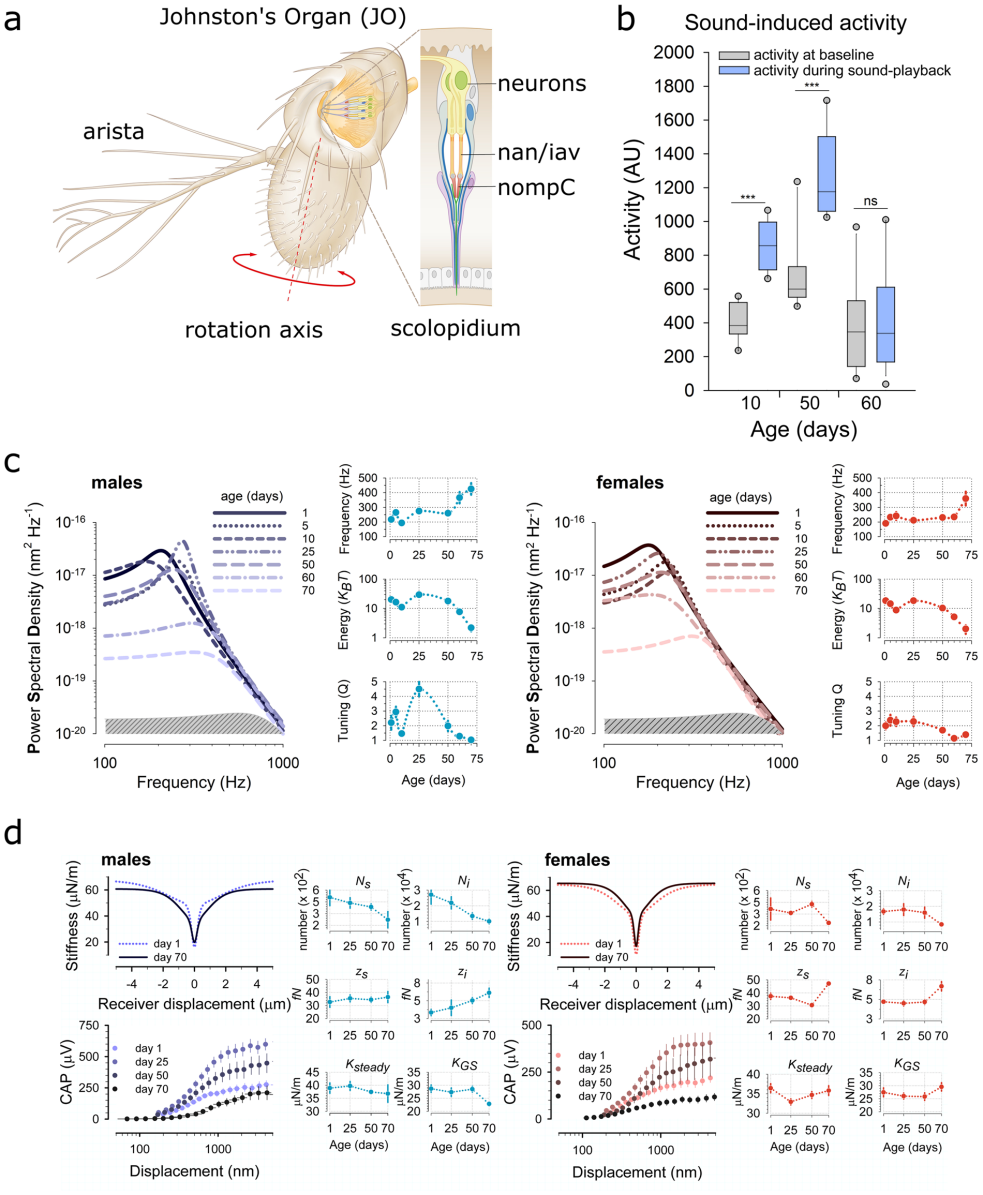
*Drosophila* Hearing across the life course. (**a**) Schematic representation of Johnston’s Organ (JO), a chordotonal organ located in the 2^nd^ antennal segment. JO harbours the mechanosensory units (scolopidia) that mediate the sensation of sound in *Drosophila*. Sound waves act on the feathery arista, forcing the 3^rd^ antennal segment to rotate about its longitudinal axis, thereby stretch-activating specialised mechanosensory ion channels (Nan, Iav, NompC) in the scolopidial neurons. (**b**) Sound-evoked activity (shown in light blue, male locomotor responses to courtship song, seen in 10-day and 50-day old flies (p < 0.001 in both, paired t-test) are abolished in 60-day old flies. Baseline activity levels (shown in grey, male locomotor activity when not stimulated) are not significantly different between 10 and 60 day old flies. [p = 0.487, t-test; sample sizes: n(day 10) = 12, n(day 50) = 10, n(day 60) = 14]. (**c**) Power Spectral Densities of unstimulated antennal sound receivers betray age-related decline of hearing in both males (left, shades of blue) and females (right, shades of red). Preceded by homeostatic oscillations around their baseline values, all principal parameters of hearing (shown in right-hand panels for both sexes) indicate a loss of hearing from day ~50 onwards: the receiver’s best frequency starts rising towards the level of the passive system, the auditory energy gain drops to near zero and tuning sharpness falls to values around ~1. [sample sizes males: n(day 1) = 18, n(day 5) = 13, n(day 10) = 6; n(day 25) = 19, n(day 50) = 16), n(day 60) = 11, n(day 70) = 18; sample sizes females: n(day 1) = 17, n(day 5) = 8, n(day 10) = 4; n(day 25) = 17, n(day 50) = 20), n(day 60) = 12, n(day 70) = 17]. (**d**) Mechanical and electrophysiological responses to force steps allowed for probing JO mechanotransducer function across the auditory life course in male (left, blue) and female (right, red) flies. Mechanical integrity of auditory transducers was quantified by fitting gating spring models to the antennal receiver’s dynamic stiffness (slope stiffness) as a function of its peak displacement (see ref.^16^ for details). Electrophysiological function was assessed by recording compound action potential (CAP) responses from the antennal nerve. CAP responses showed an identical pattern across the life course in both males and females: CAP response magnitudes substantially increased from day 1 to day 25, then monotonously declined from day 25 to day 70. The largest drop in CAP magnitudes occurred between day 50 and day 70, with responses of 70-day-old flies even falling below those of 1-day-old flies. Transducer mechanics, in contrast, remained more intact throughout. However, at day 70 the four principal parameters of transducer function, i.e. the number of sensitive transducer channels *N*_*s*_), the number of insensitive transducer channels (*N*_*i*_), the sensitive single channel gating force (*z*_*s*_) and the insensitive single channel gating force (*z*_*i*_) were all significantly different from their values at day 1, in both males and females (Mann-Whitney U test, p < 0.01 for all). Interestingly, no such change was observed for the stiffness of the antennal joint (*K*_*steady*_), which is a transducer-independent measure of antennal mechanics. Next to these properties shared between males and females, our analyses also revealed some sexually dimorphic phenomena: *K*_*GS*_ was significantly different only in males (Mann-Whitney U test, p < 0.01). Whereas in females *N*_*s*_, *N*_*i*_, *z*_*s*_ and *z*_*i*_, remain at constant values until the age of 50 days, the respective values of male flies change monotonously throughout the life course, with continually falling numbers of transducer channels being compensated by increasing single channel gating forces (thereby homeostatically balancing the male antenna’s nonlinear stiffness). [all error bars are SEM; sample sizes males: n(day 1) = 8, n(day 25) = 10, n(day 50) = 10), n(day 70) = 8; sample sizes females: n(day 1) = 11, n(day 25) = 10, n(day 50) = 10), n(day 70) = 7].

To assess hearing across the *Drosophila* life course we first measured the locomotor activities of flies in response to a playback of courtship song components at different ages. *Drosophila melanogaster* males increase locomotor activity in response to courtship song^31^. While 10- and 50-day-old flies increased their locomotor activity in response to a 15 min long train of courtship song pulses (inter-pulse-interval, IPI: 40 ms), sound-induced responses were absent in 60-day-old flies (Fig. 1b, left). We did, however, observe courtship behaviour (wing extension) in 60-day old males when paired with younger virgin females (data not quantified); consistent with this, so far no study has reported a cut-off age for male mating drive in Drosophilid flies. While individual parameters of male mating performance decline with age^32^; other parameters appear to increase^33^, suggesting that the observed loss of response is not a loss of mating interest *per se*. Moreover, baseline locomotor activities of 60-day-old flies were the same as in 10-day-old flies (Fig. 1b, right), pointing towards an auditory - rather than a more generalised neurological - deficit as the underlying cause for the non-responsiveness to sound.

A simple, but quantitatively powerful, test of auditory performance was then conducted by recording the vibrations of unstimulated sound receivers (*free fluctuations*)^18^. A receiver’s free fluctuations reveal three principal parameters of auditory function: (1) the ear’s best frequency, *f*_*0*_ (measured in Hz), (2) its frequency selectivity or quality factor, *Q* (dimensionless), and (iii) its energy - or power - gain (measured in *K*_*B*_*T*). Much like hair cells in the vertebrate inner ear, the antennal ears of *Drosophila* are active sensors, which inject energy into sound-induced receiver motion^34^.

Our data show that the ears of flies, much like those of humans, show age-related hearing loss (ARHL) (Fig. 1c). At 25 °C, the antennal receivers of 70-day-old flies show (i) best frequency shifts towards the passive system, where no energy injection is observed, (ii) a greatly reduced tuning sharpness and (iii) a ~90% loss of their energy gains (Fig. 1c and Supplementary Table 1), indicating a near-complete breakdown of the active process - which supports hearing - at day 70. The time course of this auditory decline was broadly similar between males and females (Supplementary Table 1).

To probe auditory function in more detail, we also quantified the mechanical and electrophysiological signatures of auditory mechanotransduction in response to force-step actuation of the fly’s antennal ear at different ages (Fig. 1d). Direct mechanotransducer gating introduces characteristic nonlinearities - namely drops in stiffness - into the mechanics of the sound receiver. These so-called ‘gating compliances’ can be modelled with a simple gating spring model^16,35^ thereby allowing for calculating the number - and molecular properties - of different populations of mechanosensory ion channels present in the fly’s JO^36^. Two distinct mechanotransducer populations have previously been described: a *sensitive* population, linked to hearing, and an *insensitive* population, linked to the sensation of wind and gravity^19^. At day 70, the numbers of predicted sensitive (*N*_*s*_) and insensitive (*N*_*i*_) channels have decreased by ~50% as compared to their values at day 1; the single channel gating forces of the sensitive (*z*_*s*_) and insensitive channels (*z*_*i*_), in turn, have increased (Fig. 1d). The receiver’s steady-state stiffness (*K*_*steady*_), however, which is an indicator of the integrity of the antennal joint, is not significantly different between 1- and 70-day-old flies, suggesting that the changes in auditory mechanics reflect an ageing of the mechanotransducer machinery rather than structural changes of the organ itself. Compound action potential (CAP) responses to force step actuation - recorded from the antennal nerve - showed that nerve response magnitudes initially increased from day 1 to day 25 and then decreased steadily, with response curves of 70-day-old flies falling below those of 1-day-old flies, both in response magnitude and displacement sensitivity (Fig. 1d). The above-described pattern of transducer ageing was seen in both males and females. Some subtle differences, however, could be observed between the sexes. While females displayed a ~stable baseline of most transduction parameters up to day 50, males showed signs of a steadier decline from day 1 on. Also, gating spring stiffnesses (*K*_*GS*_) decreased in 70-day-old males but increased in 70-day-old females (Fig. 1d).

Summing up the behavioural, mechanical and electrophysiological evidence, the auditory life course of *Drosophila melanogaster* can roughly be broken down into two phases: (i) a dynamic phase of *homeostatic metastability*, which is characterised by fluctuations of key parameters of hearing around a ~stable baseline, and which lasts from day 1 to ~day 50 (also including possible signs of initial functional maturation) and (ii) a phase of *terminal decline*, which starts at ~day 50 and leads to a near complete loss of auditory function at ~day 70.

We hypothesized that a breakdown of the homeostatic machinery, which shapes auditory performance during the life course and maintains healthy hearing up until day 50, might be the ultimate reason for the observed terminal decline. 

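RNA of the 2nd antennal segment, which houses Johnston's organ (JO), was sequenced from virgin Canton-S flies in 18 libraries. Males were sampled at days 1, 5, 10, 25 and 50 and females at days 1, 5, 25 and 50, with 2 libraries for each age and sex. The transcripts that mark the sexes separated males from females in every library up to day 25. *roX1* (FBgn0019661, X from 3857230 to 3862697 of dm6) is an RNA of male dosage compensation. It stood at 14039 normalised counts or more in every male library and at 395 to 757 in the female libraries up to day 25. *Yp1* (FBgn0004045, X from 10053811 to 10055498) encodes a yolk protein made in females, and stood at 94.3 to 184 in the male libraries up to day 25. At day 50 the library labelled female CT18 held 16418 of *roX1*, and the other, CT17, held 1118. The library labelled male day 50 CT16 held 25444 of *Yp1*, above the 24388 of CT17, and male day 50 CT15 held 1944. The authors made the libraries with SMART-Seq v4 and Nextera XT, sequenced them on a NextSeq 500, aligned the reads to dm6, counted them with HTSeq and divided the counts by DESeq2 size factors. The whole number of reads behind each deposited value was recovered, within a tolerance of 0.01. Reads in genes numbered 13925853 and 12692631 in the males of day 1, 12432434 and 14240436 in those of day 5, and 12508707 and 12123464 in those of day 10. The males of day 25 had 5815182 and 6414483 and those of day 50 had 8279805 and 12089601. Reads in the females numbered 10164944 and 12264908 at day 1, 9917610 and 14315927 at day 5, 12026871 and 9675963 at day 25, and 14121124 and 12860181 at day 50. Correlations between the 2 replicates of a group ran from 0.951 to 0.965 across genes, which are not independent replicates. From the deposited values, log2 of the value plus 1 was fitted with limma-trend, with 1 coefficient for each age and sex. The change between 2 ages was the mean of the male change and the female change, so that day 10, with males only, entered no comparison of both sexes. Genes were tested where at least 2 libraries reached a value of 10, and called at a Benjamini-Hochberg adjusted p below 0.1 with a fold change above 1.5. Each p-value measures the spread between these samples, since by the design an age and sex is represented by 2 libraries.

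**Figure D1:**
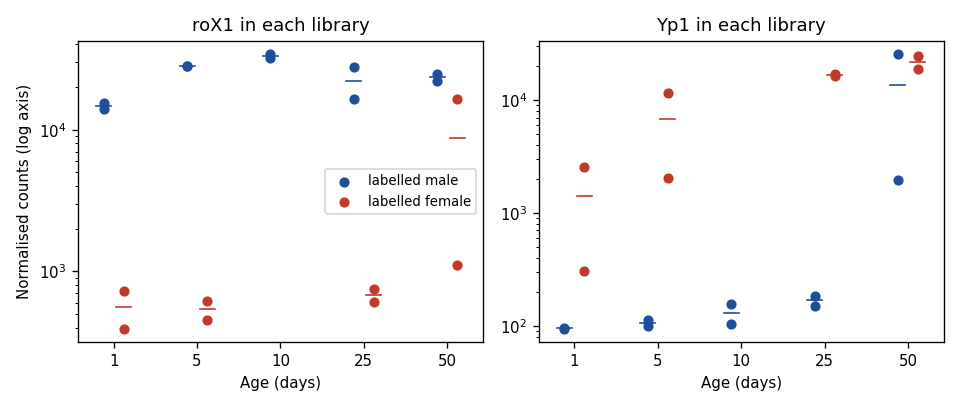
Normalised counts (log axis) of *roX1* (left) and *Yp1* (right) by age in days. Each point is 1 library, blue where labelled male and red where labelled female, and each line is the mean of 2 libraries. The day 50 libraries CT18 (16418 of *roX1*) and CT16 (25444 of *Yp1*) stand apart from the earlier libraries of their sex.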

In order to identify the molecular networks involved, we therefore profiled the auditory transcriptome at days 1, 5, 10, 25 and 50 through RNA sequencing (RNA-Seq) of the 2nd antennal segment (Supplementary Table 2).

### The age-variable auditory transcriptome in *Drosophila*

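The deposited table lists 16624 genes. Reads were found in at least 1 male and at least 1 female library for 16527 of them, and in every library for 13509. Of the 16527, 16221 carried the authors' annotation and 13320 were protein-coding. The most abundant transcript was *mt:lrRNA*, the large ribosomal RNA of mitochondria, with a mean of 657431 normalised counts. *CG8369*, which encodes a small protein of unknown function, had a mean of 157754, and *Obp19d*, which encodes an odorant binding protein, had 159178. A single read in each sex is a low bar for expression. With at least 2 libraries at 10 normalised counts or more, 14663 genes remained. *ato*, the proneural gene of chordotonal organs, had reads but stayed below this minimum. The files hold 381 gene IDs without annotation, 377 of which could be named from the reference.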

16,243 genes are expressed in the 2^nd^ antennal segment in both males and females (Supplementary Table 2); 13,324 of those are protein-coding. 

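Among genes with a mean of at least 50 normalised counts, the 10 largest falls from day 1 to day 5 included *Cpr97Ea* and *Cpr100A*, of cuticle proteins. *CG9686* fell by a log2 fold change of 9.23 and *CG17298* by 8.86, both of unknown function, and *Fbp2*, which encodes a storage protein of the fat body, by 8.50. The largest rises were those of *Osi5* (log2 fold change 4.32), of a family of secretory pathway proteins, and *Cyp4d21* (3.04), a cytochrome P450. In total 688 genes rose and 1288 fell in this interval. The next interval, to day 25, had 1285 rises and 576 falls. *Scp1*, a calcium binding protein of muscle, fell by 2.93 in it. Between day 25 and day 50, 1434 rose and 2558 fell. *TotC*, a secreted stress peptide, had the largest rise (7.10), and *CG42705*, of unknown function, fell by 3.31, the most in this last interval. The counts from day 5 to day 25 and from day 25 to day 50 depended on single libraries. Without female day 25 replicate CT14, 452 genes rose and 256 fell from day 5 to day 25, and 877 rose and 1148 fell from day 25 to day 50. Within males, 2157 genes changed from day 5 to day 25, and 34 did without male day 25 replicate CT12. Within females, 36 changed from day 5 to day 25, and 2 without CT14.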

We compared the expression levels of all genes in a pair-wise manner, between (i) day 1 and 5, (ii) day 5 and 25 and (iii) day 25 to 50. In total, 5,855 (4,936 protein-coding) genes were changing their expression significantly in at least in one of the three pair-wise comparisons (criteria: >1.5-fold change; <10% False Discovery Rate (FDR); p < 0.05; Supplementary Table 3 and Supplemental Methods). This first step of the analysis identified those genes that showed a significant change of expression level at any stage of the life course, irrespective of the corresponding sign of this change (up- or downregulation). 

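*alphaTub85E* and *Act88F* changed most in the earliest interval, *mt:CoI* in the middle one and *TotA* in the last. *TotA* (FBgn0028396, 3R from 20871036 to 20871700 of dm6) encodes a stress peptide of the hemolymph. It rose from 289 ± 244 normalised counts (SD, n = 4) at day 25 to 24769 ± 17265 (SD, n = 4) at day 50, a log2 fold change of 6.10 (standard error 0.97, adjusted p = 0.00218). *mt:CoI* (FBgn0013674, mitochondrial genome from 1474 to 3009) encodes a subunit of cytochrome c oxidase. It stood at 84183 ± 5101 (SD, n = 4) at day 25, after a fall by a log2 fold change of 0.91 (standard error 0.20, adjusted p = 0.0111) from day 5. Counting each gene once, 6133 genes (5211 of them protein-coding) changed in at least 1 of the 3 intervals. Of these, 4508 changed in exactly 1 interval and 71 in all 3. The count ranged from 4019 without female day 25 replicate CT14 to 6772 without female day 25 replicate CT13. The paper's own deposited comparisons hold 5856 such genes, and 5518 were shared with the 6133, all in the same direction where both called an interval. Log2 fold changes of the 2 sources correlated at 0.954, 0.946 and 0.961 in the 3 intervals across genes, which are not independent replicates.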

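Among the genes that changed in none of the 3 intervals were *iav* and *nompC*, which encode channels of the auditory neurons, and *SdhA*, which encodes a subunit of succinate dehydrogenase. *SdhA* (FBgn0261439, 2R from 19391863 to 19395971 of dm6) stood at 3647 ± 435 normalised counts (SD, n = 4) at day 1 and at 4238 ± 518 (SD, n = 4) at day 50, a log2 fold change of 0.22 (standard error 0.14, adjusted p = 0.305). Of the 16221 annotated genes with reads in both sexes, 10088 (62.2%) changed in none of the 3 intervals, and of the 14663 tested, 8530 (58.2%). Constancy across the intervals is not constancy across life, since 903 of the 8530 changed between day 1 and day 50. *gl*, which encodes a zinc finger factor of photoreceptors, rose by a log2 fold change of 0.87 (adjusted p = 0.00484) between day 1 and day 50 and passed in none of the 3 intervals. In data simulated from these libraries, 54% of 2-fold changes were recovered from day 25 to day 50. Changes of that size could thus go uncalled at this number of replicates. Of 1.5-fold changes 24% were recovered, but these lie at the fold limit itself, which rejects part of them at any number of replicates.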

64% of all genes (10,388 of 16,243) showed constant expression levels and were ruled out at this stage.

The gene-ontological nature of age-variable genes in A2 was probed with the **G**ene **O**ntology en**RI**chment ana**L**ysis and visualization (GOrilla) tool^37,38^. The age-variable transcriptome revealed both down- and upregulation of genes. 

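For both sexes together, the direction turned with age. Of the genes that changed, 65.2% fell from day 1 to day 5, 31.0% from day 5 to day 25 and 64.1% from day 25 to day 50. In a fit limited to genes with a mean of 50 or more, 1318 rose and 1467 fell from day 25 to day 50. The late excess of falls thus rests in part on genes of lower value. From day 5 to day 25, 1357 genes rose and 800 fell within males, and 12 rose and 24 fell within females, where limma passed no gene for a difference between the sexes. Without CT12, 34 changed within males, and without CT14, 2 within females. Falls by 2-fold or more numbered 746, 218 and 1577 in the 3 intervals, and such rises 356, 452 and 476. *Acp1*, an adult cuticle protein, was lower at the end of every interval and had a log2 fold change of -9.57 from day 1 to day 50. *Nplp3*, which encodes a neuropeptide-like precursor, fell by 9.84, while *fit*, a secreted satiety peptide of the fat body, rose by 7.08 and *Diedel*, an immune-regulating cytokine, by 7.70 across the same span. In total 1350 genes rose and 1875 fell from day 1 to day 50. Some genes were called in opposite directions in successive intervals. From day 5 to day 25 and on to day 50, 790 genes first rose and then fell and 98 first fell and then rose, while 42 rose in both intervals and 26 fell in both. Both intervals use the same day 25 libraries. Independent lists of these sizes would share 224 genes that rise and then fall. Libraries simulated with independent noise and no change gave 0 in each of 20 draws, but without a change few genes can be called at all. The 790 were 156 without female day 25 replicate CT14 and 1233 without female day 25 replicate CT13.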

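Part of the genes of ATP metabolism fell between day 1 and day 5. Of the 10 nuclear genes of ATP synthase that were tested, 9 fell and none rose (9 when adjusted over the list alone, and an adjusted p = 0.183 for the set with an estimated correlation). *ATPsyn-beta*, its catalytic subunit, went from 27322 ± 1653 normalised counts (SD, n = 4) to 17125 ± 2848 (SD, n = 4), a log2 fold change of -0.69 (standard error 0.13, adjusted p = 0.00133). Of 54 nuclear genes of the respiratory chain, 22 fell (22 when adjusted over the list alone, and an adjusted p = 0.286 for the set), 13 without female day 1 replicate CT03. *Cyt-c-p*, the electron carrier cytochrome c, fell by 2.12 (adjusted p = 3.38e-08). In the proteasome, which degrades tagged proteins, 25 of 45 genes fell and 1 rose (25 and 2 when adjusted over the list alone, and an adjusted p = 0.196 for the set), *Prosbeta5* by 0.73. Of 30 muscle genes 23 fell and 1 rose (the same when adjusted over the list alone), and *Mlc2*, a myosin light chain, went from 35600 ± 7408 to 2940.1 ± 594 (SD, n = 4 each). Genes of the mitochondrial genome fell later, 17 of 29 from day 5 to day 25 (17 when adjusted over the list alone), with an adjusted p = 0.5995 for the set with an estimated correlation. In translation, 66 of 91 cytosolic ribosomal proteins rose and 1 fell between day 25 and day 50 (66 and 2 when adjusted over the list alone, and an adjusted p = 0.495 for the set with an estimated correlation), and 11 of 72 mitochondrial ones rose (adjusted p = 0.495 for that set). Among the former rose *RpS25* by 0.68 (standard error 0.15, adjusted p = 0.00702). Part of the immune genes rose in that interval as well, as did 6 of 9 hemocyte markers and 5 of 8 fat body markers, so a larger share of these tissues is not excluded. Of 20 antimicrobial peptides 8 rose and 1 fell (9 and 1 when adjusted over the list alone), and *Drs*, an antifungal peptide, rose by 4.12 (standard error 0.67, adjusted p = 0.00228). With an estimated correlation the adjusted p was 0.616 for the antimicrobial peptides and 0.495 for the Bomanins and for the Turandot peptides. The 8 antimicrobial peptides that rose became 2 without female day 25 replicate CT13 or female day 50 replicate CT18. All 6 Bomanins, peptides of the Toll response, rose (6 when adjusted over the list alone) and so did 5 of 7 Turandot peptides (5 when adjusted over the list alone). These late rises are not all net gains with age. From day 1 to day 5 *Drs* had fallen by 3.98 and *IM3*, a Bomanin, by 3.78, while *Drsl5*, an antimicrobial peptide, rose by 1.12. Between day 1 and day 50 *IM3* fell by 1.11 and *Dro*, an antimicrobial peptide, rose by 5.67. Of 33 phototransduction genes 13 rose and 2 fell (17 and 2 when adjusted over the list alone, and an adjusted p = 0.616 for the set with an estimated correlation), *Rh5* among them. The 13 late rises became fewer without female day 50 replicate CT18 and more without male day 5 replicate CT05. Between replicates, the difference in *ninaE*, the main opsin, followed the median difference of 8 other markers of retina (r = 0.866, exact permutation p = 0.00512, 9 replicate pairs), 3 of which are in the phototransduction list.

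The same lists were tested as sets with camera at a preset correlation of 0.01. With an estimated correlation the falls from day 1 to day 5 of muscle, of actins and tubulins and of chitin genes held (adjusted p = 0.0698 for each), as did those from day 1 to day 50 of muscle (0.0497) and of actins and tubulins (0.0829). The others did not. The authors grouped the changed genes by ontology (Fig. 2a), and from these groups the paper states that energy, protein processing and structural genes decline with age while immune, phototransduction and translation genes rise.

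**Figure D2:**
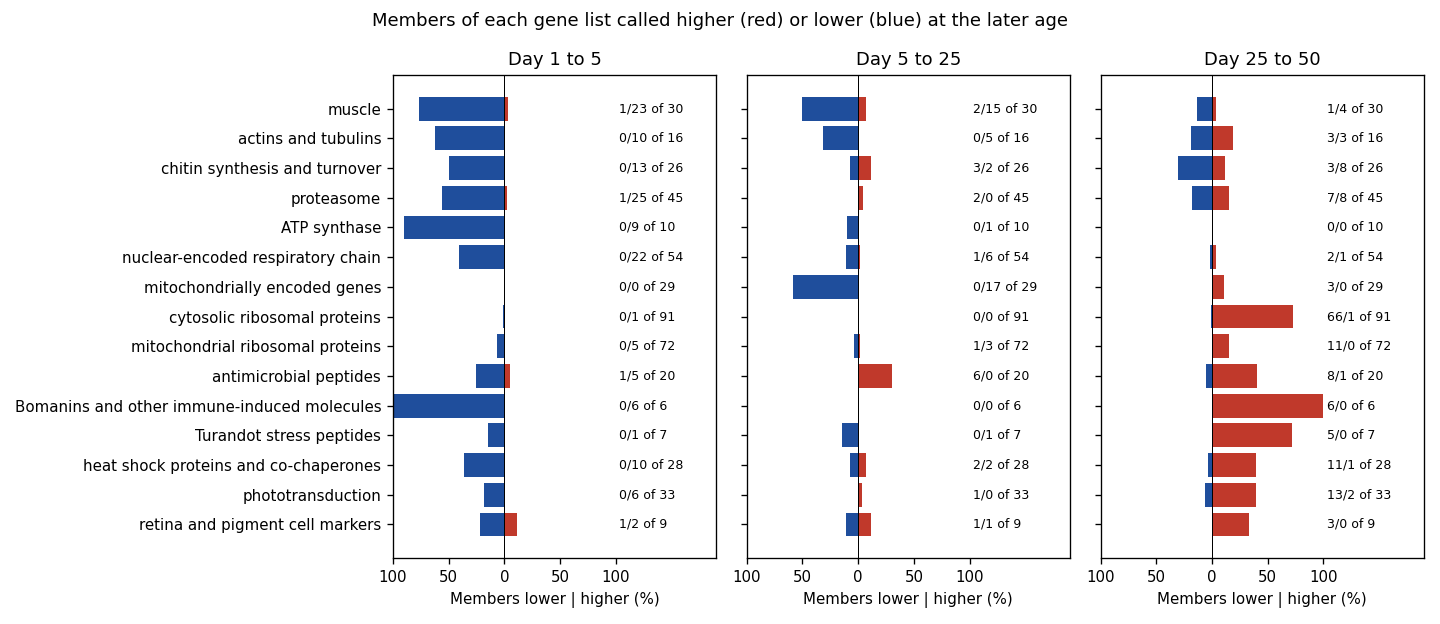
Share of each gene list (%) called higher (red, right) or lower (blue, left) at the later age, in 3 panels for the 3 intervals, with the counts higher and lower of the genes tested beside each bar. Muscle (23 lower of 30) and ATP synthase (9 of 10) stand to the left from day 1 to 5, and cytosolic ribosomal proteins (66 higher of 91) to the right from day 25 to 50.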

Genes involved in ATP metabolism, protein processing and structural molecules were found to be downregulated, whereas immune response genes, photo transduction genes and translation machinery genes were upregulated (Fig. 2a and Supplementary Table 4). Next to many novel JO genes, about one third (109) of all previously reported JO genes (314)^24,28^ changed their expression in our dataset (Table 1); this included rhodopsins, the TRPV channel gene *nan*, innexins, as well as ATPase β subunits (nervanas) previously linked to JO function^39,40^.

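*nan*, *Inx2* and the *nervana* genes were all lower at day 50 than at day 1. *nan* (FBgn0036414, 3L from 14186249 to 14189648 of dm6) encodes a TRPV channel subunit of the auditory neurons. It went from 694 ± 80.5 normalised counts (SD, n = 4) at day 1 to 449 ± 105 (SD, n = 4) at day 50, a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.0112). The fall of *nan* was 0.54 and no longer passed the fold limit without female day 50 replicate CT18. *Inx2* (FBgn0027108, X from 6998672 to 7004151) encodes a gap junction protein. It went from 3038 ± 310 to 1683 ± 110 (SD, n = 4 each) between days 1 and 5 (log2 fold change -0.85, standard error 0.16, adjusted p = 0.00168). It fell further by 0.72 from day 5 to day 25, and by 0.51 without male day 25 replicate CT12, where the call was lost. Of 7 innexins tested 2 fell from day 1 to day 50 and none rose. *nrv1* (FBgn0015776, 2L from 6778555 to 6786861), a beta subunit of the sodium pump, fell by 0.96 (standard error 0.14, adjusted p = 0.000114) from day 1 to day 5. *nrv2* (FBgn0015777, 2L from 6789770 to 6798862), the beta subunit of glia and scolopale cells, went from 30162 ± 2603 at day 1 to 7813 ± 1891 at day 50 (SD, n = 4 each, log2 fold change -1.98). *nrv3* (FBgn0032946, 2L from 21380000 to 21393319), the neuronal beta subunit, fell by 0.73 (standard error 0.16, adjusted p = 0.00931) from day 5 to day 25. All 4 sodium pump genes, *Atpalpha* included, were lower at day 50 than at day 1 (4 when adjusted over the list alone).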

**Figure 2:**
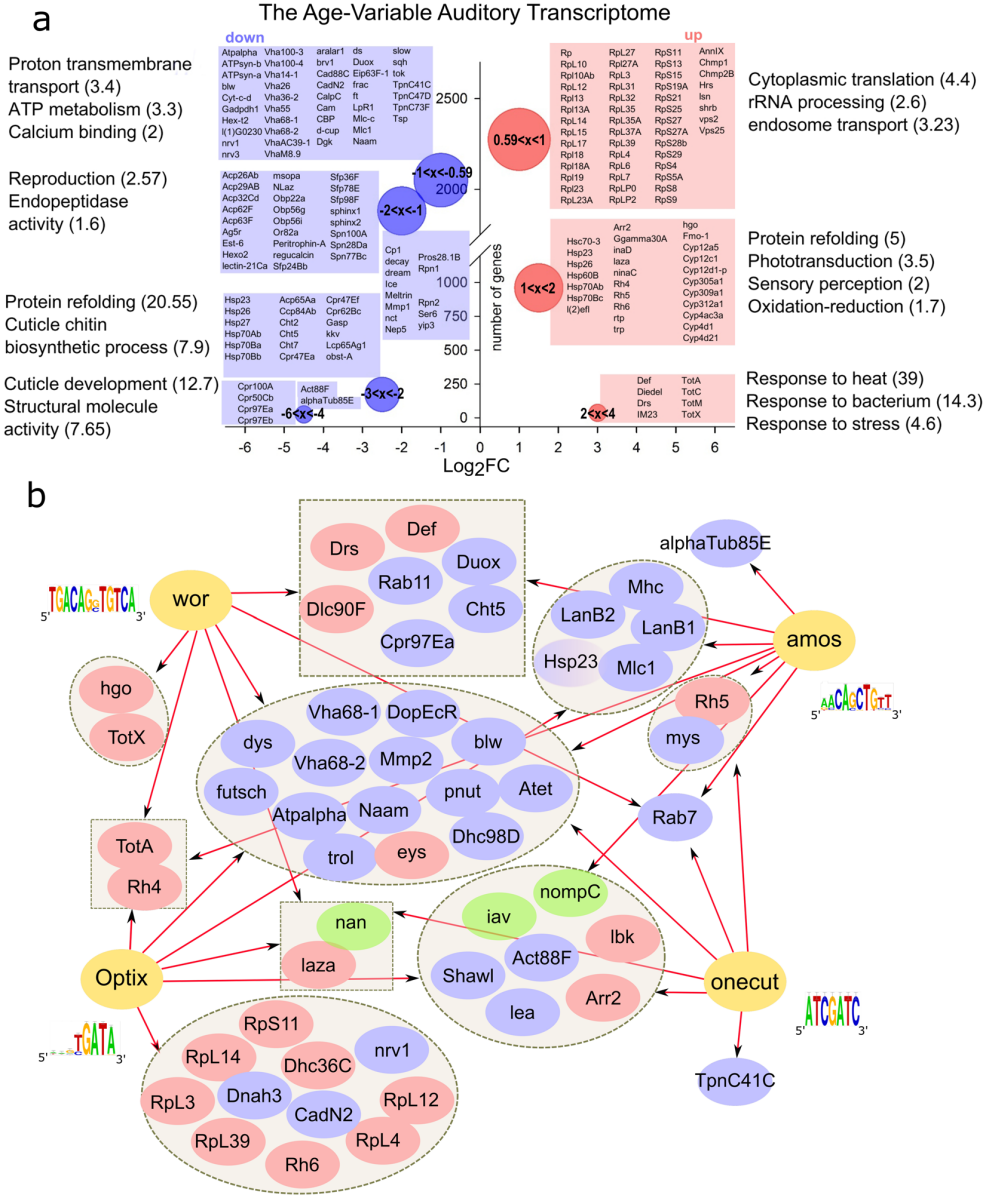
Gene-Ontology and Bioinformatics of the *Drosophila* age-variable JO transcriptome. (**a**) Gene Ontology (GO) based summary of age-variable genes in JO as derived from RNAseq data taken across different age points (days 1, 5, 10, 25 and 50). Down-regulated (blue) and up-regulated (red) genes from multiple pairwise comparisons between all age points are shown on the left and right side of the graph, respectively. The bubble diameter is proportional to the gene number (the larger the diameter the more genes were down -or up-regulated. The y-axis shows numbers of the genes and the x-axis the Log_2_Fold-Change (Log_2_FC) of gene expression. GO terms correspond to the up-regulated (right) or down-regulated (left) genes, a selection of which is shown in the respective neighbouring boxes; enrichment scores are shown in brackets. Selection of the most age variable genes are shown in individual boxes corresponding to each GO term next to it. Individual bubbles denote the number of genes (y-position of bubble centre) and their corresponding range of Log_2_FC values; negative ranges like ‘−1 < x < −0.59’ mean that genes were downregulated between 2^1^ and 2^0.59^ times, whereas positive ranges like ‘1 < x < 0.59’ denote an upregulation between 2^1^ and 2^0.59^ times. (**b**) Prediction of upstream transcriptional master regulators for age-variable JO target genes (based on motif-binding analysis in the *i*Regulon software package). Identified master regulators *wor, amos, Optix* and *onecut* are shown in yellow with arrows leading to their predicted targets. Targets are grouped, up and down-regulated genes shown in blue and red, respectively. Mechanosensory ion channels, previously linked to fly hearing, are shown in green: *iav* and *nompC* are predicted to be downstream of *onecut*, *amos* and *Optix*, whereas *nan* is predicted to be downstream of *wor*, *Optix* and *onecut*.

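Changes of 4-fold or more were most frequent among falls. From day 1 to day 5, 79 genes rose and 321 fell by at least 4-fold, from day 5 to day 25, 22 rose and 56 fell, and from day 25 to day 50, 117 rose and 198 fell. *Cpr97Ea* and *Cpr100A*, which encode cuticle proteins, fell by log2 fold changes of 7.67 and 7.35 from day 1 to day 5, and *TpnC41C*, a troponin of muscle, by 2.22 from day 5 to day 25. Among the 10 largest rises from day 25 to day 50 were those of *TotM* (6.43), a stress peptide, *Cda9* (5.50) and *Cht8* (4.67), which encode enzymes that modify and degrade chitin.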

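*nompC* and *iav*, which encode mechanosensory channels of the auditory neurons, passed the test with a fold change above 1.5 in no interval. *nompC* (FBgn0016920, 2L from 5346200 to 5365760 of dm6) stood at 566 ± 61.5 normalised counts (SD, n = 4) at day 1, at 826 ± 101 at day 5, at 864 ± 103.8 at day 25 and at 684 ± 69.5 at day 50. Its log2 fold change from day 1 to day 5 was 0.54 (standard error 0.13, adjusted p = 0.00741), below the fold limit. *iav* (FBgn0086693, X from 6813978 to 6818156) stood at 938 ± 193 (SD, n = 4) at day 1 and at 1239 ± 278 (SD, n = 4) at day 50 (log2 fold change 0.40, adjusted p = 0.111). Of 15 TRP channel genes tested, 5 fell and none rose from day 25 to day 50 (5 fell and 1 rose when adjusted over the list alone). *Pkd2*, a channel of the polycystin type, fell by 1.23 (standard error 0.36, adjusted p = 0.021). *onecut* (FBgn0028996, 4 from 598555 to 607649) and *Optix* (FBgn0025360, 2R from 8031283 to 8042529), homeobox factors predicted upstream, passed in none of the intervals. Their log2 fold changes from day 1 to day 50 were 0.26 (adjusted p = 0.179) and 0.44. *onecut* stood at 790 ± 115.2 (SD, n = 4) at day 1 and at 943 ± 96.0 (SD, n = 4) at day 50. *wor* (FBgn0001983, 2L from 15423297 to 15425580), a zinc finger factor of the snail family, rose from 49.5 ± 8.86 at day 5 to 96.2 ± 22.3 at day 25 (SD, n = 4 each, log2 fold change 0.93, adjusted p = 0.0586) and stood at 56.0 ± 12.5 at day 50. The rise of *wor* was 0.79 without male day 25 replicate CT12 and 0.80 without female day 25 replicate CT14, and was called in neither.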

**Table 1:** Previously identified JO genes with age-variable expression.

*Drosophila* gene	Mouse orthologue	Description	*Avg exp*
Arr2	Arrb2	Arrestin 2	10610.9
bab1	Nacc1, Nacc2	bric a brac 1	117.2
Cam	Calm3, Calm1	Calmodulin	13985.2
CG10050	Dtwd2		69.5
CG10185	Nwd2, Nwd1		10088.6
CG10257	Faim		978.5
CG10866	Tmem267		750.6
CG11041	Efcab2		836.3
CG11353	Oacyl		352.1
CG12947	Wfdc8		26.4
CG13133	Hspb2		7243.0
CG13202	Ccdc103		63.4
CG13305			90.3
CG13842	Ccdc142		850.2
CG13950	Lgals4, Lgals9		6970.4
CG14215	Ahctf1		379.9
CG14274			756.9
CG14342			512.0
CG14591	Tmem164		1102.9
CG14693	Cnbd2		574.5
CG14905	Ccdc63		306.0
CG14921	Dyx1c1		153.4
CG14947			98.1
CG15143	Maats1		411.5
CG1561			703.6
CG15878			385.3
CG15927			174.4
CG17279			2806.3
CG17352	Neto1		435.7
CG18130	Nme8		1607.7
CG18336	Fam166b		881.3
CG2681	Siah1a		88.2
CG30203	Spon1		1025.5
CG31019	Agbl4		699.3
CG32373	Scube3, Scube2		188.1
CG40485	Dhrs11		161.4
CG4660	Them6		153.7
CG5687	Slc5a6, Slc5a8, Slc5a12, Slc5a5		11118.1
CG5948	Sod3		1254.7
CG6912			411.7
CG6983	1700037H04Rik		290.1
CG7220	Ube2w		2256.9
CG8086	Odf3b		8186.2
CG8086	Odf3		8186.2
CG8369			157754.2
CG8407	Dnal4		204.2
CG8419	Trim45		155.7
CG8560	Cpb1		23.6
CG9150	Dhrs11		258.9
CG9317	Slc22a1		73.3
cpx	Cplx1, Clpx2	complexin	9601.1
Dhc36C	Dnah7b, Dnah7a, Dnah7c	Dynein heavy chain at 36C	656.9
dila	Cep131	dilatory	282.5
eys	Agrn	eyes shut	972.6
Fer1	Ptf1a	48 related 1	807.5
futsch	Map1a	futsch	4019.4
Ggamma30A	Gng13		5991.3
gol	Rnf150	goliath	381.9
hoe2	Oca2	hoepel2	358.6
inaD	Lnx2, Lnx1	inactivation no afterpotential D	401.8
Inx2		Innexin 2	1705.2
Inx5		Innexin 5	86.8
Inx7		Innexin 7	15.8
Ir100a		Ionotropic receptor 100a	55.4
Ir76a		Ionotropic receptor 76a	202.4
laza	Plpp3, Plpp1, Plpp2	lazaro	109.2
Naam		Nicotinamide amidase	11686.7
nompA		no mechanoreceptor potential A	438.9
nrv1	Atp1b1, Atp1b2	nervana 1	2020.1
nrv2	Atp1b1, Atp1b4, Atp1b2	nervana 2	14651.9
nrv3	Atp1b1	nervana 3	14857.5
Obp84a		Odorant-binding protein 84a	33.7
Osi2		Osiris 2	94.5
Pep	Ciz1	Protein on ecdysone puffs	2051.2
PIP82		PIP82	143.0
Pph13	Arx	PvuII-PstI homology 13	92.3
Prestin	Slc26a5	Prestin	655.8
pyx	Trpa1	pyrexia	342.8
retinin	Tmem38b	retinin	390.5
Rh4	Opn4	Rhodopsin 4	1817.9
Rh5	Opn4	Rhodopsin 5	441.1
Rh6	Opn4	Rhodopsin 6	1430.9
rtp	Morn4	retinophilin	634.4
Sas	Wisp2	Sialic acid phosphate synthase	203.8
se	Gsto1	sepia	118.4
stops	Asb17	slow termination of phototransduction	189.9
Tektin-C	Tekt1	Tektin C	1229.0
tilB	Lrrc6	touch insensitive larva B	110.5
tipE	Kcnmb4	temperature-induced paralytic E	1231.5
trp	Trpc5, Trpc4	transient receptor potential	1912.1
**gl**	**Ostm1, Lipf**	**glass**	**405.85**
**qvr**		**quiver**	**2018.17**
**norpA**	**Plcb4**	**no receptor potential A**	**2082.24**
**nan**	**Trpv5, Trpv6**	**nanchung**	**572.72**
**dpr5**	**Jaml**	**dpr5**	**379.81**
**Hdc**	**Hdc**	**Histidine decarboxylase**	**95.09**
**MESK2**	**Ndrg3**	**Misexpression suppressor of KSR 2**	**7920.87**
**run**	**Runx1**	**runt**	**956.47**
**Ir94b**		**Ionotropic receptor 94b**	**34.25**
**spn-B**	**Xrcc3**	**spindle B**	**246.93**
**Cpr49Ag**	**Gm7030**	**Cuticular protein 49Ag**	**51.42**
**Eaat2**	**Slc1a2**	**Excitatory amino acid transporter 2**	**1431.19**
**rdgA**	**Dgkz**	**retinal degeneration A**	**2225.92**
**Ptpmeg**	**Ptpn4**	**Ptpmeg**	**742.21**
**ninaC**	**Myo3a**	**neither inactivation nor afterpotential C**	**1255.66**
**Bmcp**	**Slc25a30**	**Bmcp**	**517.16**
**CAP**	**Sorbs2, Sorbs1, Sorbs3**	**CAP**	**4842.87**
**oc**	**Otx2, Otx1**	**ocelliless**	**437.87**

36.7% (108 out of 294) of all previously reported JO genes show age variable expression patterns. 

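Of the 107 Table 1 genes matched to the files, 89 (83.2%) changed in at least 1 of the 3 intervals. *CG12947*, of unknown function, fell by a log2 fold change of 3.87 (standard error 0.45, adjusted p = 1.65e-05) from day 1 to day 5, and *retinin*, a component of the corneal lens, by 2.88 (standard error 0.40, adjusted p = 0.0001). *Osi2*, of the Osiris family of secretory proteins, fell by 2.83 in that interval, while *CG9150*, a predicted short-chain dehydrogenase, rose by 3.00 (standard error 0.67, adjusted p = 0.00699) from day 25 to day 50. *CG8086*, which encodes a protein of the outer fibres of cilia, rose by 0.94 from day 1 to day 5. Of the 89 genes set in plain type 84 changed, and of the 18 set in bold 5. The list was chosen on these samples, so its share is not independent evidence, and 41.8% of all tested genes changed. The remaining JO genes of the earlier reports are not listed in the paper's text, so the share of all of them was not computed.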

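*nan*, *ninaC*, *rdgA*, *Hdc* and *norpA*, listed in Table 1, had larger changes in males than in females from day 25 to day 50. At day 50, CT18, labelled female, held 16418 of *roX1*, and CT16, labelled male, held 25444 of *Yp1*. The values of each sex at day 50 thus rest in part on libraries with transcripts of both sexes. *nan* (FBgn0036414) fell by a log2 fold change of 0.81 in males from day 25 to day 50, where it was called, against a value of 0.07 in females (unadjusted p = 0.0195 for the difference in limma). *ninaC*, a kinase and myosin of photoreceptors, had 3.48 in males and 0.59 in females, and *norpA*, their phospholipase C, 1.38 and 0.08. The earlier intervals differed, since *ninaC* had -1.45 in males and -2.59 in females from day 1 to day 5, and -1.33 and 2.39 from day 5 to day 25. From day 25 to day 50 *Hdc*, which makes the transmitter histamine, had 2.09 in males and -0.57 in females. *rdgA*, a diacylglycerol kinase of photoreceptors, had 0.85 in males and -0.14 in females (unadjusted p = 0.00244, the lowest of the 18 genes in bold). Of these 18, 13 changed in males and none in females by contrasts within each sex in the model of all libraries. This was 10 and 2 with the libraries of that sex only, 7 and 2 without male day 5 replicate CT06, 6 and 1 with *chp* as a covariate and 1 and 1 without male day 25 replicate CT12. Of the 18, 8 had an unadjusted p below 0.05 for the difference between the sexes in at least 1 of the 3 intervals. So did 16 of the 89 in plain type and 1565 of all 14663 tested genes. The genes in bold were marked on these same libraries, so their share is not independent evidence. None of the 18 passed for the difference after adjustment in limma, where their lowest adjusted p was 0.814. Across all genes, 423, 683 and 628 had an unadjusted p below 0.05 for a difference between the sexes in the 3 intervals, and 0 passed in limma and edgeR, while 7, 6 and 5 passed in DESeq2. Among all 14663 tested genes 4538 changed in males and 2380 in females, counts that rest in part on CT12 and CT14. A change was called in males only for 3123 of the 14663 and in females only for 965. Males only were called for 13 of the 18 genes in bold and for 41 of the 89 in plain type. *ninaE*, the main opsin, stood at 79450 and 64903 in the males of day 50 and at 2156 and 43199 in the females.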

Genes highlighted in **bold** are changing their expression mainly in males. 

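*Rh5*, *Inx2*, *nrv2* and *tilB* differed in how far their variation exceeded the spread between libraries. *Rh5* (FBgn0014019, 2L from 12008153 to 12009832 of dm6), an opsin of blue-sensitive photoreceptors, stood at 149 ± 55.3 normalised counts (SD, n = 4) at day 25 and at 1107 ± 839 (SD, n = 4) at day 50. Its log2 fold change was 2.42 (standard error 0.86, adjusted p = 0.0456), and 1.80 and no longer called without female day 50 replicate CT18. *tilB* (FBgn0014395, X from 22449737 to 22451463), needed to assemble ciliary dyneins, went from 76.7 ± 23.0 at day 1 to 131 ± 38.5 at day 5 (SD, n = 4 each, log2 fold change 0.77, adjusted p = 0.0875) and stood at 106 ± 35.4 at day 50. This rise was 0.50 without female day 1 replicate CT03 and 0.53 without male day 5 replicate CT05, and was called in neither. For *nrv1* the standard deviation was 163 around 3253 at day 1 and 184.9 around 1676 at day 5, so that its fall was many times the spread.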

Please note that many genes previously identified (Senthilan *et al*.)^28^, such as rhodopsins, the mechanosensitive ion channel Nan, the ATP pumps nervanas, innexins, tilB etc., show high variability in JO across ages. ‘Avg exp’ stands for ‘Average expression’.

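Mouse hearing loss genes with a fly orthologue included *Mhc*, *mol*, *CG5270*, *srp* and *E(spl)m8-HLH*. *Mhc*, the muscle myosin heavy chain (Myh1 in mouse), fell by a log2 fold change of 1.91 (standard error 0.17, adjusted p = 7.96e-07) from day 1 to day 5 and by 1.50 (adjusted p = 0.00027) from day 5 to day 25. *mol*, a maturation factor of dual oxidase (Duoxa2), fell by 1.44 (standard error 0.26, adjusted p = 0.000883) from day 1 to day 5, and *srp*, a GATA factor (Gata2), by 2.14. *E(spl)m8-HLH* (FBgn0000591), a Notch target (Bhlhe40), rose by 2.44 (standard error 0.52) in the same interval. *CG5270*, related to a protein of autophagy and cytokinesis (Zfyve26), fell by 1.41 from day 1 to day 5. Of 72 fly genes matched to mouse genes, all were expressed and tested and 29 (40.3%) changed in at least 1 interval. Among all tested genes the share was 41.8%. The 72 are fly genes, and a mouse gene may have several.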

We also found that 67% (74 out of 111) of hearing loss genes recently identified in mice^12–14^ are conserved in flies - and expressed in A2 – with 32% of them also showing age-variable expression in JO. In addition, a recent genome-wide association screen (GWAS) identified 44 new genes associated with ARHL in humans; 80% of those are conserved in flies - and expressed in A2 – with 27% being age-variable^15^ (Table 2).

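Among the fly orthologues of human hearing loss genes, *AdenoK* rose and *ds*, *CG1103*, *NnaD* and *Sox14* fell. *AdenoK*, an adenosine kinase (ADK), rose by a log2 fold change of 1.21 (standard error 0.24, adjusted p = 0.00427) from day 25 to day 50. *ds*, a giant cadherin of planar polarity (CDH23), fell by 1.25 (standard error 0.24, adjusted p = 0.00372) in the same interval. *CG1103* (CLRN2) fell by 1.59 from day 1 to day 5 (standard error 0.22, adjusted p = 8.72e-05), *NnaD*, a carboxypeptidase of tubulin tails (AGBL2), by 1.14 and *Sox14*, an ecdysone-induced factor (SOX4), also by 1.14. Of 50 fly genes matched to human genes in Table 2, all were tested and 14 (28.0%) changed in at least 1 of the 3 intervals. Among all tested genes the share was 41.8%. Each fly gene is counted, and a human gene may have several of them.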

**Table 2:** Mouse genes linked to deafness, which are conserved - and expressed - in the *Drosophila* JO.

Type of hearing loss	*Drosophila* gene	Mouse/HUMAN orthologue	Avg exp	Description	ref.
Severe hearing loss	**mol**	**Duoxa2**	351.20	moladietz	(1)
	**CG8907**	**Eps8l1**	192.00		(1)
	**CG32669**	**Slc5a5**	30.70		
	**CG5038**	**Tmtc4**	119.20		(1)
	**CG12104**	**Tox**	227.10		(1)
	**CG5921**	**Ush1c**	192.90		
	**Myo28B1**	**Myo7a**	189.80	Myosin 28B1	
	Klc	Klc2	860.39	Kinesin light chain	(1)
	Nedd4	Nedd4l	994.11	Nedd4	(1)
	CG9947	Tmem30b	1224.37		(1)
	ck	Myo7a	358.45	crinkled	
	spin	Spns2	1121.31	spinster	
	kermit	Gipc3	220.20	kermit	
	CG5245	Zfp719	30.62		(2)
Mild hearing loss	**or**	**Ap3s1**	152.20	orange	(1)
	**Mhc**	**Myh1**	3541.70	Myosin heavy chain	(1)
	**CG8086**	**Odf3l2**	8186.20		(1)
	**TRAM**	**Tram2**	491.20	TRAM	(1)
	**Ubc6**	**Ube2b**	2237.70	Ubiquitin conjugating enzyme 6	(1)
	CG32082	Baiap2l2	1204.20		(1)
	CG5946	Cyb5r2	3204.64		(1)
	Ndae1	Slc4a10	1059.54	Na[+]-driven anion exchanger 1	(1)
	CG40045	Ube2g1	1627.07		(1)
	Ubc87F	Ube2g1	108.25	Ubiquitin conjugating enzyme 87F	(1)
	Vti1	Vti1a	135.59	VTI1 ortholog (S. cerevisiae)	(1)
	**14-3-3epsilon**	**Ywhae**	**8321.45**	14-3-3epsilon	(2)
	Klc	Klc2	860.39	Kinesin light chain	(2)
	scny	Usp42	1110.12	scrawny	(2)
	x16	Srsf7	177.56	x16 splicing factor	(2)
	CG10492	Zcchc14	482.32		(2)
	**E(spl)m7-HLH**	**Bhlhe40**	25.81	Enhancer of split m7, helix-loop-helix TF	(2)
	**E(spl)m8-HLH**	**Bhlhe40**	23.20	Enhancer of split m8, helix-loop-helix TF	(2)
	Eip63E	Cdk14	1185.21	Ecdysone-induced protein 63E	(2)
	**Poxm**	**Pax9**	58.68	Pox meso TF	(2)
	MCPH1	Mcph1	487.34	Microcephalin	(2)
	**lbk**	**Lrig1**	1089.47	lambik	(2)
	gish	Csnk1g3	1763.59	gilgamesh	(2)
	CG9328	Fam107b	905.33		(2)
	**MBD-R2**	**Phf20**	322.21	MBD-R2, Zinc finger C2H2 TF	(2)
	upSET	Setd5	1537.11	transcriptional regulator	(2)
	pigs	Gas2l2	1788.66	pickled eggs	(2)
	HERC2	Herc1	361.78	HECT and RLD domain containing protein 2	(2)
High frequency	**Acsl**	**Acsl4**	3654.70	Acyl-CoA synthetase long-chain	(1)
hearing loss	Nak	Aak1	2333.08	Numb-associated kinase	(1)
	Bsg	Emb	6407.84	Basigin, IgG family glycoprotein	(1)
	Bsg25D	Nin	905.62	Blastoderm-specific gene 25D	(1)
	alph	Ppm1a	1077.38	alphabet, Ser/Thr phosphatase	(1)
	adp	Wdtc1	359.91	adipose, lipid metabolism gene	(1)
	Girdin	Ccdc88c	562.48	Girdin	(1)
	caz	Ewsr1	389.75	cabeza, chromatin binding protein	(1)
	Pex3	Pex3	767.87	Peroxin 3, peroxisomal membrane protein	(2)
	Wbp2	Wbp2	3401.51	WW domain binding protein 2	(2)
	CenG1A	Agap1	610.62	Centaurin gamma 1A, GTPase	(2)
	CG17928	Fads3	1637.19		(2)
	Cyt-b5-r	Fads3	1636.01	Cytochrome b5-related	(2)
	CG4911	Fbxo33	1078.38		(2)
	fs(1)h	Brd2	4452.95	female sterile (1) homeotic	(2)
Low frequency	**srp**	**Gata2**	250.10	serpent, GATA TF	
hearing loss	grn	Gata2	210.30	grain, GATA TF	
	**Tre1**	**Gpr50**	402.10	Trapped in endoderm 1, G protein-coupled receptor of the rhodopsin class	(1)
	PMCA	Atp2b1	2544.12	plasma membrane calcium ATPase	(1)
	KLHL18	Klhl18	419.41	Kelch like family member 18	(1)
	MED28	Med28	189.86	Mediator complex subunit 28	(1)
	NFAT	Nfatc3	1656.90	NFAT homolog	(1)
	CG10492	Zcchc14	482.32		(1)
Age-related	Patronin	Camsap3	668.15	Patronin, microtubule minus-end binding protein	(2)
hearing loss	Ndae1	Slc4a10	1059.54	Na[+]-driven anion exchanger 1	(3)
	**nSyb**	**Vamp2**	3748.86	neuronal Synaptobrevin	(3)
	**CG5270**	**Zfyve26**	281.68		(3)
	CG33158	Efl1	181.77		(3)
	TrpRS-m	Wars2	362.60	mitochondrial Tryptophanyl-tRNA synthetase	(3)
	ECSIT	Ecsit	143.05	ECSIT	(3)
	Jhe	Ces2f	549.53	Juvenile hormone esterase	(3)
	**l(1)G0156**	**Idh3a**	2956.36	lethal (1) G0156	(3)
	**LanA**	**Lama5**	1584.27	LamininA	(3)
GWAS study	eya	EYA4	95.30	eyes absent TF	(4)
	**ds**	**CDH23**	341.19	dachsous cadherin	(4)
	**CadN2**	**CDH23**	479.50	Cadherin-N2	(4)
	**Cad88C**	**CDH23**	789.23	Cadherin 88C	(4)
	CG1812	KLHDC7B	241.13		(4)
	osp	TRIOBP	1233.49	outspread	(4)
	CG10188	ARHGEF28	271.81		(4)
	**CG6833**	**ISG20**	180.20		(4)
	mGluR	GRM7	231.47	metabotropic Glutamate Receptor	(4)
	Ndg	NID2	213.82	Nidogen/entactin	(4)
	**CG1103**	**CLRN2**	247.68		(4)
	CG9776	ZNF318	867.16		(4)
	CG32082	BAIAP2L2	1204.20		(4)
	CG9981	ATP11B	24.59		(4)
	CG4301	ATP11B	484.18		(4)
	CG42321	ATP11B	1822.67		(4)
	CG5004	PHLDB1	339.28		(4)
	ktub	TUB	257.23	king tubby, ciliary motility protein	(4)
	AGO1	AGO2	3200.86	Argonaute-1 miRISC complex protein	(4)
	AGO2	AGO2	1251.61	Argonaute-2 RISC complex protein	(4)
	luna	KLF7	835.24	Zinc finger C2H2 transcription factor	(4)
	Synj	SYNJ2	634.20	Synaptojanin	(4)
	pico	GRB10	1137.50		(4)
	CtBP	CTBP2	2796.86	C-terminal Binding Protein	(4)
	Mctp	MCTP1	1341.93	Multiple C2 domain and transmembrane region protein	(4)
	Sec15	EXOC6	383.36	Secretory 15	(4)
	CG34422	ARID5B	186.44		(4)
	**AdenoK**	**ADK**	1024.37	Adenosine Kinase	(4)
	**CG3809**	**ADK**	8.65		(4)
	**Ady43A**	**ADK**	1045.60	Adenosine Kinase 43A	(4)
	dop	MAST2	916.03	drop out	(4)
	lap	SNAP91	1583.20	like-AP180	(4)
	Erk7	MAPK6	116.92	Extracellularly regulated kinase 7	(4)
	p38c	MAPK6	34.57	p38 MAP kinase	(4)
	caup	IRX2	59.69	caupolican TF	(4)
	**CG7461**	**ACADVL**	1638.45		(4)
	**CG32105**	**LMX1A**	71.81		(4)
	CG4328	LMX1A	24.64		(4)
	Lis-1	PAFAH1B1	2805.58	Lissencephaly-1, regulator of dynein motor complex	(4)
	**shrb**	**CHMP4C**	1275.18	shrub, ESCRT-III complex protein	(4)
	**Sox14**	**SOX4**	900.65	Sox box protein 14 TF	(4)
	**Sox21a**	**SOX4**	74.69	Sox box protein 21a TF	(4)
	Sox21b	SOX4	170.22	Sox box protein 21b TF	(4)
	D	SOX4	598.22	Dichaete TF	(4)
	SoxN	SOX4	521.37	SoxNeuro TF	(4)
	Gfrl	GFRA2	1461.90	Glial cell line-derived neurotrophic family receptor-like	(4)
	**NnaD**	**AGBL2**	826.98	Nna1 carboxypeptidase	(4)
	CG6867	OLFM4	545.37		(4)
	Akt1	AKT3	1176.36	core kinase of Insulin pathway	(4)
	beta-Spec	SPTBN1	2861.76	beta Spectrin	(4)

68% (105 out of 154) of all reported mammalian/human hearing loss genes are conserved in *Drosophila* and expressed in JO; 31% (33/105) are changing with age (shown in **bold** type). 

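Of the 121 fly genes of Table 2 that were matched to the files, 43 (35.5%) changed in at least 1 of the 3 intervals. Among all tested genes the share was 41.8%. From day 25 to day 50, 11 of the 121 rose and 9 fell, and from day 1 to day 5, 7 rose and 16 fell. *Myo28B1*, a myosin of the same class as Myo7a, fell by a log2 fold change of 0.98 (standard error 0.26, adjusted p = 0.0157) and *CadN2*, a cadherin of axons, by 0.91 (standard error 0.19, adjusted p = 0.00516) from day 25 to day 50. *or*, a subunit of the adaptor complex that sorts vesicles (Ap3s1), rose by 0.94 (standard error 0.23, adjusted p = 0.0111) in that interval. Of the 39 genes set in bold 35 changed, and of the 82 in plain type 8. *CG32669*, *MBD-R2*, *CG3809* and *Sox21a* are in bold and passed in no interval. The bold genes were chosen on these samples and are not independent evidence. Over all 121 the count ran from 35 to 47 when libraries were left out in turn.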

Novel candidate genes for mammalian/human hearing loss, recently identified are underlined. References (Ref.): (1) [Bowl R. *et al*.]^12^; (2) [Ingham N. *et al*.]^13^; (3) [Potter P. *et al*.]^14^; (4) [Wells H. *et al*.]^15^. ‘Avg exp’ stands for ‘Average expression’.

### Number of JO neurons remains constant up until the age of 50 days

To test whether the age-variable transcriptome between day 1 and day 50 reflected changes on the cellular level we counted the number of neurons in the second antennal segment at different ages (Supplementary Fig. 1). From day 1 to day 50 no difference in neuronal numbers was seen, suggesting that the observed transcriptomic changes betray an age-variable transcriptional - i.e. gene-regulatory - activity.

### Predicting the gene-regulatory landscape of auditory homeostasis in *Drosophila*

In order to shed light on the gene-regulatory networks of auditory homeostasis and identify key transcription factors (TFs) acting upstream of the age-variable genes, we applied the bioinformatics software package iRegulon, which predicts TFs based on motif binding probabilities^41^.

Our heuristic rationale was based on three assumptions: (i) auditory homeostasis involves, at least in parts, specific TFs; (ii) TFs can be low abundance genes, their action can be mediated through small changes in expression levels; (iii) every TF has, on average, more than one target and those targets might be functionally, or gene-ontologically, linked.

We drew three consequences from the above premises: First, we concentrated our study on TFs. Second, we used the entire age-variable auditory regulon to *predict* upstream TFs, thereby increasing the overall sensitivity of our analysis. Even TFs, which might have escaped our attention from the RNA-Seq data itself could thus be recovered in subsequent bioinformatical analyses. Third, we grouped putative regulons (i.e. subsets of expressed genes) not only by their variability with age but also by their gene-ontological classification.

37 TFs were predicted from different rounds of gene submission (Supplementary Table 5), based on varying gene ontological categories, such as (i) transporters and receptors, (ii) trafficking genes, (ii) structural genes, (iv) most abundantly expressed genes or (v) genes most variable between ages (Fig. 2b). 

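All 37 predicted transcription factors had reads, and 36 of them were abundant enough to be tested. *prd*, a paired-domain factor, rose by a log2 fold change of 2.24 (standard error 0.42, adjusted p = 0.00135) from day 1 to day 5 and fell by 1.84 (adjusted p = 0.012) from day 5 to day 25. *fd64A*, a forkhead factor, fell by 1.97 (standard error 0.44, adjusted p = 0.00702) and *Dr*, a homeobox factor of muscle and nerve, rose by 1.94 from day 25 to day 50. *Sox14* and *aop*, a repressor of Ras signalling, fell from day 1 to day 5, *aop* by 0.81. *Pph13*, a homeobox factor of photoreceptors, rose by 2.18 from day 25 to day 50 (adjusted p = 0.0529), from 35.3 ± 7.10 to 241 ± 172 (SD, n = 4 each). It was 2.20 and not called without male day 25 replicate CT12. Of the 36, 16 changed in at least 1 interval, 10 without male day 25 replicate CT12 and 19 without male day 25 replicate CT11. The factors were predicted from genes chosen on these samples, so the count is not independent evidence, and 41.8% of all tested genes changed.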

*Onecut*, *Optix*, *atonal* (*ato*), *Drop* (*Dr*), *cubitus interruptus* (*ci*), *Sox100B* and *PvuII-PstI homology 13* (*Pph13*) were predicted to regulate the transcription of receptors and transporters, including the key auditory ion channels NompC and Nanchung (Nan). *Absent MD neurons and olfactory sensilla* (*amos*) and *Optix* were predicted to regulate the transcription of structural genes, such as actins and tubulins (the most severely downregulated genes (Fig. 2a). 

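*alphaTub85E* and *Act88F* fell by more than 100-fold between day 1 and day 5. *alphaTub85E* (FBgn0003886, 3R from 9731221 to 9733250 of dm6), the tubulin of the attachment cells of chordotonal organs, went from 30206 ± 4062 normalised counts (SD, n = 4) to 212 ± 62.5 (SD, n = 4), a log2 fold change of -7.20 (standard error 0.21, adjusted p = 1.15e-12). It stood at 55.7 ± 9.78 (SD, n = 4) at day 50. *Act88F* (FBgn0000047, 3R from 15439969 to 15442177), the actin of flight muscle, went from 5047 ± 2464 to 34.6 ± 14.4 (SD, n = 4 each, log2 fold change -7.11, standard error 0.34, adjusted p = 1.39e-09). *Act5C*, the main cytoplasmic actin, fell by 0.80 (standard error 0.17, adjusted p = 0.00409) and *betaTub56D*, the main beta tubulin, by 0.95 (standard error 0.15, adjusted p = 0.00032). Of 16 actins and tubulins 10 fell, none rose and 6 did not pass (10 fell when adjusted over the list alone). From day 25 to day 50, 3 rose and 3 fell, and *Act42A*, a cytoplasmic actin, rose by 1.63. Paralogous actins and tubulins may share reads. *amos* (FBgn0003270, 2L from 18596136 to 18596921), a proneural gene, stood at 26.1 ± 5.00 (SD, n = 4) at day 1, at 55.9 ± 37.7 at day 25 and at 15.9 ± 10.3 at day 50. Its fall from day 25 to day 50 (log2 fold change -1.67, adjusted p = 0.0394) was -0.95 and not called without female day 25 replicate CT14.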

*Worniu* (wor) was predicted to be upstream of trafficking machinery, while *amos and wor* were both upstream of dynein motor proteins, which are indispensable for ion channel transport and homeostasis (Supplementary Fig. 2).

### Testing predicted homeostatic regulators of *Drosophila* hearing

To test the validity, and functional relevance, of the bioinformatical analyses, we used RNAi-mediated, adult-specific knockdowns (KDs) of 19 (out of 37) predicted transcription factors: *Adult enhancer factor 1* (*Aef1*), *absent MD neurons and olfactory sensilla* (*amos*), *anterior open* (*aop*), *araucan (ara)*, *atonal* (*ato*), cut (*ct*)*, glass* (*gl*)*, longitudinals lacking* (*lola*)*, onecut, Optix, pannier* (*pnr*)*, PvuII-PstI homology 13* (*Pph13*)*, regulatory factor X (Rfx)*, *runt (run), Sox box protein 14* (*sox14*)*, serpent* (*srp*)*, Signal-transducer and activator of transcription protein at 92E* (*Stat92E*)*, TATA-binding protein* (*Tbp*) and *worniu (wor)* (Supplementary Table 6). The adult-specific knockdown was achieved by using a neuron-specific Gal4 driver line in combination with a temperature-sensitive transcriptional inhibitor of Gal4 (Gal80^ts^) and the respective UAS-RNAi constructs. Transcription of RNAi constructs was initiated by transferring flies to a 30 °C environment post eclosion. RNAi efficacy was validated by means of RT-qPCR and showed at least 60% reduction of gene expression (Supplementary Fig. 3). Analysing the free fluctuations of the antennal sound receiver, we found 5 cases (*onecut*, *amos*, *gl*, *lola* and *Sox14*), where the knockdown accelerated the ARHL phenotype; 4 other cases (*wor*, Optix, *Pph13* and *ara*), however, showed protective phenotypes for various principal parameters of auditory function (Supplementary Table 6). Adult-specific knockdowns of the crucial developmental genes *ato*^20^, *Rfx*^42^ and *ct*^43^ did not show any significant phenotypic changes (Supplementary Table 6), suggesting that they are not involved in homeostatic maintenance of hearing in adults.

To get a better understanding of the specific TF-mediated homeostatic programme that maintains hearing, we concentrated on the top four regulators, which occurred consistently throughout various rounds of bioinformatical analyses. These were *onecut*, *Optix*, *wor* and *amos*, all of which showed clear expression in the neurons of JO (Fig. 3). These four TFs also showed the strongest KD phenotypes in the free fluctuation experiments (Fig. 4a,b and Supplementary Table 6), with each TF affecting distinct aspects of auditory function. Analysing the mechanical and electrophysiological signatures of mechanotransducer gating across the four KDs (Fig. 4c,d) identified *onecut* as a crucial homeostatic regulator of auditory transducer function. The number of predicted sensitive (auditory) transducer channels (*N*_*s*_) is greatly reduced in *onecut* KD flies, while their single channel gating forces (*z*_*s*_) are increased. The numbers of predicted insensitive (non-auditory) channels (*N*_*i*_) are slightly increased and their single channel gating forces (*z*_*i*_) decreased in *onecut* KDs. The observed inverse relationship between ion channel numbers and gating forces might represent an intrinsic homeostatic link between the two parameters (see also discussion and Supplementary Fig. 4). CAP responses to force-step actuation, finally, are dramatically reduced in the KD condition. The overall effect of the adult-specific KD of *onecut* is a near-complete abolition of the mechanical and electrical signatures of sensitive auditory transducer gating. Consistent with these results, *onecut* KD flies specifically lose their responsiveness to sound, while their baseline locomotor activities remain unchanged (Fig. 4e). KDs of *Optix*, *amos* and *wor* showed less pronounced effects on electrophysiological or mechanical signatures of transducer gating, but at least one transducer parameter was affected in each genotype (Fig. 4d). Similarly to onecut KD, amos KD flies lose their responsiveness to sound, whereas KD of wor and Optix increases the sensitivity to sound, which manifests in an acoustic startle, i.e. a reduction of activity in response to sound (Fig. 4e). For three of the four master regulators (Optix, wor, amos), overexpression constructs were available, we thus also explored whether overexpression could invert the knockdown phenotypes seen in the free fluctuation analyses (compare to Fig. 4a); this was indeed the case for *Optix* and *amos* (Supplementary Fig. 5); wor overexpression was indistinguishable from controls (Supplementary Table 6). Canton-S flies show accelerated age-related hearing loss (aARHL) at 30 °C, their hearing loss after 25 days is equivalent to that of 60-day-old flies raised at 25 °C. Over-expression of *amos* or downregulation of *wor* (both 30 days at 30 °C) - led to a partial prevention of the age-related auditory decay (Fig. 5c).

**Figure 3:**
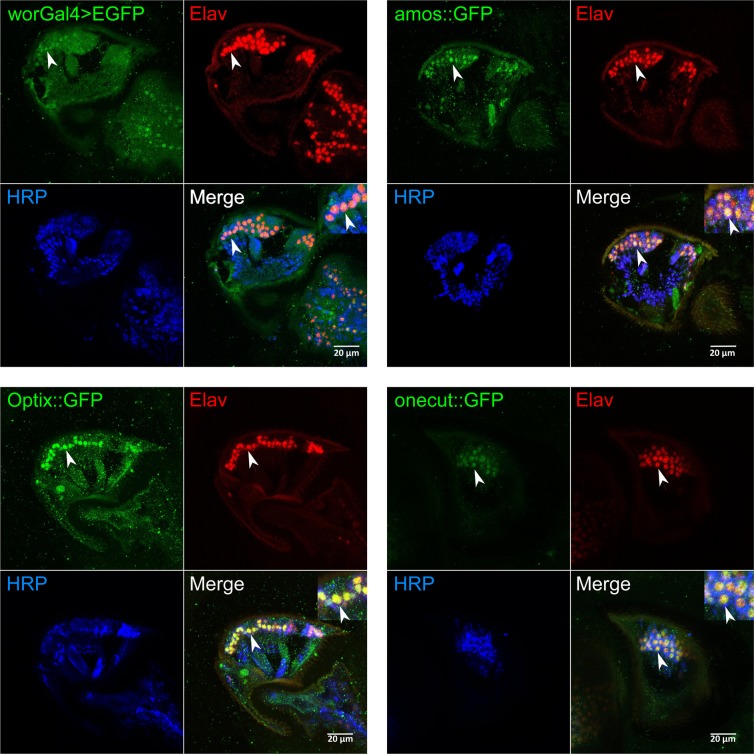
Expression validation of homeostatic master regulators in JO. All four predicted regulators (Wor, Amos, Optix and Onecut) are expressed in JO (expression analysis was done at the age of day 10 for all genotypes). Expression of Wor was detected by expressing EGFP under the control of a *wor*-Gal4 driver; expression of Amos, Optix and Onecut was detected by using GFP-tagged flyFos gene expression constructs^78^. Co-labelling with antibodies against two pan-neuronal markers (the nuclear marker Elav, red; and the membrane marker HRP, blue) confirmed neuronal expression for all four regulators. Arrowheads indicate examples of clear co-localization between the three signals.

**Figure 4:**
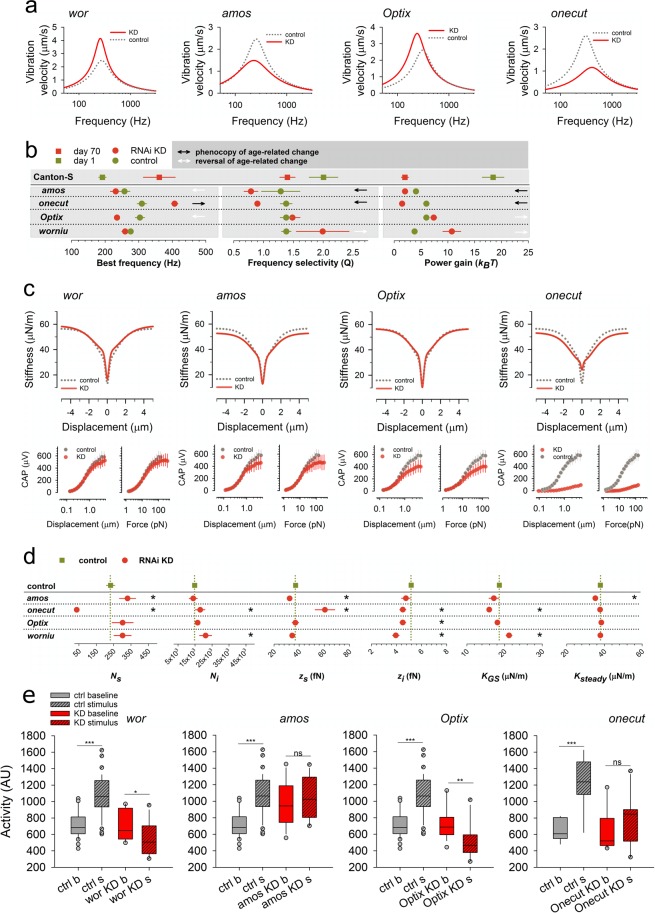
Functional validation of homeostatic master regulators. (**a**) Average vibration velocities of female unstimulated sound receivers (‘free fluctuations’) after adult-specific, RNAi-mediated knockdown (KD; red solid lines) for all four master regulators alongside their respective controls (grey dashed lines). KDs of *amos* and *onecut* show a loss of sound receiver function, as evident from (i) reduced energy content (‘power gain’), (ii) reduced frequency selectivities, and - in the case of *onecut* - also (iv) best frequency shifts towards higher values. KDs of *wor* and *Optix*, in contrast, show enhanced sound receiver function, as evident from (i) increased energy content and (ii) increased frequency selectivity (*wor*) or best frequency shifts to lower values (*Optix*). [Supplementary Table 6 for numerical details and statistics]. All flies were assessed 15 days after eclosion. (**b**) Line plot summaries comparing the KD sound receiver phenotypes [as from (a)] to the sound receiver phenotypes occurring naturally during ageing (reference for comparison: Canton-S day 1 to day 70). Arrows indicate significant changes in parameters. Black arrows indicate that KD phenotypes (relative to their corresponding controls) phenocopy the age-related hearing loss (ARHL) phenotypes seen in wildtype flies. White arrows indicate a reversal of the specific ARHL phenotype. (**c**) Gating compliances (average fits, top) and CAP responses (medians plus standard errors, bottom) to force step actuation across adult-specific KDs of four master regulators (red) and their corresponding controls (grey). CAP responses are plotted against both stimulus force and antennal displacements. KD of *onecut* leads to a dramatic loss of auditory transducer function, as evident from the near complete loss of the gating compliance for the most sensitive transducers and the loss of nerve responses to small stimulus forces/displacements. KDs of *wor*, *amos* and *Optix* have subtler effects on transducer mechanics but all reduce nerve responses to larger stimulus forces/displacements. (**d**) Line plot summaries of transducer mechanics [from (C)] in four regulator KDs (red) relative to controls (green). Dashed lines indicate respective control values. Significant changes are asterisked (*). (**e**) Sound-induced behavioural responses in males after *wor*, *amos*, *Optix* and *onecut* KD (red) compared to control flies (grey). *wor* KD mutants show hypersensitivity to sound and show significant reduction of locomotor activity to sound compared to the baseline (n = 14,p = 0.029, Mann-Whitney Rank Sum Test), *amos* KD mutants do not respond to sound (n = 12, p = 0.503, t-test), *Optix* KD mutants show hypersensitivity to sound and show significant reduction of locomotor activity to sound compared to the baseline (n = 17,p = 0.001, Mann-Whitney Rank Sum Test), *onecut* KD mutants do not respond to sound (n = 10, p = 0.277, t-test), while their respective controls show an increase in locomotor activities in response to sound (n = 36, p = <0.001, Mann-Whitney Rank Sum Test).

**Figure 5:**
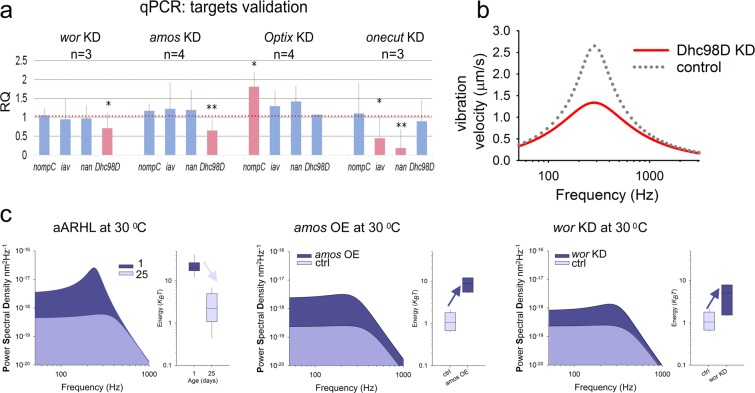
Key molecular targets validation and gene therapeutic approach to ARHL. (**a**) Gene expression changes after regulator KDs as quantified by RT-qPCR. *wor* and *amos* KDs show significant reduction of the dynein motor Dhc98D, while KD of *Optix* leads to overexpression of NompC; *onecut* KD reduces expression of both *nan* and *iav*. (*n* indicates the biological replicates, error bars show standard deviations, *p > 0.05, **p > 0.01). (**b**) Vibration velocity of the sound-receiver and the sharpness of the tuning Q are significantly reduced in *Dhc98D* knockdown flies (shown in red) compared to the controls (shown in dotted grey). See also Supplementary Table 6. (**c**) Power Spectral Densities of unstimulated antennal sound receivers betray accelerated age-related hearing loss (aARHL) in flies kept at 30 °C (left), with a near complete loss of receiver activity already at ~day 25 (light blue area: 1 day old flies; dark blue area: 25 day old flies). A 30-day-long *amos* (middle) overexpression (OE) or *wor* (right) knockdown (at 30 °C) protects receivers from the age-related loss of activity (dark blue: KD or OE, respectively; light blue: controls). Box plots show energy contents (power gains) for each transgenic intervention (dark blue) relative to controls (light blue).

### qPCR validation reveals key auditory targets of master regulators

Knockdown and overexpression of identified homeostatic TFs altered important parameters of the fly’s ear, such as its frequency tuning, mechanotransduction, amplification and nerve responses (Fig. 4a–d). All of these system properties are thought to arise from an interaction of three key transient receptor potential (TRP) channels, namely Nanchung (Nan)^44^, Inactive (Iav)^45^ and NompC^46^ with motor proteins from the dynein family^27^. One such dynein was also identified within our age-variable gene set, this is the Dynein heavy chain at 98D (Dhc98D). 

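*Dhc98D* (FBgn0013813, 3R from 28486953 to 28519398 of dm6) encodes a heavy chain of the dyneins that move cilia. It stood at 482 ± 97.1 normalised counts (SD, n = 4) at day 1, at 563 ± 30.4 at day 5, at 948 ± 322 at day 25 and at 467 ± 112 at day 50. The rise from day 5 to day 25 was a log2 fold change of 0.68 (standard error 0.22, adjusted p = 0.054), and 0.45 and not called without female day 25 replicate CT14. It was also lost without male day 5 replicate CT06 (0.67), female day 5 replicate CT08 (0.64) or male day 25 replicate CT12 (0.54). The fall from day 25 to day 50 was 0.98 (adjusted p = 0.00686), and from day 1 to day 50 the change was -0.06 (adjusted p = 0.869). Of 17 axonemal dyneins 3 rose and none fell from day 1 to day 5 (3 when adjusted over the list alone), among them *Dhc36C*, a heavy chain of the inner arm, by 0.84 (standard error 0.15, adjusted p = 0.000927). *Dhc62B*, also of the inner arm, rose by 0.90 from day 5 to day 25 and fell by 1.04 from day 25 to day 50. *Dhc93AB*, of the outer arm, did not pass from day 25 to day 50 (log2 fold change -0.20, adjusted p = 0.31).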

The three TRP channels from above, as well as the auditory dyneins were predicted downstream of the four master regulators (Fig. 2b, Supplementary Fig. 2). Using real-time quantitative polymerase chain reactions (qPCRs) we therefore tested if *nan*, *iav*, *nompC* and *Dhc98D* levels were under the control of the identified homeostatic TFs (Fig. 5a). RNAi-mediated adult-specific knockdown of *onecut* resulted in a dramatic downregulation of both *nan* and *iav*, knockdown of *Optix* lead to an upregulation of *nompC* levels, whereas knockdown of *amos* and *wor* showed downregulation of *Dhc98D*.

Adult-specific knockdown of *Dhc98D* caused a strong hearing loss phenotype similar to the one seen after *amos* KD (Figs. 4a and 5b).

## Discussion

We show that flies, just like humans, are prone to age-related hearing loss (ARHL). ARHL manifests in various aspects of *Drosophila* hearing function. As remarkable as its eventual decay, however, is the long period (~50 days) during which sensitive hearing is preserved. We probed the molecular bases of this homeostatic preservation. The specific environmental conditions of our ageing cohorts (see methods for details) meant that antennal stimulations occurring during the flies’ life course were almost exclusively caused by the animals’ own locomotion, thereby approximating the minimal noise floor possible for freely moving, intact flies. Our study thus explored the gene regulatory network of auditory homeostasis in acoustically unchallenged ears.

Across taxa, ears are delicate mechano-electrical converters. Their operation can be conceptually divided in a *passive* and an *active* component. Both with regard to its natural life course and the effects of our transgenic manipulations the steady-state stiffness, *K*_*steady*_ (a good indicator of the passive oscillator^16^) - remained one of the most stable parameters of auditory function (Figs. 1d and 4d), suggesting that the causes for the functional decline emerge from the active system. The *active* oscillator of the fly’s ear emanates from its auditory transducer modules, i.e. mechanosensory ion channels that act in series with – and receive feedback from^17^ – probably dynein-based motor proteins^27^. This functional design explains vast parts of the functional performance of the *Drosophila* ear^17^; its quantitative modelling also allows for extracting vital parameters of auditory function, such as the amount of energy that auditory neurons inject into the hearing process or the number – and molecular properties – of transducer channels they harbour.

Quantitatively, the hearing loss observed in flies older than 50 days is best described as a loss of power gain (Fig. 1c), i.e. a loss of the active, transducer-based process by which auditory neurons amplify sound-induced motions of the antennal sound receiver. Comparing the rather sharp drop of the flies’ auditory life span to their survival rates reveals a close alignment of the two time courses (Fig. 6). This suggests that the - metabolically costly - operations of the homeostatic network have evolved to maintain function up to the expected lifespan but not beyond. Such behaviour has been predicted by the ‘disposable soma’ theory of ageing^47,48^, which postulates that an organism’s investment in somatic maintenance will not exceed its reproductive period^48^; the dissociation between healthspan and lifespan observed in today’s human societies, and evidenced not least by ARHL, lies at the heart of these evolutionary relations.

**Figure 6:**
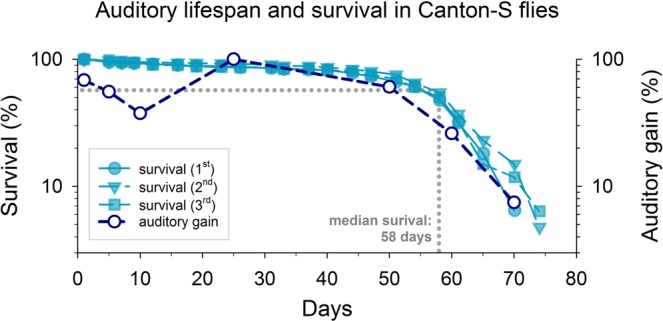
Comparison of lifespan and auditory healthspan. The flies’ auditory health span (here depicted as median auditory gain in % of its maximum value) and survival rates (three independent cohorts shown) are closely aligned. Both show sharp drops from ~50 days on (stocks kept at 25 °C and 60% relative humidity).

The flies’ age-related loss of auditory power gain is accompanied by a gradual loss of nerve response (CAP amplitudes), which decline steadily from day 25 already, in both males and females, potentially indicating a progressive neuropathy (Fig. 1d). This shows that ageing occurs on various levels of auditory function, including transduction, motor-based feedback amplification and signal transformation into action potential responses. Auditory transducers, however, also display a remarkable resilience throughout life; the characteristic nonlinear signatures they introduce into sound receiver mechanics (gating compliances) stay broadly constant up to the age of 70 days (Fig. 1d). First quantitative gating spring model analyses also hint at a possible homeostatic mechanism for this constancy: In both males and females, and across ages, transducer channel numbers were found to be inversely correlated with their respective single channel gating forces. When transducer numbers decrease with age, their single channel gating forces increase, thereby stabilizing the nonlinear mechanics of the sound receiver across the auditory life course (Supplementary Fig. 4). This homeostatic stabilization of receiver nonlinearity is particularly significant, as all changes in receiver mechanics will affect all neurons and thereby global JO function. In order to understand these, and other, homeostatic mechanisms we explored the transcriptional network that mediates them.

We found that 16,243 genes are expressed in the 2^nd^ antennal segment, which harbours the fly’s inner ear (JO); 5,855 out of these change their expression in at least one of the pair-wise age comparisons. Four transcription factors emerged from our bioinformatical analysis as key regulators of the age-variable auditory transcriptome, all of which are conserved in the human genome; these are Onecut, Worniu, Optix and Amos.

Onecut is a transcription factor known to be involved in photoreceptor differentiation in flies^49^ and retinal ganglion cell development in mice, where it cooperates with Pou4f2 (*acj6*) and Atoh7 (closest fly orthologues: *ato, amos*)^50^. We here report an essential role for Onecut in fly hearing or - more precisely – in the homeostatic maintenance of fly hearing. An adult-specific knockdown (KD) of the *onecut* gene across JO neurons affects all levels of auditory system function and leads to deafness. The *onecut* KD phenotype includes near complete losses of auditory (i) transducer gating, (ii) amplification and (iii) nerve responses, as well as (iv) a loss of sound-evoked behaviour. A first probing of possible Onecut targets through qPCR in *onecut* KD flies (Fig. 4f) might reveal one possible mechanism of action, which is the direct transcriptional regulation of the two interdependent TRPV channels Nan and Iav. Nan/Iav are thought to form a heterodimeric ion channel specifically in chordotonal neurons. Both genetic^44,45^ and pharmacological^51^ ablations of Nan/Iav channels have been shown to eliminate chordotonal mechanosensory function. After an adult-specific knockdown of *onecut*, JO expression levels of both *nan* and *iav* showed a dramatic decline. This downregulation coincided with a near complete abolition of the gating compliances associated with sound-sensitive neurons, indicating a failure of auditory transduction. A total loss of transducer function would also be sufficient to explain the effects on auditory amplification and nerve responses observed further downstream the auditory signalling chain. Intriguingly, *onecut* was also predicted to be upstream of the kinesin-dependent machinery for anterograde transport in chordotonal cilia (Supplementary Fig. 7a). The observed total absence of Iav expression in JO after *onecut* KD (Supplementary Fig. 7b) could thus be the combined result of a reduced transcription (see Fig. 5a) and a defective ciliary transport, which requires kinesin activity. Interestingly, both Nan/Iav^44,45,52^, as well as NompC^53,54^, have previously been proposed as auditory transducer components in *Drosophila*. Further studies also demonstrated beyond doubt that NompC contains all elements required to form a bona-fide mechanotransducer channel^55,56^. In contrast to *nan*/*iav*, however, *nompC* transcript levels in JO remained unchanged after *onecut* KD.

*worniu* (*wor*) is a zinc finger transcription factor that belongs to the Snail family. We here demonstrate that adult-specific down-regulation of *wor* enhances auditory amplification and sharpens auditory tuning. These effects are sustained up until 30 days of downregulation (at 30 °C) - when the ears of control flies already show a near complete loss of power gain - suggesting that knockdown of *worniu* can protect distinct aspects of auditory function from their age-dependent decline. Genes previously reported to be upregulated in *wor* mutants included cadherins and trafficking proteins, e.g. Rabs^57^; our bioinformatics prediction also support a role of wor in the regulation of the cellular trafficking machinery (Supplementary Fig. 2). In JO, the adult-specific KD of *wor* had virtually no effect on auditory transducer gating or the transformation of antennal motion into nerve responses. Auditory amplification and tuning sharpness, however, were significantly enhanced in *wor* KD flies; both of these parameters are linked to the dynein-based motor machinery that acts in series with the auditory transducer channels. Consistent with these mechanistic considerations, qPCR analyses of the JOs of *wor* KD flies showed a downregulation of Dhc98D; neither *nompC*, *nan* nor *iav* levels were affected.

Optix belongs to the sine oculis homeobox (SIX) family of transcription factors and is required for eye formation^58^. The adult-specific knockdown of *Optix* in JO neurons leads to an increase in the receiver’s power gain and a shift of its best frequencies to lower values, both indicative of more active system. qPCR analyses showed that these changes in auditory activity coincided with an upregulation of *nompC*. These relations are consistent with the reported roles of NompC in auditory amplification^46^. Auditory transducer gating, however, was not affected; both numbers and single channel gating forces of sensitive auditory transducers were identical between the ears of Optix KDs and control flies. Also, CAP responses to small antennal displacements (as caused by auditory stimuli) were unchanged. CAP responses to larger displacements (as caused by non-auditory stimuli), in contrast, were decreased as compared to controls. This suggests a more complex role of Optix in the homeostatic regulation of auditory, as well as non-auditory populations of JO neurons.

*amos* is a proneural gene from the family of basic-helix-loop-helix (bHLH) transcription factors. bHLH transcription factors also include *ato*, which specifies chordotonal organs^20,59^, R8 photoreceptor precursors^59,60^, and a subset of olfactory sense organs^61^. *amos* specifies two other subsets of olfactory sense organs and a mechanosensory subset of larval bipolar dendritic neurons^62,63^. *Ato* and *amos* share a high sequence similarity in their bHLH domains (73% amino acid identity) and their basic - DNA-binding - regions are identical. Maung and Jarman showed that *amos* is capable to rescue eye development independent of *ato*^64^. Weinberger *et al*. showed that the coding sequence of *amos*, when used to replace the coding sequence of *ato*, is sufficient to produce a fully functional *Drosophila* ear, the performance of which is statistically identical to the native, *ato*-induced organ with respect to all quantitative parameters also used in this study^23^. While *amos* was found to be expressed in adult JOs, no such expression was found for *ato*. Consistent with this finding, an adult-specific knock-down (KD) of *ato* did not have any significant effect on fly hearing (Supplementary Table 6). This does, however, not exclude the possibility that perturbing *ato* expression developmentally might affect the ear’s homeostatic resilience and lead to dysfunction later in life, as has been shown for Atoh1 in the mouse cochlea^65^.

The KD of *amos*, in contrast, produces an accelerated hearing loss phenotype that is characterised by a loss of power gain and tuning sharpness. Interestingly though, best frequencies of *amos* KD receivers do not move towards the passive system but instead show a small - but significant - move in the opposite direction, indicating a larger independence between fundamental parameters of *Drosophila* hearing than appreciated by current models^17,66^. *amos* KD also leads to a loss of nerve responses in high-threshold units of JO and a homeostatic reorganization of sensitive transducer channels, characterised by a slight decrease in single channel gating forces and a slight increase in channel number (Fig. 4d). Consistent with bioinformatical predictions, qPCR analyses of JOs of *amos* KD flies showed significantly reduced expression levels for the here newly described auditory dynein Dhc98D but no effects on the three auditory TRP channels tested (nompC, nan, iav).

Interestingly, all four master regulators are predicted to act upstream of phototransduction genes (Fig. 2b), including visual opsins, which have been previously linked to *Drosophila* auditory function^28^ and ciliary maintenance^67^ and are also upregulated during auditory ageing (Fig. 2a). This indicates a substantial regulatory overlap between the auditory and the visual system, which might not be restricted to *Drosophila* as a brief comparison with the respective mammalian transcriptomes suggests (see Supplementary Table 5 for details). 

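*Rh3*, *Rh5* and *Rh6* rose from day 25 to day 50, and *ninaE*, the opsin of the outer photoreceptors, did not pass. *ninaE* (FBgn0002940, 3R from 19886255 to 19888206 of dm6) stood at 8700 ± 3114 normalised counts (SD, n = 4) at day 25 and at 47427 ± 33656 (SD, n = 4) at day 50 (standard error of the log2 fold change 1.15, adjusted p = 0.284). *Rh3* (FBgn0003249, 3R from 20081060 to 20082450), an opsin of ultraviolet-sensitive photoreceptors, went from 326.8 ± 217 to 2363 ± 1578 (SD, n = 4 each, log2 fold change 2.65, adjusted p = 0.0857). *Rh6*, the opsin of green-sensitive photoreceptors, rose by 1.40 (adjusted p = 0.0643). Of 7 opsins 4 rose and 1 fell (the same when adjusted over the list alone), and none was called without female day 25 replicate CT14 or female day 50 replicate CT18. edgeR and DESeq2 on the recovered reads called *ninaE* as well. With an estimated correlation the set of opsins had an adjusted p = 0.514. *chp* (FBgn0267435, 3R from 31204180 to 31210730), an adhesion protein of photoreceptors that is not an opsin, went from 235 ± 30.3 to 1633 ± 1172 (SD, n = 4 each). Both transcripts differed between replicates of 1 group. *ninaE* stood at 523 and 77899 in the males of day 5, at 52509 and 3585 in those of day 10, and at 145 and 160 in the females of day 5. With *chp* as a covariate, chosen after the data were seen, the log2 fold change of *Rh3* was -0.08.

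**Figure D3:**
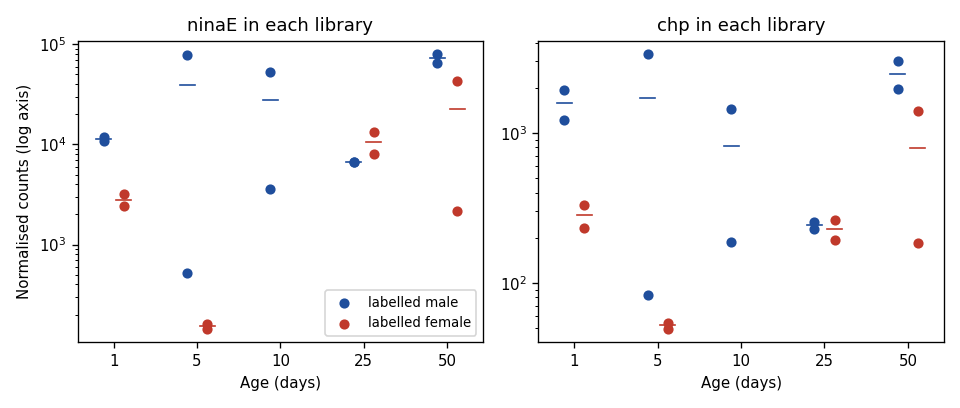
Normalised counts (log axis) of *ninaE* (left) and *chp* (right) by age in days. Each point is 1 library, blue where labelled male and red where labelled female, and each line is the mean of 2 libraries. In the males of day 5 the libraries stand at 523 and 77899 of *ninaE* and at 83.1 and 3338 of *chp*.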

78% of the predicted regulators (29 human orthologues of 37 *Drosophila* TFs) were previously shown to be expressed in the human retina and associated with age-related macular degeneration (AMD)^68^. Shared homeostasis genes may well be a molecular substrate for auditory/visual co-morbidities (e.g. ARHL + AMD).

The human orthologues of 29 predicted TFs, finally, were found to be expressed in the adult human inner ear (see Supplementary Table 5 for details)^69^, including close orthologues of *amos* (ATOH8), *Optix* (SIX1, SIX2 and SIX4), and orthologues of *wor* (SNAI1, SNAI2, SNAI3). The human orthologue of *Drosophila sox14* (SOX4) has also recently been identified in a GWAS of age-related hearing loss^15^. Down-regulation of *sox14* in flies results in a hearing loss phenotype (see Supplementary Table 6). Most of the other predicted TFs, which showed functional relevance in our study are conserved, and expressed, in the human inner ear, e.g. *aop* (ETV5), *ara* (IRX1-3), *lola* (ZBTB20), *pnr* (GATA2, GATA3), *run* (RUNX1, RUNX2), *ct* (CUX1, CUX2), and *Stat92E* (STAT1-6); or in the mouse inner ear, *onecut* (Onecut3), *Optix* (Six1-6), *Pph13* (Alx3), *wor (*Snai1, Snai2), *amos* (Atoh1, Neurod1, Neurod6).

These findings reinforce the narrative of a transcriptional homeostatic machinery, which is conserved between flies and humans and required to maintain not only hearing but also vision.

Our study has identified novel master regulators of auditory maintenance, some of which work as bidirectional homeostatic actuators within the fly’s auditory neurons. If the regulator’s upregulation, e.g., results in an improvement of a specific auditory function, then its downregulation leads to a worsening (*amos*), or vice versa (*Optix*).

It seems obvious that homeostatic mechanisms will not be restricted to the transcriptomic level but extend further to the auditory proteome. 

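Some heat shock proteins fell after day 1, and some rose between day 25 and day 50. *Hsp23*, a small chaperone, fell by a log2 fold change of 3.88 (standard error 0.48, adjusted p = 2.82e-05) from day 1 to day 5, and *Hsp83*, the fly Hsp90, by 1.53 (standard error 0.40, adjusted p = 0.016). Of 28 heat shock proteins and co-chaperones 10 fell and none rose in this interval (11 fell and 1 rose when adjusted over the list alone), with an adjusted p = 0.317 for the set with an estimated correlation. From day 25 to day 50, 11 rose and 1 fell (13 and 2 when adjusted over the list alone), and *Hsp26*, a small chaperone, rose by 1.97 (standard error 0.52, adjusted p = 0.0145), from 148 ± 140 to 546 ± 382 normalised counts (SD, n = 4 each). The 11 became 6 without female day 50 replicate CT18 and 7 without male day 50 replicate CT16. With an estimated correlation the set had an adjusted p = 0.495 in this interval. Copies of *Hsp70* may share reads. Among kinases, *Dyrk2*, a kinase of the cell cycle and development, fell from 1369 ± 228 at day 1 to 428 ± 28.3 at day 5 (SD, n = 4 each, adjusted p = 6.59e-07). In that interval 10 of 116 tested genes fell and 3 rose. From day 25 to day 50, 11 rose, 5 fell and 100 did not pass (11 and 3 when adjusted over the list alone), with an adjusted p = 0.539 with an estimated correlation. The 11 that rose became 6 without female day 25 replicate CT14. *Akap200*, which anchors protein kinase A and stands in the list without being a kinase, rose by 1.50 (standard error 0.31, adjusted p = 0.0051). Over all 3 intervals 19 of the 28 heat shock genes and 28 of the 116 kinase genes changed. Of the genes matched to the files these were 65.5% and 23.9%, where 41.8% of all tested genes changed. Kinase genes thus changed less often than the tested genes as a whole.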

In fact, the prominence of age-variable heat-shock proteins and kinases in our own transcriptomic data clearly points to the relevance of post-translational, e.g. proteostatic, mechanisms. The vital role proteostasis plays in general ageing^70^ and hearing in particular^71,72^ is becoming increasingly recognised and also merits further exploration in the *Drosophila* ear.

Future studies will apply the powerful combination of transcriptome profiling and computational analyses, which has already contributed to advancing our knowledge of the complex regulatory networks underlying hearing and deafness^73^ and will also shed more light on the downstream targets of the here identified transcription factors and their specific roles in auditory homeostasis. Some key conclusions, however, can be drawn already. All four master regulators that emerged from our screen are evolutionary conserved; they either form key regulators of specific sensory (or neural) tissues or constitute paralogs of such regulators; their predicted (and in part validated) regulons, however, do not comprise of classic developmental genes (such as proliferation, apoptosis) but rather of known effector genes for specific auditory functions, e.g. ion channels and motor proteins. This suggests a scenario where developmental and homeostatic functions are divided between pairs (or groups) of paralogs. Examples for such pairs from our study would be *ato*/*amos* or *ct*/*onecut*. Sometimes, as is the case for the proneural master gene *ato*, the homeostatic roles seem to have been fully transferred to a paralog (*amos*). The 19^th^ century recapitulation theory (or *biogenetic law*)^74^ proposed that ontogeny recapitulates phylogeny to explain the phenotypic similarities between early developmental stages of evolutionarily younger species (e.g. mammals) and more adult stages of evolutionarily older species (e.g. fish). In analogy, one might propose that an organ’s homeostatic maintenance (organostasis) partly recapitulates its development (organogenesis). The original biogenetic law has meanwhile been refined, and rewritten, as hourglass model of evolution, which posits that for every animal there is a specific phylotypic stage during which it most closely resembles other species^75^. This resemblance also extends to the molecular level: Expression patterns of key developmental genes are most conserved between species during this phylotypic (or also organotypic) phase^76^. Together with the reported high conversation of binding specificities between fly and human TF orthologues^77^, an hourglass model of sensory homeostasis might indeed be a valuable guide for the translational route from *Drosophila* ear to human cochlea. This could also have implications for the design of gene-therapeutic trials to reverse human hearing loss, which currently concentrate on key developmental genes - such as e.g. ATOH1. ATOH1’s ‘next of kin‘ – such as e.g. ATOH7, ATOH8 or NEUROD1 – might be worth having a look at.

## Materials and Methods

### Rearing conditions for auditory ageing

Unless otherwise specified, flies were raised on standard medium in incubators maintained at 25 °C and 60% relative humidity (RH), with a 12 hr:12 hr light:dark cycle. Virgin female and male flies were collected on the day of eclosion using CO_2_ sedation and allowed to age in separate vials at 25 °C for 1, 5, 10, 25, 50, 60 and 70 days – all biomechanical and electrophysiological experiments were conducted at room temperature (21 °C–22 °C). Adult-specific RNAi knock-down mutants (whose larvae and pupae were kept at 18 °C in order to repress the Gal4-mediated transcriptional activation via a Gal80^ts^ repressor) were collected on the day of eclosion and transferred to 30 °C (for maximal activation of the Gal4/UAS expression system), 60% RH and kept at 12 hr:12 hr light:dark cycles for 2 weeks prior to the experiments. Flies were raised under conditions, which formed a near zero-noise environment for their particle velocity sensitive antennal receivers. Conditions included: (i) separate housing of virgin males and females at low densities (20-25 flies per vial), in (ii) environmentally controlled incubators, with (iii) regular transfer to fresh medium (twice a week) and at ambient sound levels below the hearing threshold. Antennal stimulation across the flies’ life course was thus occurring almost exclusively as a result of the animals’ own locomotion. As a result of the low density of their housing and the abundance of food no aggressive interactions were observed.

### Life span measurements

Three independent cohorts of male Canton-S flies were set up in parallel. The density of flies per vial (25) was kept constant, the flies were transferred to a fresh medium every 3 days, and the number of dead flies was counted. The flies were kept at 60% RH and kept at a 12 hr:12 hr light:dark cycles for approx. 80 days. Rearing conditions were identical to the ones used for the auditory ageing experiments described above.

### Fly stocks used

To assess the natural life course of hearing in *Drosophila* the following lines were used as wildtype references: Canton-S line (Bloomington), Canton-S (Goodwin lab), Canton-S (Kamikouchi lab), Oregon-R.

To probe the expression of predicted transcription factors the following lines used: Fly-TransgeneOme (fTRG) sGFP tagged lines from VDRC^78^ for *amos*, *onecut* and *Optix* (*optix:GFP 318371/10042*), *wor*-Gal4 (kindly provided by A. Carmena).

*elav*-Gal4; UAS-RFP-nls/+; Mi{PT-GFSTF.0}alphaTub85E[MI08426-GFSTF.0]/+ was used to monitor JO neurons across the flies’ lifespan.

y[1]w[*]; tub-Gal80ts; NP0761 was used for adult-specific downregulation (via RNAi knock-down) or upregulation (via overexpression) of target genes across all JO neurons.

RNAi lines were obtained from the Bloomington *Drosophila* Stock Centre (BDSC) and Vienna *Drosophila* Research Centre (VDRC). Attp2 and attp40 served as control lines for the TRIP collection and VDRC 6000 was used as control for the KK lines.

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01438}attP2 onecut RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.JF02254}attP2 lola RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HM05094}attP2 srp RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.JF02518}attP2 Rfx RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS00924}attP2 ct RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01186}attP2/TM3, Sb[1] run RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01430}attP2 ato RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01256}attP2 aop RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC03993}attP2 Optix RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC04197}attP40 Tbp RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01082}attP2 pnr RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC03988}attP2 gl RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS00103}attP2 sox14 RNAi

y[1] sc[*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC05094}attP40 amos RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS00035}attP2 Stat92E RNAi

y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.JF02233}attP2 Aef1 RNAi

VDRC 110594 KK line Pph13 RNAi

VDRC 105362 KK line wor RNAi

VDRC 101903 KK line ara RNAi

y[1]w[*]; P{UAS-Optix.S}1

w[*]; P{UAS-amos.G}5

w[*]; P{UAS-ato.J}8/TM3, Sb1

w[*]; P{UAS-wor} [kindly provided by J.Knoblich]

y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.HMC06494}attP40 Dhc98D RNAi

### Immunostainings of JO

To probe the expression of predicted transcription factors, the following lines were used: Fly-TransgeneOme (fTRG) sGFP tagged lines from VDRC^78^ for *amos*, *onecut* and *Optix* (*optix:GFP 318371/10042*), *wor*-Gal4 (kindly provided by A. Carmena).

Fixation and immunostainings followed standard procedures. Briefly, 10 days old adult female heads were dissected in PBS, fixed with a 4% formaldehyde solution (in PBT) for one hour while rotating at room temperature (RT); three heads were placed exposing the antennae into silicon blocks filled previously with hot gelatin-albumin mixture. Silicone blocks were then quickly cooled down at 4 °C for 10 minutes and incubated with 6% formaldehyde solution overnight at 4 °C. Thereafter, silicone blocks were extracted and incubated further with Methanol for 10 min at RT, before being washed with PBS for 30 min at RT. 30 µm vibratome sections were cut using a vibratome (Ci 5100mz, Campden Instruments) and antennae sections collected in PBT (PBS with 0.3% Triton X-100) and afterwards washed three times for 15 min at RT. After blocking for 1 hr at RT (blocking solution: PBS with 1% Triton X-100, 2% BSA, 5% normal goat serum), samples were incubated with primary antibodies in blocking solution overnight at 4 °C, then washed again three times in PBT and incubated with secondary antibodies diluted in blocking solution for 2 hr at RT. Samples were then washed again three times in PBT and, finally, briefly washed in PBS before mounting. Primary antibodies used in this study are:

Rb anti-GFP 1:1000 (Life Technologies), Rat anti-elav 1:250 (Hybridoma Bank), Goat anti-HRP::Cy3 1:500 (Jackson ImmunoResearch). Secondary antibodies conjugated with Alexa 488, and Alexa 633 (Life Technologies) were used at 1:500. All samples were mounted in Dabco (Molecular Probes, H-1200). Images were acquired with a LSM 510 Zeiss confocal microscope with a Plan-Neofluar 40×/1.3 Oil objective. Z-stacks (optical slice thickness: 1μm) were taken to image throughout Johnston’s organ (JO). Images were assembled and analysed in ImageJ (Fiji).

### Immunostainings of pharate adult JOs

The RNAi line for *onecut* was crossed to iav-Gal4, iav::GFP. Crosses were kept at 18 °C until the 3^rd^ instar larval stage and then shifted to 25 °C. The antennae of pharate adult flies (post-metamorphosis but pre-eclosion) were fixed in 3.7% formaldehyde for 30 min and blocked for>2 h in 3% BSA at RT. Primary antibodies were added for 48 h and secondary antibodies overnight at 4 °C. Alexa568-conjugated phalloidin (Molecular Probes, 1:2000) was added for 45 min at RT following incubation with secondary antibody. Rb anti-GFP (Invitrogen), anti-RbAlexa488 (Molecular Probes) were used at 1:500.

### Neuron counts

Flies of genotype *elav*-Gal4; UAS-RFP-nls/+; Mi{PT-GFSTF.0}alphaTub85E[MI08426-GFSTF.0]/+ were aged at 25 °C. Fly antennae of day1, day5, day25 and day 50 flies were dissected in PBS, such that left and right antennae remained attached to the cuticle, and that the third antennal segment and the associated arista remained intact. Antennae were then briefly fixed for 10 minutes in 4% formaldehyde in PBS, washed three times in PBT and finally mounted in glycerol. Fly JO-s were imaged with an LSM 510 Zeiss confocal microscope with a Plan-Neofluar 40×/1.3 Oil objective. Z-stacks (optical slice thickness: 1μm, 80 slices in total) were taken to image throughout Johnston’s organ (JO). Images were processed and unspecific background removed using the FluoRender programme. Single Z-stacks were processed in ImageJ. The Eve programme (based on the algorithm from Shimada *et al*. 2005 and kindly provided by Kei Ito)^79^ was used to count neurons automatically (XY:Z ratio was set depending on the number of the stacks), neuron radius was set to 4 and Bending 1 at 300 cells was used as a cut-off. Processed images were saved as new files (including cell count information) and result files were produced. Number of cells was corrected manually by using the ImageJ cell counter plugin.

### RNA sequencing

Virgin male and female Canton-S flies of different ages (days 1, 5, 10, 25, and 50) were anesthetised on ice, their second antennal segments dissected and collected in Lysis Buffer (containing 1% β-mercaptoethanol, as provided in the Qiagen RNeasy Mini Kit). As soon as dissections were completed for a given time point, samples were frozen at −80 °C. When enough samples were collected, RNA was extracted according to the Qiagen RNeasy Mini Kit protocol.

Reverse transcription and pre-amplification were carried out with the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech). All samples were quality controlled and cDNA concentrations measured with an Agilent BioAnalyzer 2100. Sample libraries were prepared with a Nextera XT DNA Library Preparation kit (Illumina). Thereafter, paired-end 75 bp reads were sequenced on an Illumina NextSeq 500 platform.

The RNAseqfastq files were aligned in the Partek Flow software to the most recent version of the *Drosophila* genome (dm6) obtained from the Berkeley *Drosophila* Genome Project at UCSC.

In order to generate raw sequence counts, .bam files created in Partek software were processed in HTSeq These counts were then used in DESeq2 in R/Bioconductor to measure differential expression across genes and for conducting ANOVA statistical analyses of each comparison. Further data filtering took place to reduce the maximum false discovery rate (FDR) to 10% limiting the expression fold change threshold to ±1.5×.

### Quantitative PCR (qPCR)

Flies of different genotypes were collected and frozen immediately with liquid nitrogen and then kept at −80 °C. After 50 flies were collected they were vortexed and second antennal segments were collected (100 antennae) in Lysis Buffer containing 1% β-mercaptoethanol (as part of the Qiagen RNeasy Mini Kit). In accordance with the Qiagen RNeasy Mini Kit protocol, RNA was extracted immediately and RNA samples were then kept at −80 °C.

Reverse transcription was carried out with the High Capacity RNA to cDNA kit (Applied Biosystems) following the manufacturer’s protocol.

In order to proceed to pre-amplification with TaqMan PreAmp Master Mix Kit, a “pooled assay” of Taqman primers was prepared (containing probes for the target genes of interest, i.e. *nompC*, *nan*, *iav*, *Dhc98D*). TaqMan probes of interest were mixed together and diluted 1:100 in TE buffer. The pre-amplification procedure followed the manufacturer’s protocol. The pre-amplified cDNA was diluted 1:20 in RNAse and DNAse-free water and the qPCR was performed in the immediate aftermath. qPCR assays were run on a Step One Plus ABI machine. Prior to the reaction, the 96 well plate set up was designed with help of the Step One Plus software. Three negative controls were run per target as well as three replicates for each sample and each target. *SdhA* was chosen as endogenous control as one of the housekeeping genes that has the most stable expression at different ages^80^.Reactions were prepared according to the TaqMan Gene Expression Assay protocol.

Cycle threshold (Ct) values were extracted from the Step One Plus Software data analysis. The ΔΔCt and relative q

$${\Delta }Ct=(C{t}_{gene}\times control-C{t}_{endogenouscontrol})$$

$$\varDelta \varDelta Ct=\,\varDelta Ct-(C{t}_{gene}\times knockdown-C{t}_{endogenouscontrol})$$

$$RQ={2}^{-\varDelta \varDelta Ct}$$

The three RQ values were averaged for each biological replicate and standard deviations generated in Excel. At least three biological replicates were performed for each experiment. Statistical were performed in SigmaPlot.

### Bioinformatical analysis in iRegulon

The iRegulon plug-in^41^ was used in the Cytoscape software to predict transcription factors/regulators based on their binding motifs. A list of genes of interest was submitted and predicted transcription factors were then selected according to their normalised enrichment scores (NES) for a particular motif, or group of motifs, within the list originally submitted to iRegulon.

### Gene ontology analysis - GORILLA

The online interface GOrilla (**G**ene **O**ntology en**RI**chment ana**L**ysis and visua**L**iz**A**tion tool) was used to classify genes of interest according to their gene ontology^37,38^

Functional classifications were generated for biological processes and molecular functions. Enrichment scores were calculated:

$${\rm{Enrichment}}=(b/{\rm{n}})/(B/N),$$

where *b* is the number of genes in the intersection, *n* the number of genes in the target set, *B* the total number of genes associated with a specific GO term and *N* the total number of genes.

### Preparation of gene lists for submission to iRegulon and transcription factor (TF) selection

#### Submission round I

The identified 5,855 age-variable genes were submitted to the **G**ene **O**ntology en**RI**chment ana**L**ysis and visualization (GOrilla) tool. Gene sets from four hearing-relevant gene ontological categories ([i] trafficking genes, [ii] structural genes, [iii] dynein motor proteins and [iv] receptors, see Suppl. Figure 2) were then submitted to iRegulon to predict their upstream regulatory genes (TFs) based on binding motif enrichment scores (cut-off: threshold 2.5, Rank threshold: 5,000). This generated a first list of candidate TFs.

#### Submission round II

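*CG8369*, *mt:lrRNA*, *mt:CoI* and *nrv2* were among the abundant genes that changed. *CG8369* rose from 76812 ± 21566 normalised counts (SD, n = 4) at day 1 to 185380 ± 20453 (SD, n = 4) at day 5, a log2 fold change of 1.30. *mt:lrRNA* fell by 1.89 (standard error 0.29, adjusted p = 0.00212) from day 5 to day 25. In total 62 genes had a mean above 10000 and changed in at least 1 of the 3 intervals.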

The most highly expressed age-variable genes (>10,000 reads) were submitted to iRegulon (same cut-off thresholds as above). This generated a second list of candidate TFs.

#### Submission round III

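*Osi5*, *Diedel*, *alphaTub85E* and *Acp1* were among the genes with the greatest change. Of the genes tested, 712 changed by at least 4-fold in at least 1 of the 3 intervals, and 4 of these also had a mean above 10000 normalised counts. *Diedel* stood at 9.91 ± 13.0 (SD, n = 4) at day 25 and at 2991 ± 3499 (SD, n = 4) at day 50, so that the spread between libraries exceeded the mean at both ages. *Acp1* went from 5949 ± 1248 at day 1 to 8.93 ± 7.92 at day 50 (SD, n = 4 each).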

Genes showing the greatest age-variability (down- or up-regulated by at least 4-times in at least one age comparison) were submitted to iRegulon (same cut-off thresholds as above). This generated a third list of candidate TFs.

In a final step, all candidate TFs (from I-III above) were filtered further to choose those subjected to functional testing: (i) suitable transcription factors had to show expression in JO, i.e. they had to be part of the 16,243 genes identified in our RNA-Seq (see Suppl Table 2). This brought the total number of TFs to 37 (see Suppl. Table 5); (ii) a random (~50%) selection of these TFs (19 in total) was then chosen for functional biomechanical tests (fluctuation analyses) in RNAi knockdown lines. The four TFs showing the strongest phenotypes (Onecut, Amos, Optix, Worniu) were then chosen for in-depth functional characterisation.

### JO functional analyses

For all analyses of JO function, flies were mounted as described previously^16^. Briefly, flies were attached, ventrum-down, to the head of a Teflon rod using blue light-cured dental glue. The second segment of the antenna under investigation was glued down to prevent non-auditory background movements. The antenna not under investigation was glued down in its entirety, thereby completely abolishing any sound-induced motion and interference with the contralateral recordings. An active vibration isolation table (model 63-564; TMC, USA) was used. After mounting, flies were oriented such that the antennal arista was perpendicular to the beam of a laser Vibrometer (PSV-400; Polytec, Germany) and free fluctuation recordings could be taken. To allow for ultrafast, contact-free, non-loading stimulation, electrostatic actuation (EA) was used. EA is conducted via two external actuators positioned close to the arista (for details see Albert *et al*.^16^, and Effertz *et al*.^53^).Two electrodes were inserted into the fly – a charging electrode was placed into the thorax so that the animal’s electrostatic potential could be raised to −20 V against ground, and a recording electrode for measuring mechanically evoked compound action potentials (CAPs) was introduced close to the base of the antenna under investigation. The charging electrode also served as reference electrode for the CAP recordings.

Arista displacements were measured at the arista’s tip using a PSV-400 LDV with an OFV-70 close up unit (70 mm focal length) and a DD-500 displacement decoder. The displacement output was digitized at a rate of 100 kHz using a CED Power 1401 mk II A/D converter and loaded into the Spike 2 software (both Cambridge Electronic Design Ltd., Cambridge, England). Free (i.e. unstimulated) fluctuations of the arista were recorded both before and after the experiment to monitor the physiological integrity of the antennal ear. Free fluctuations were then analysed in SigmaPlot (Systat Software, Inc), where simple harmonic oscillator models were fitted to the velocity data as previously described^18,23^ (see also Supplementary Fig. 6). Median fits (calculated from the median values of individual fits) are shown as line plots (Figs. 1c, 4a and 5b; Supplementary Figs. 5 and 6b). Only those flies, which maintained a stable antennal function throughout the experiment (maximally allowed change of best frequencies: 20%) were analysed.

Approximate equivalence of hearing parameters between *Drosophila* and humans: analyses of the fly’s auditory mechanics (free fluctuation and gating compliance analyses) probe for hearing loss that originates within the chordotonal transducer sites proper (human equivalent: stereociliary bundles of hair cells). Calculated power gain values quantify hearing sensitivity; the maximal gain of the fly’s auditory amplifier is ~20–30 dB (the gain of its functional equivalent, the human cochlear amplifier, is ~50–60 dB). CAP responses roughly correspond to human ABR measurements. Together, the used set of measurements allows for allocating the likely cause of the observed hearing impairments (loss of transduction, loss of amplification or neuropathy). Please note that *Drosophila* chordotonal neurons – in contrast to human hair cells - are primary neurons, which directly send axon potentials to the brain.

### Tests of sound-evoked behaviour

*Drosophila melanogaster* males increase locomotor activity in response to a playback of courtship songs^31^. We exploited this phenomenon to test hearing across the *Drosophila* life course. To conduct measurements, flies were housed in 5 × 65 mm Pyrex glass tubes. One end of the tube was sealed with an acoustically transparent mesh, the other end contained food consisting of 5% sucrose and 2% agar medium covering ~¼ of the tube. Glass tubes were then loaded into high-resolution *Drosophila* activity monitors (MB5; Trikinetics, Walham, USA). MB5 monitors harbour 17 independent infrared (IR) beams bisecting each tube at 3 mm intervals, allowing for a high-fidelity recording of the flies’ activity. Detectors were set to count all beam breaks occurring within one minute for the duration of each experiment. Activity counts were registered independently at each beam position within a tube; all beam breaks, irrespective of beam position, were then pooled. This procedure allowed for calculating the total activity of all flies in that tube. To maximise data collection, three MB5 monitors were stacked together forming a grid allowing to record from 36 tubes (totalling 108 flies) simultaneously over the course of a single experiment. The MB5 activity monitors were placed centrally in front of a 381 mm wide bass speaker (Eminence Delta 15, 400 W, 8 ohm) with the tubes’ acoustically transparent mesh facing the speaker at a distance of ~60 mm from the speaker membrane. The speaker was connected to an amplifier (Prosound 1600W). To avoid interference from non-air-borne vibrations, the MB5 monitors – but not the speaker - were placed on a vibration isolation table. Sound stimuli were adjusted to reach peak amplitudes of 90 dB SPL at the middle of the monitor tubes. Courtship stimuli played at these intensities are known to elicit reproducible behavioural responses in males^81^. The sound stimulus (played, and controlled from the Spike2 software) consisted of a ‘master pulse’ that was repeated to form 2 s long trains with 40 ms interpulse intervals (IPIs). The master pulse was generated by averaging previously recorded original courtship song pulses (~1000 pulses from 10 Drosophila melanogaster males). Each pulse train was followed by a 2 s long silence; this elementary kernel was played continuously for 15 minutes at the beginning of every hour. The 15 min of sound stimulation were played in loop with 45 min of silence for an entire circadian day (24 h at a 12-hour light, 12-hour dark cycle). Responses for each hour were then collapsed into a single median response to cancel out any circadian variations of responsiveness.

Activity displayed during *stimulus presentation* was determined by the sum of all activity displayed during the first 15 minutes of every hour (i.e. during the phase of sound stimulation) and averaged over the whole experimental day. *Baseline activity* was determined by the sum of all activity displayed during the last 15 minutes of every hour (i.e. during the silent phase directly preceding the next stimulus phase) and also averaged over the whole experimental day.

The room, in which the recordings took place was held at a constant 25 °C temperature (@ ~40% RH) and followed a 12-hour light, 12-hour dark cycle, which was kept consistent with the flies’ entrainment regime prior to experiment start. Exposure to courtship sound is known to induce male flies to also produce mating songs. To prevent these stimulus-induced mating songs from interfering with the sound stimulus, experimental flies were anaesthetized using CO_2_ and their wings clipped 2-4 days prior to the initiation of the experiment. At least 2/3 of the wing was removed using microdissection scissors. After allowing time for healing post procedure, the flies were again CO_2_-anesthetized and transferred into the glass tubes before being placed into the MB5 monitors. For each experiment, flies were exposed to the sound stimulus as soon as they were placed into the monitors; however, only data recorded from the first light transition on was used for analysis. This allowed flies to have ~12 hr to adapt to the stimulus, the new environment and to recover from after-effects of CO2 exposure. After this equilibration stage, data was collected for 48 hours.

## Supplementary information

Supplementary Information.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

## Data Availability

The datasets generated and analysed during the current study are available in the the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI); accession code: GSE148023 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148023.

# Supplementary material for: Homeostatic maintenance and age-related functional decline in the Drosophila ear
**Source:** Sci Rep. 2020 May 4;10:7431. doi: 10.1038/s41598-020-64498-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Homeostatic maintenance and age-related functional decline in the *Drosophila* ear**

Alyona Keder^1^, Camille Tardieu^1^, Liza Malong^1^, Anastasia Filia^2^, Assel Kashkenbayeva^1^, Fay Newton^3^, Marcos Georgiades^1^, Jonathan E. Gale^1^, Michael Lovett^2^, Andrew P. Jarman^3^ & Joerg T. Albert^1,4,5,6,7^*

**Supplementary Figures**

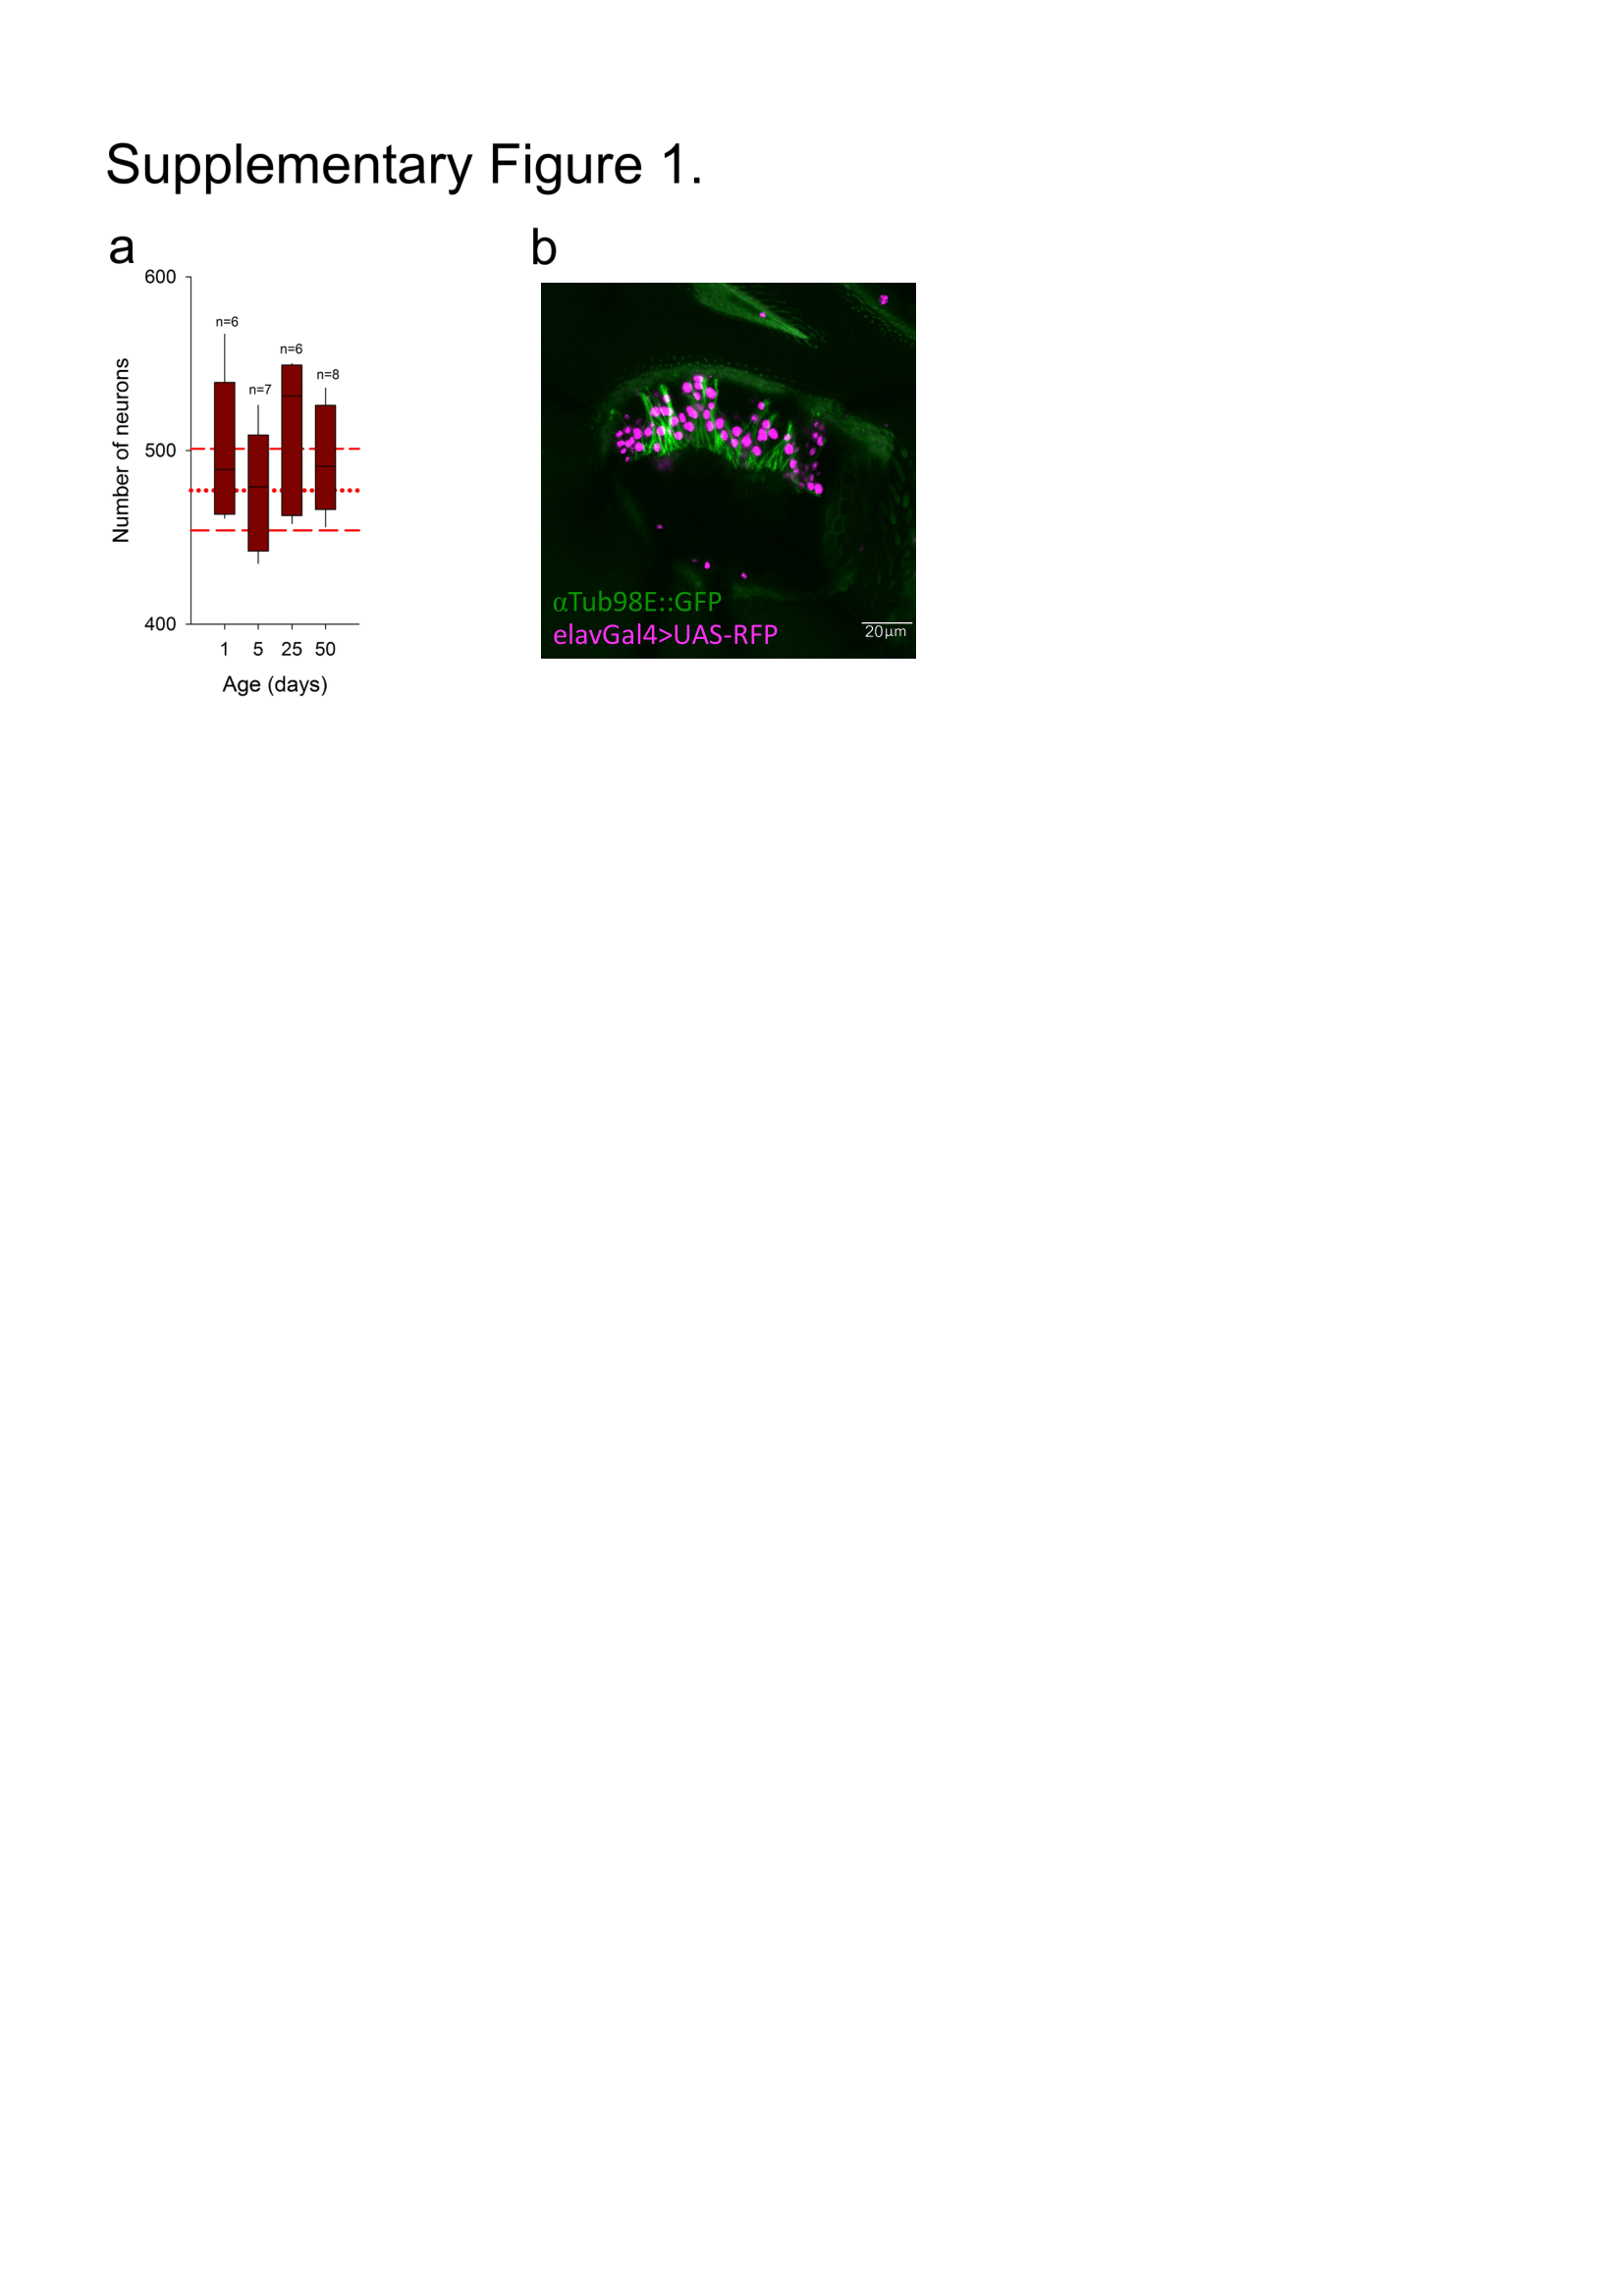

**Supplementary Figure 1. JO neuronal count across the life course.** (a) The number of JO neurons does not change between days 1, 5, 25 and 50. From day 1 to day 50 – i.e. during the time of homeostatic equilibrium – neuronal numbers stay constant. Dotted red line indicates previously published number of neurons (477±24; ^1^), dashed lines indicate standard deviations. (b) Whole-mount preparation of JO expressing the neuronal marker Elav (magenta) and support cell marker αTub85E (green). Whole-mount imaging of JO was used to count JO neurons at different ages.

**
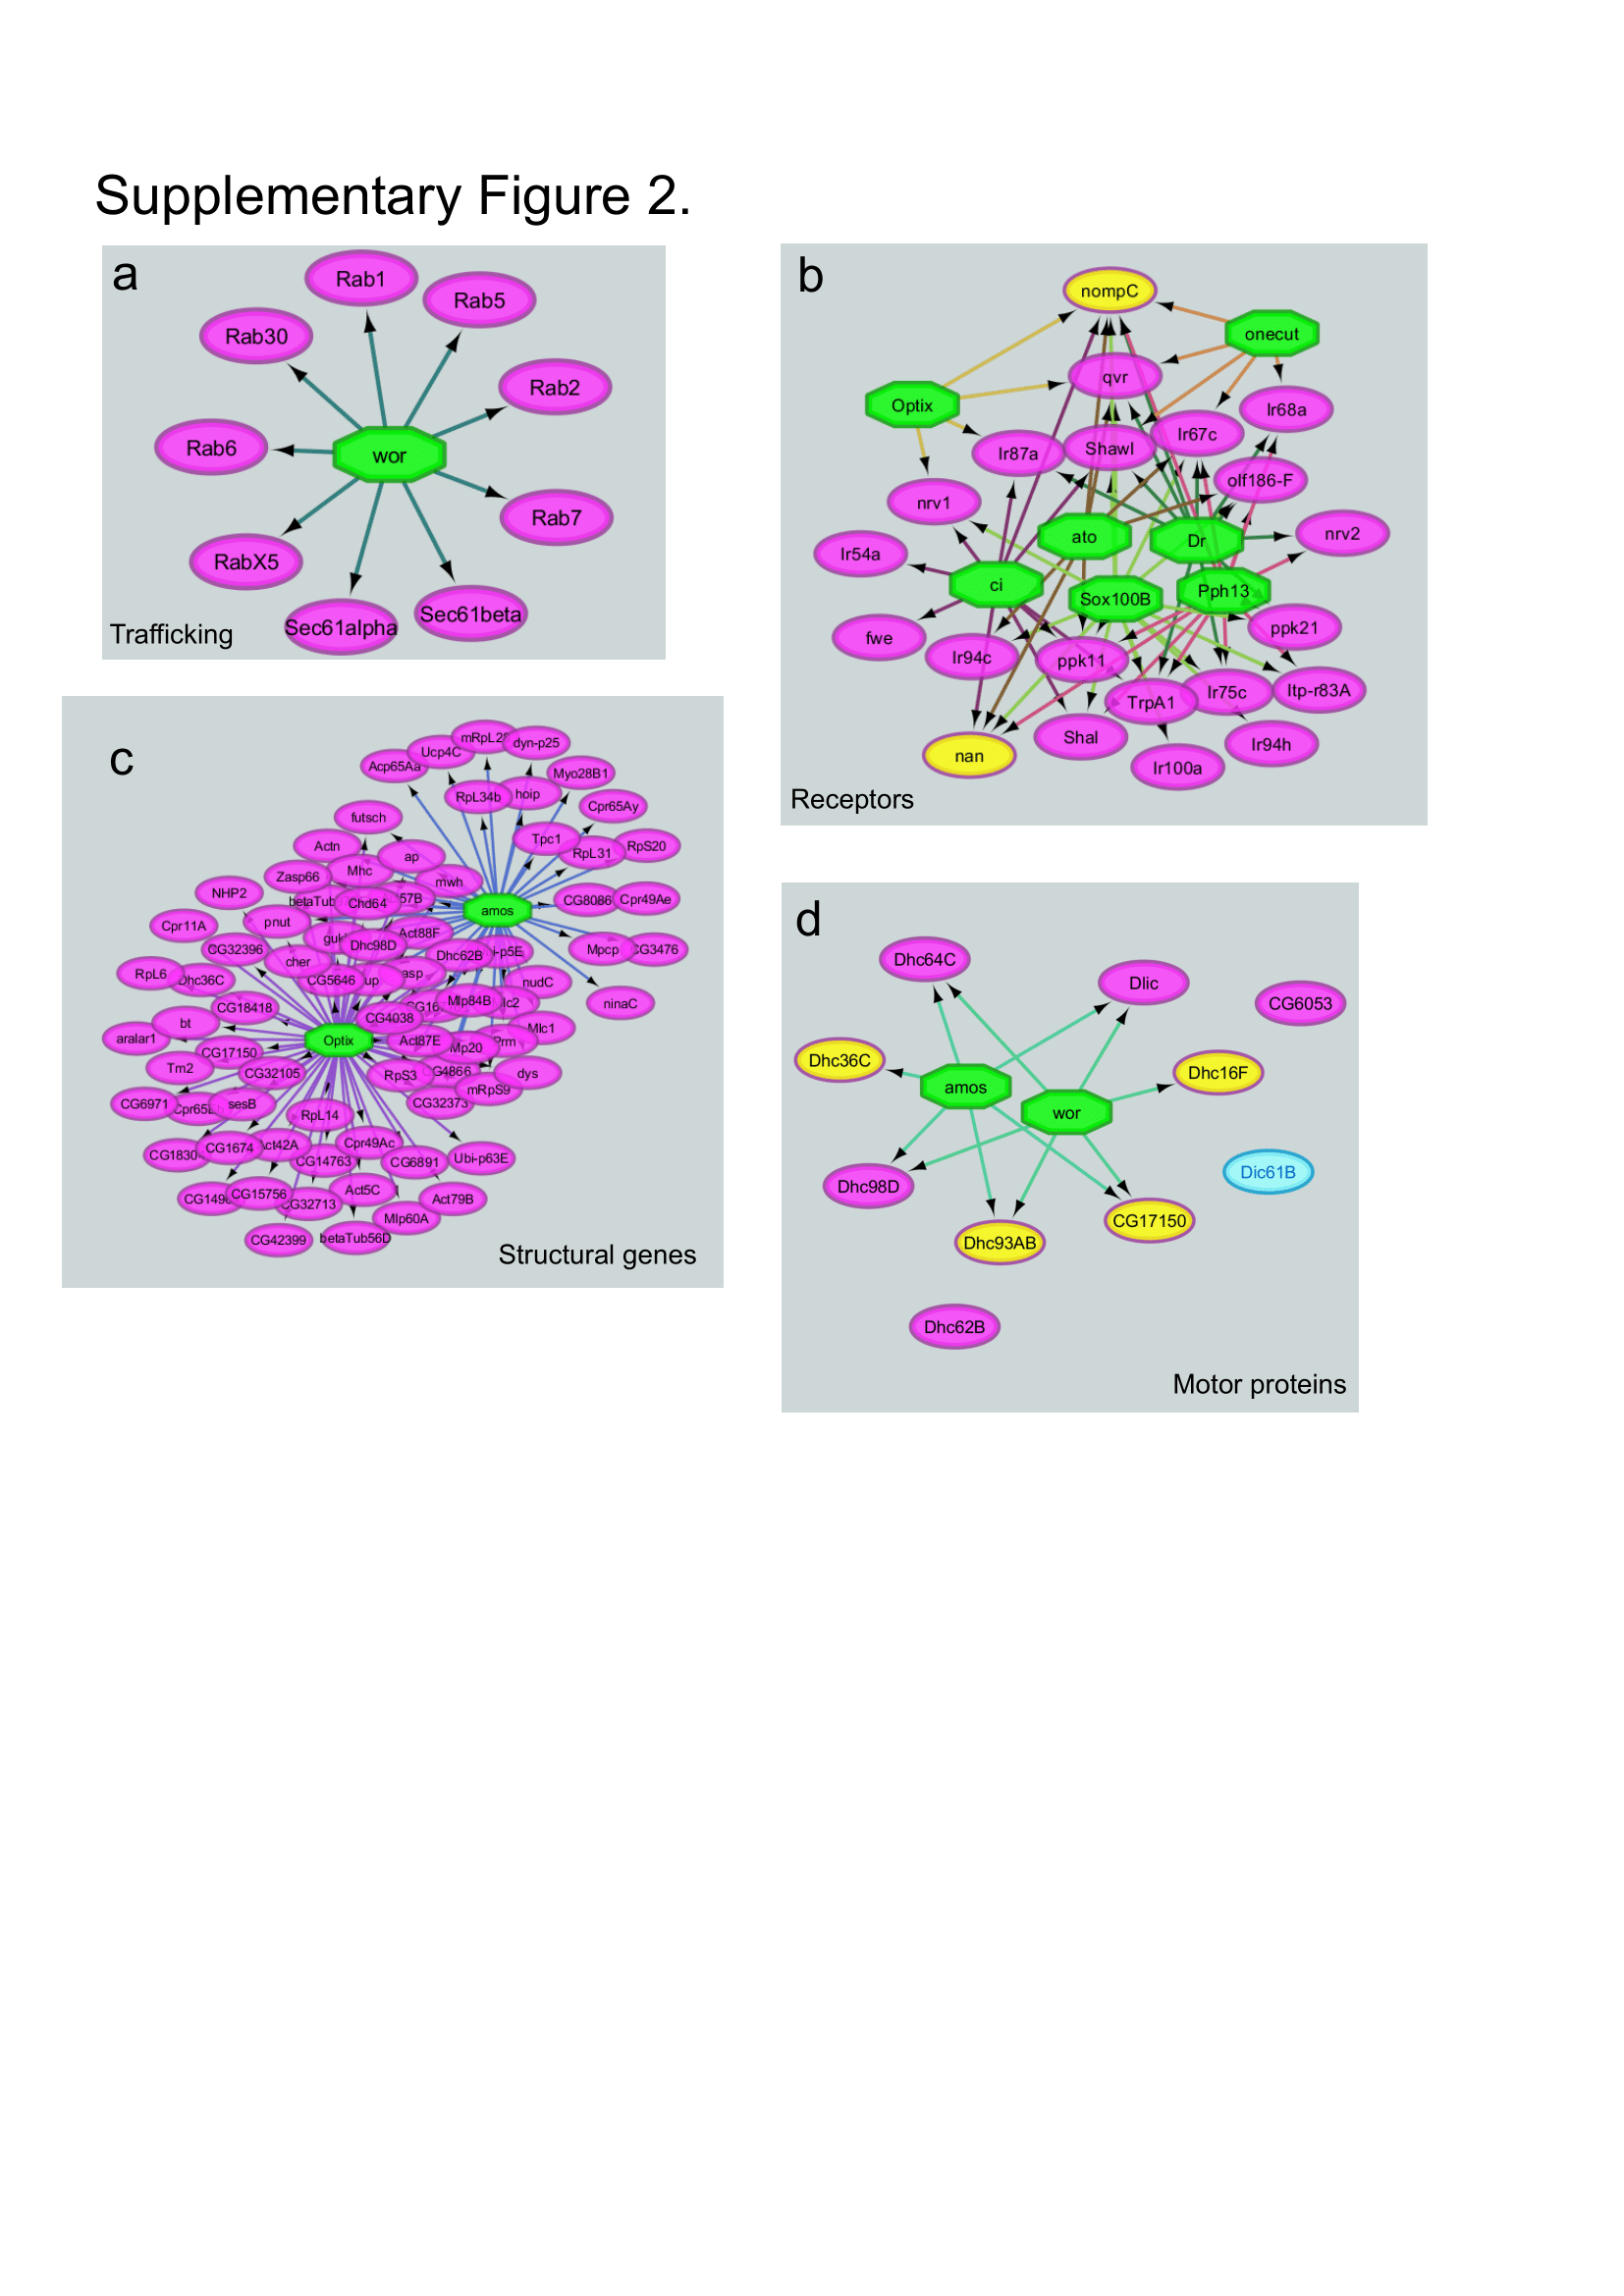
**

**Supplementary Figure 2. Prediction of the downstream regulon using *i*Regulon.**

(a) Trafficking genes predicted downstream of *wor*. (b) Receptors (and ion channels), including NompC and Nan (shown in yellow) are predicted downstream of several transcription factors, including onecut, *Optix*, *ci*, *Sox110B*, *Pph13*, *ato* and *Dr*. (c) Structural genes are predicted to be largely downstream of Amos and Wor. (d) Motor proteins belonging to the dynein family, are predicted downstream of *amos* and *wor*; this also includes dyneins previously identified in JO (shown in yellow) ^2,3^.

**
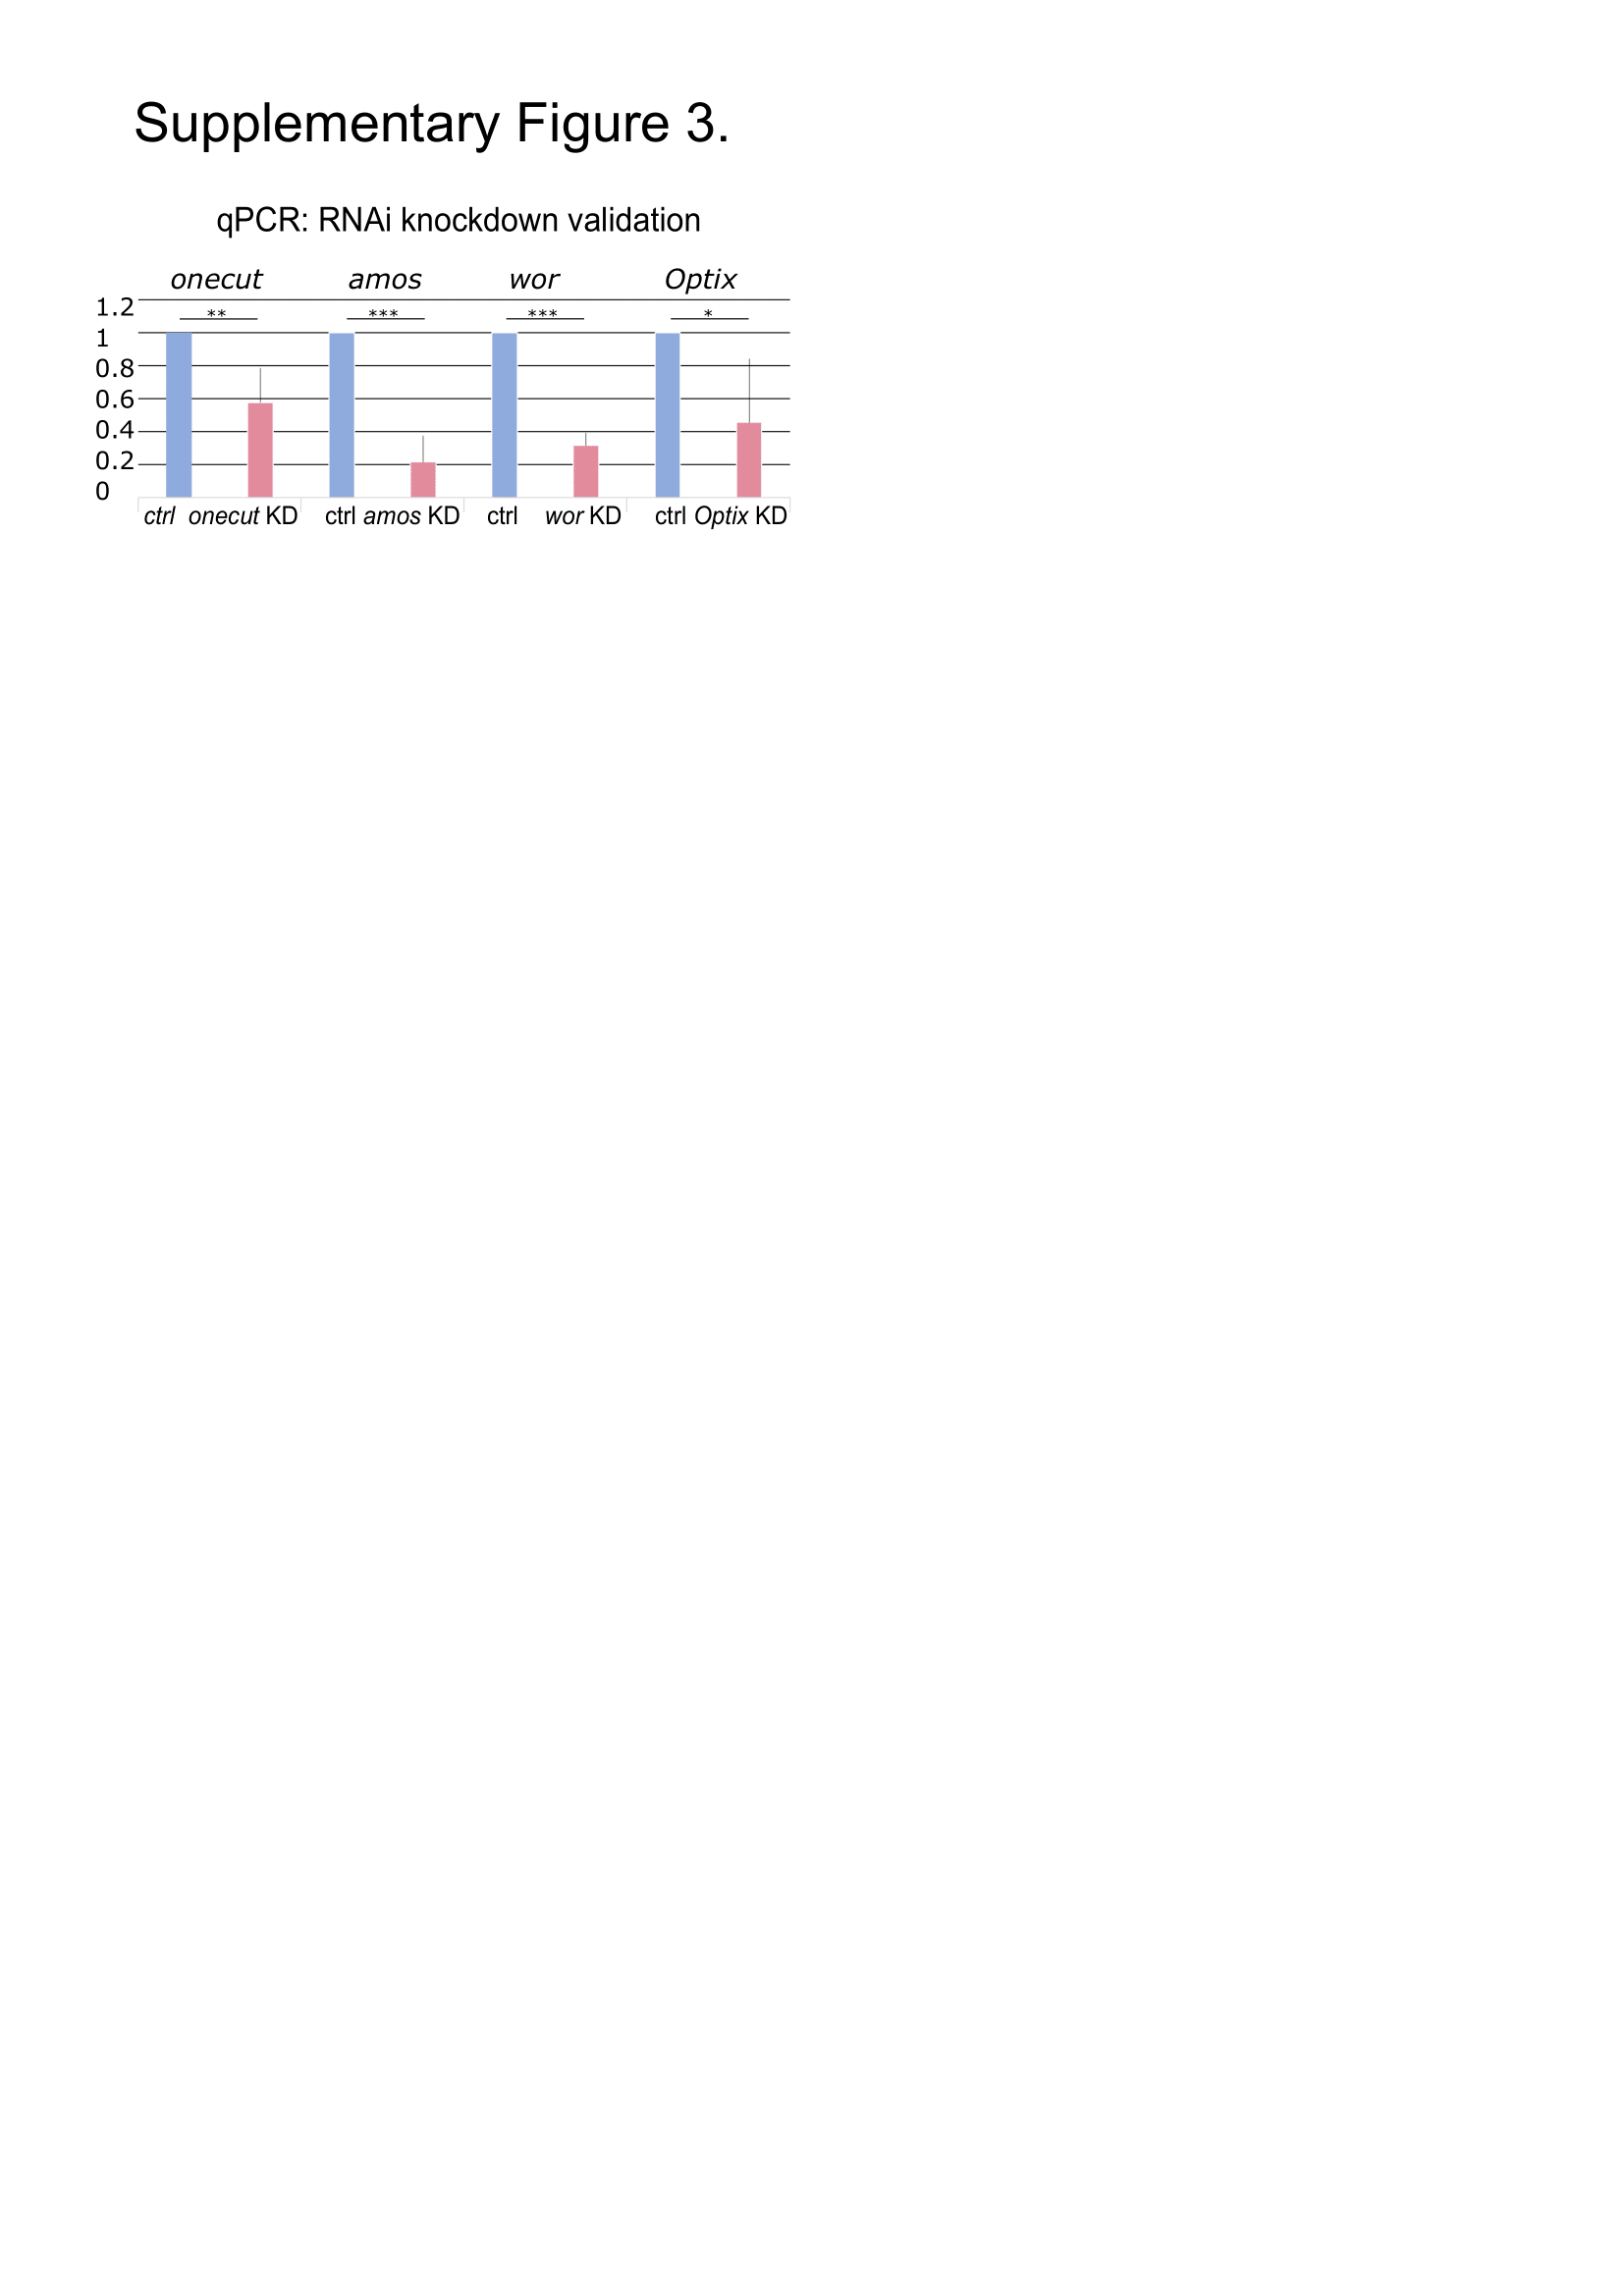
**

**Supplementary Figure 3. RNAi knockdown validation using RT-qPCR.**

Transcription factor (TF) expression changes after their respective RNAi knockdowns. All the knockdowns show significant reduction of the respective TF expression (n=3, * p<0.05, **p<0.01, ***p<0.001).

**
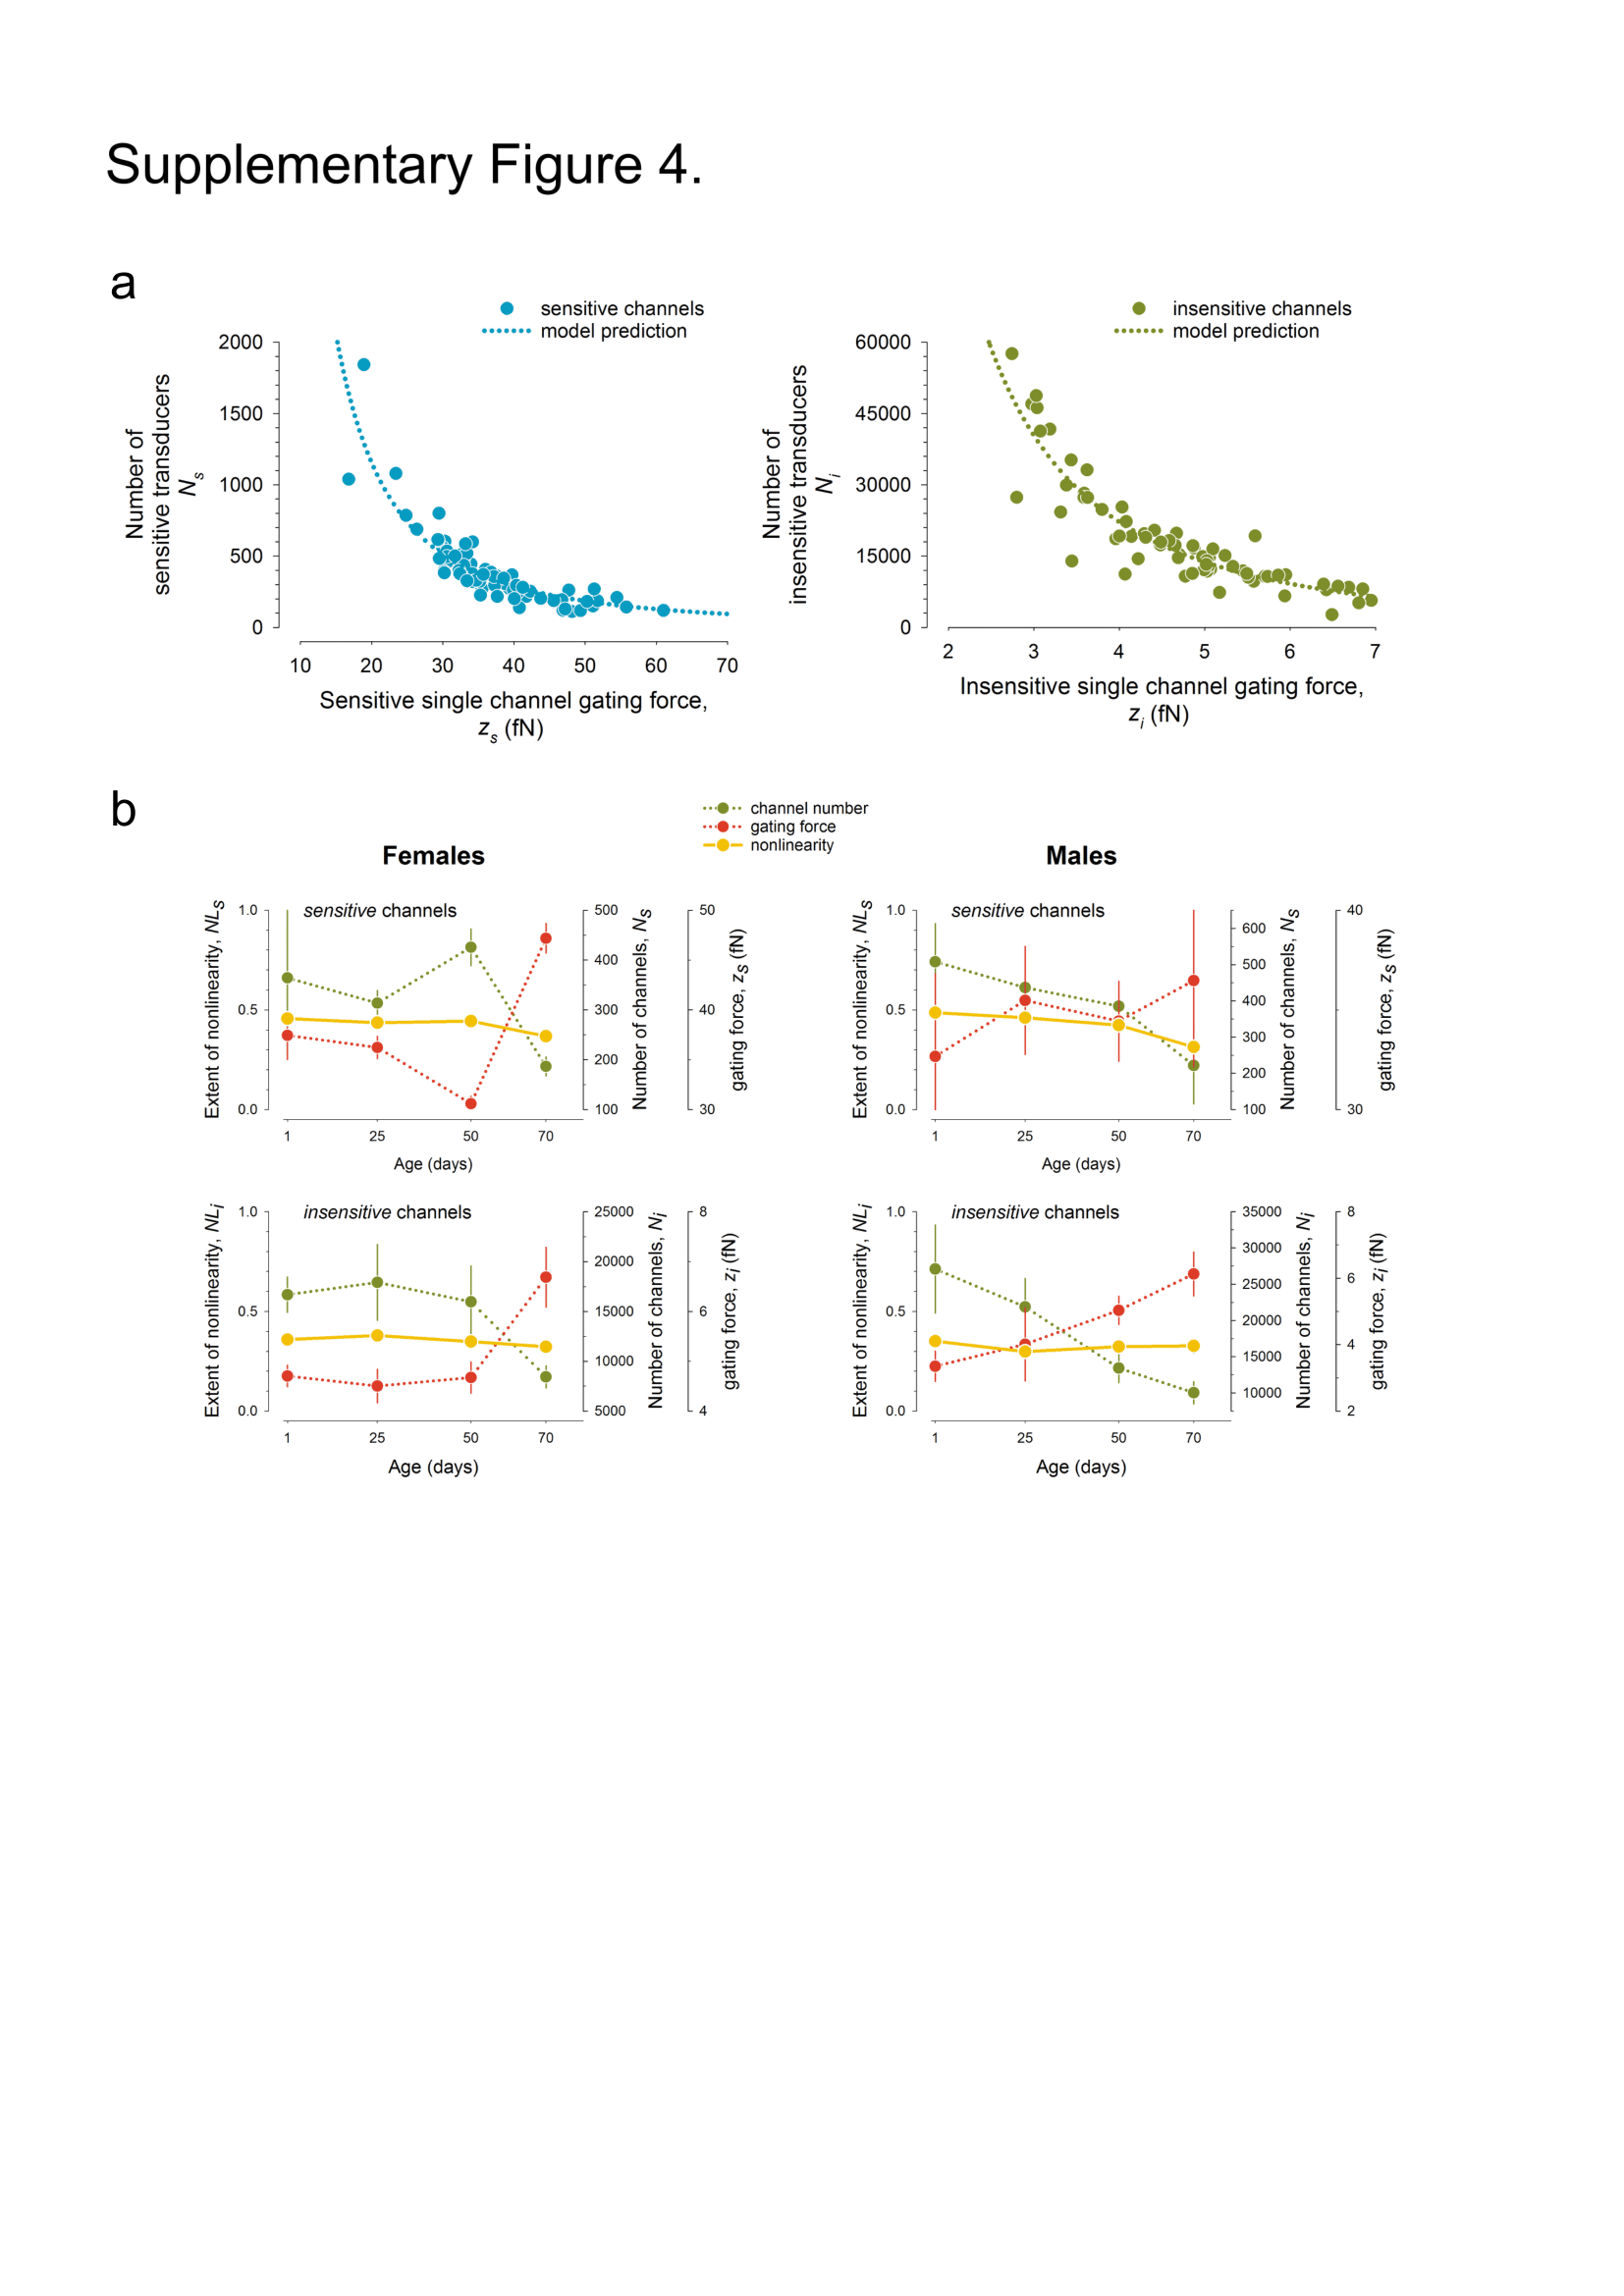
**

**Supplementary Figure 4. Homeostatic link between numbers and gating forces of transducer channels preserves sound receiver nonlinearity.** (a) For both the sensitive (left, blue symbols) and the insensitive (right, green symbols) population of transducers, the relation between channel number (N) and single channel gating force (z) follows a simple model (dashed line), which assumes a constant contribution of the respective transducer population to the overall receiver nonlinearity (corresponding to N~z^-2^, see also ^4^). [Summary data, pooled from all ages and both sexes]. (b) Shown are the numbers (green) and gating forces (red) for sensitive (upper) and insensitive (lower) transducer channels of the individual ages tested, for both females (left) and males (right). Note the age-related changes in both channel numbers and gating forces and the constancy of their resulting contribution to the sound receiver’s extent of nonlinearity (yellow).

**
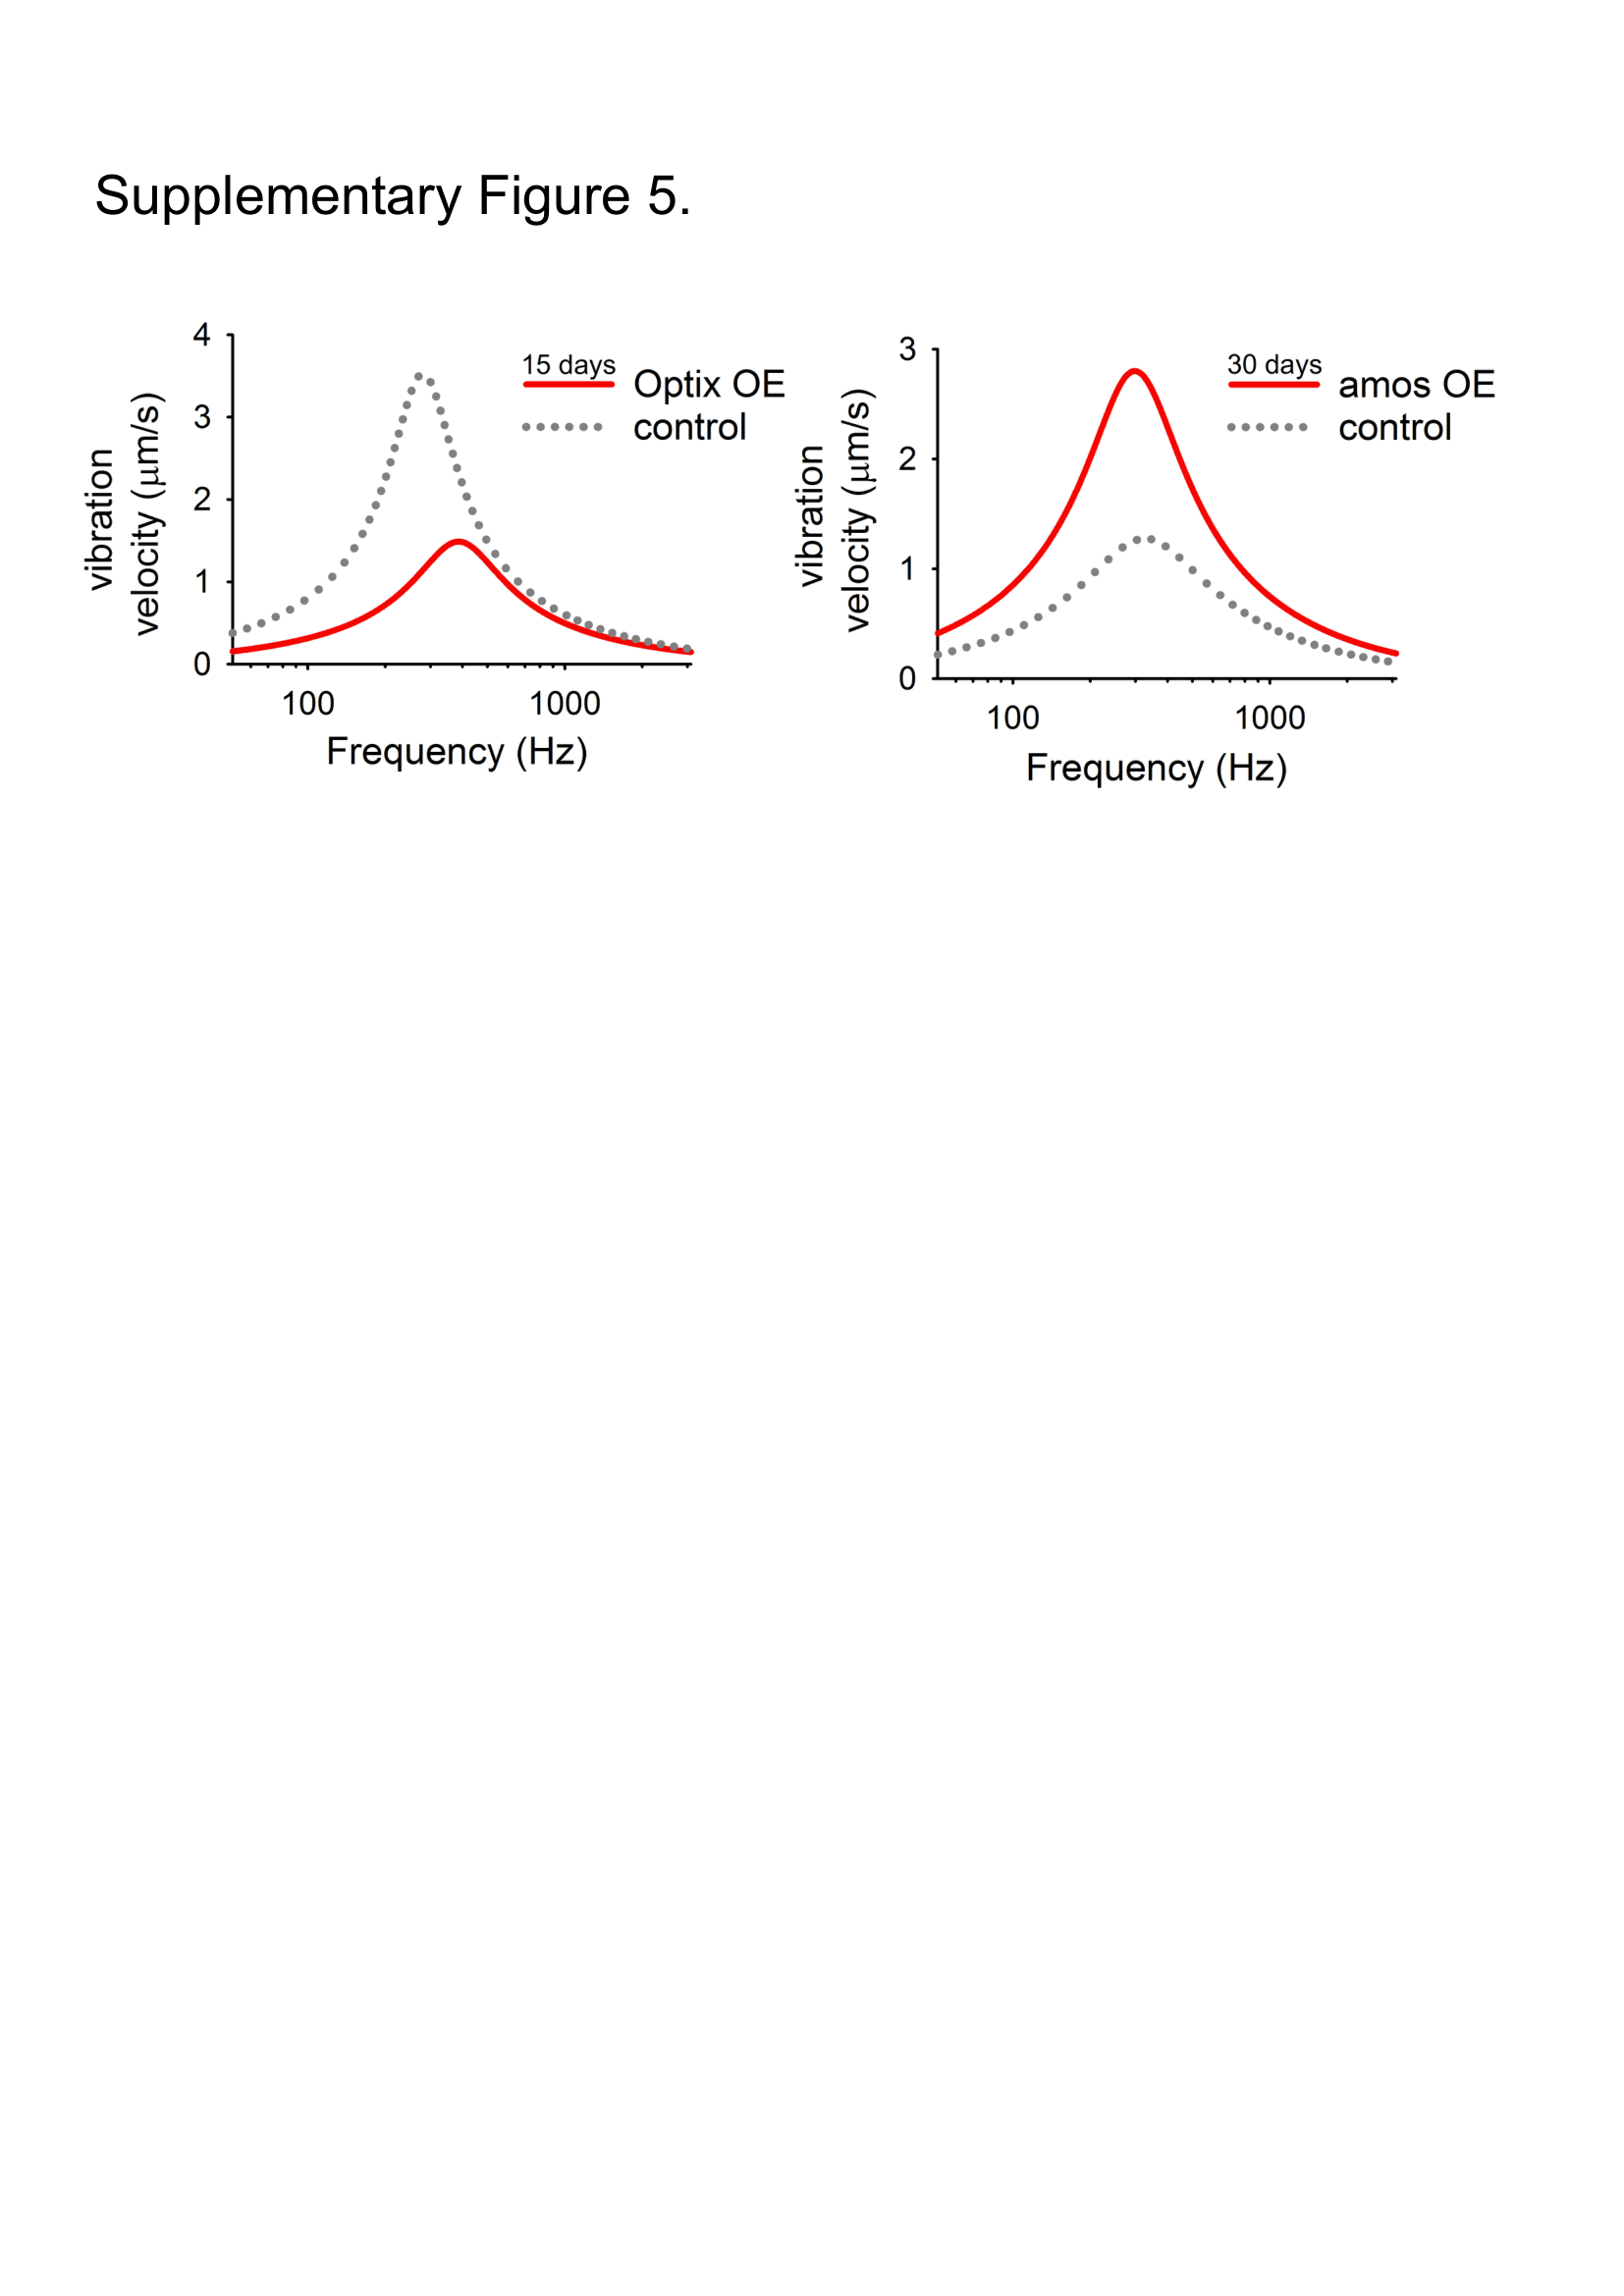
**

**Supplementary Figure 5. Adult-specific overexpression of homeostatic regulators.** (left) Over-expressions of *Optix* for 15 days and (right) *amos* for 30 days revert their respective knock-down phenotypes (compare to the Figure 4a).

**
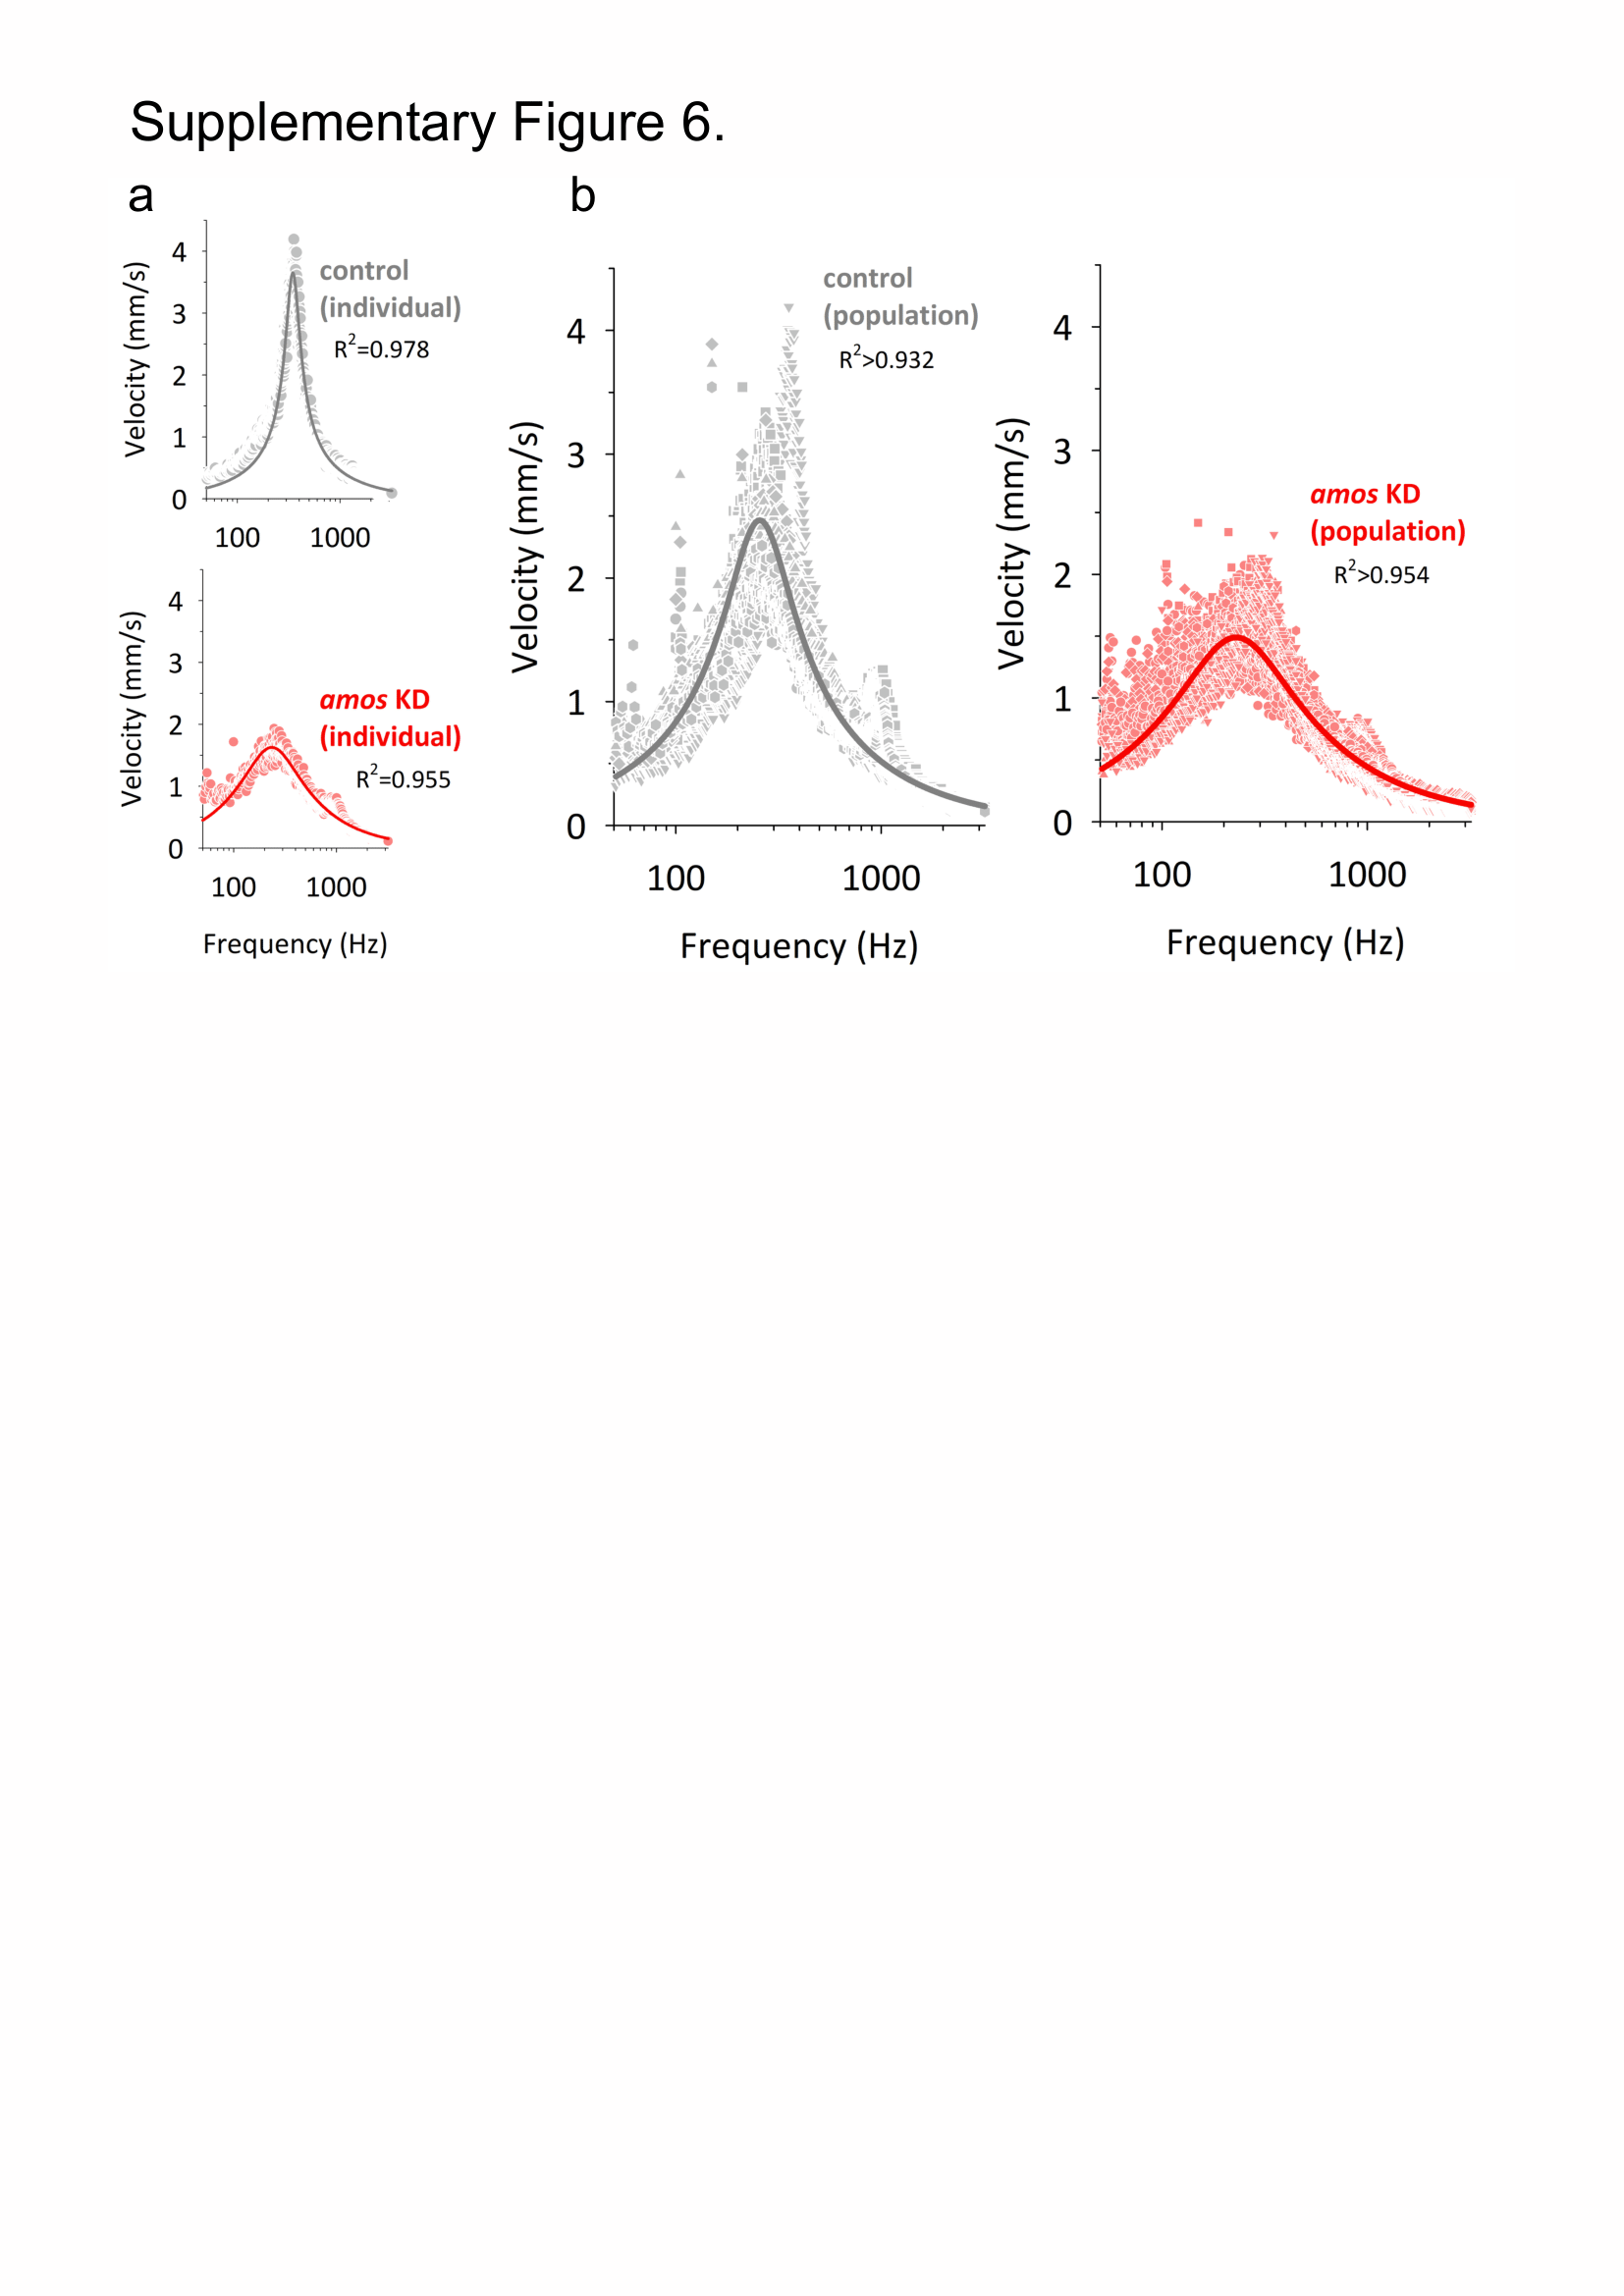
**

**Supplementary Figure 6. Free fluctuation fit procedure.** (a) Vibration velocity data (symbols) and simple harmonic oscillator fits (lines) for a single control (grey, top) and a single *amos* (red, bottom) knockdown (R^2^ values shown); (b) population of vibration velocity raw data (symbols) and median fit (line). Median fits were calculated and replotted from the medians of all individual fit parameters. R^2^ values indicate the lowest value observed.

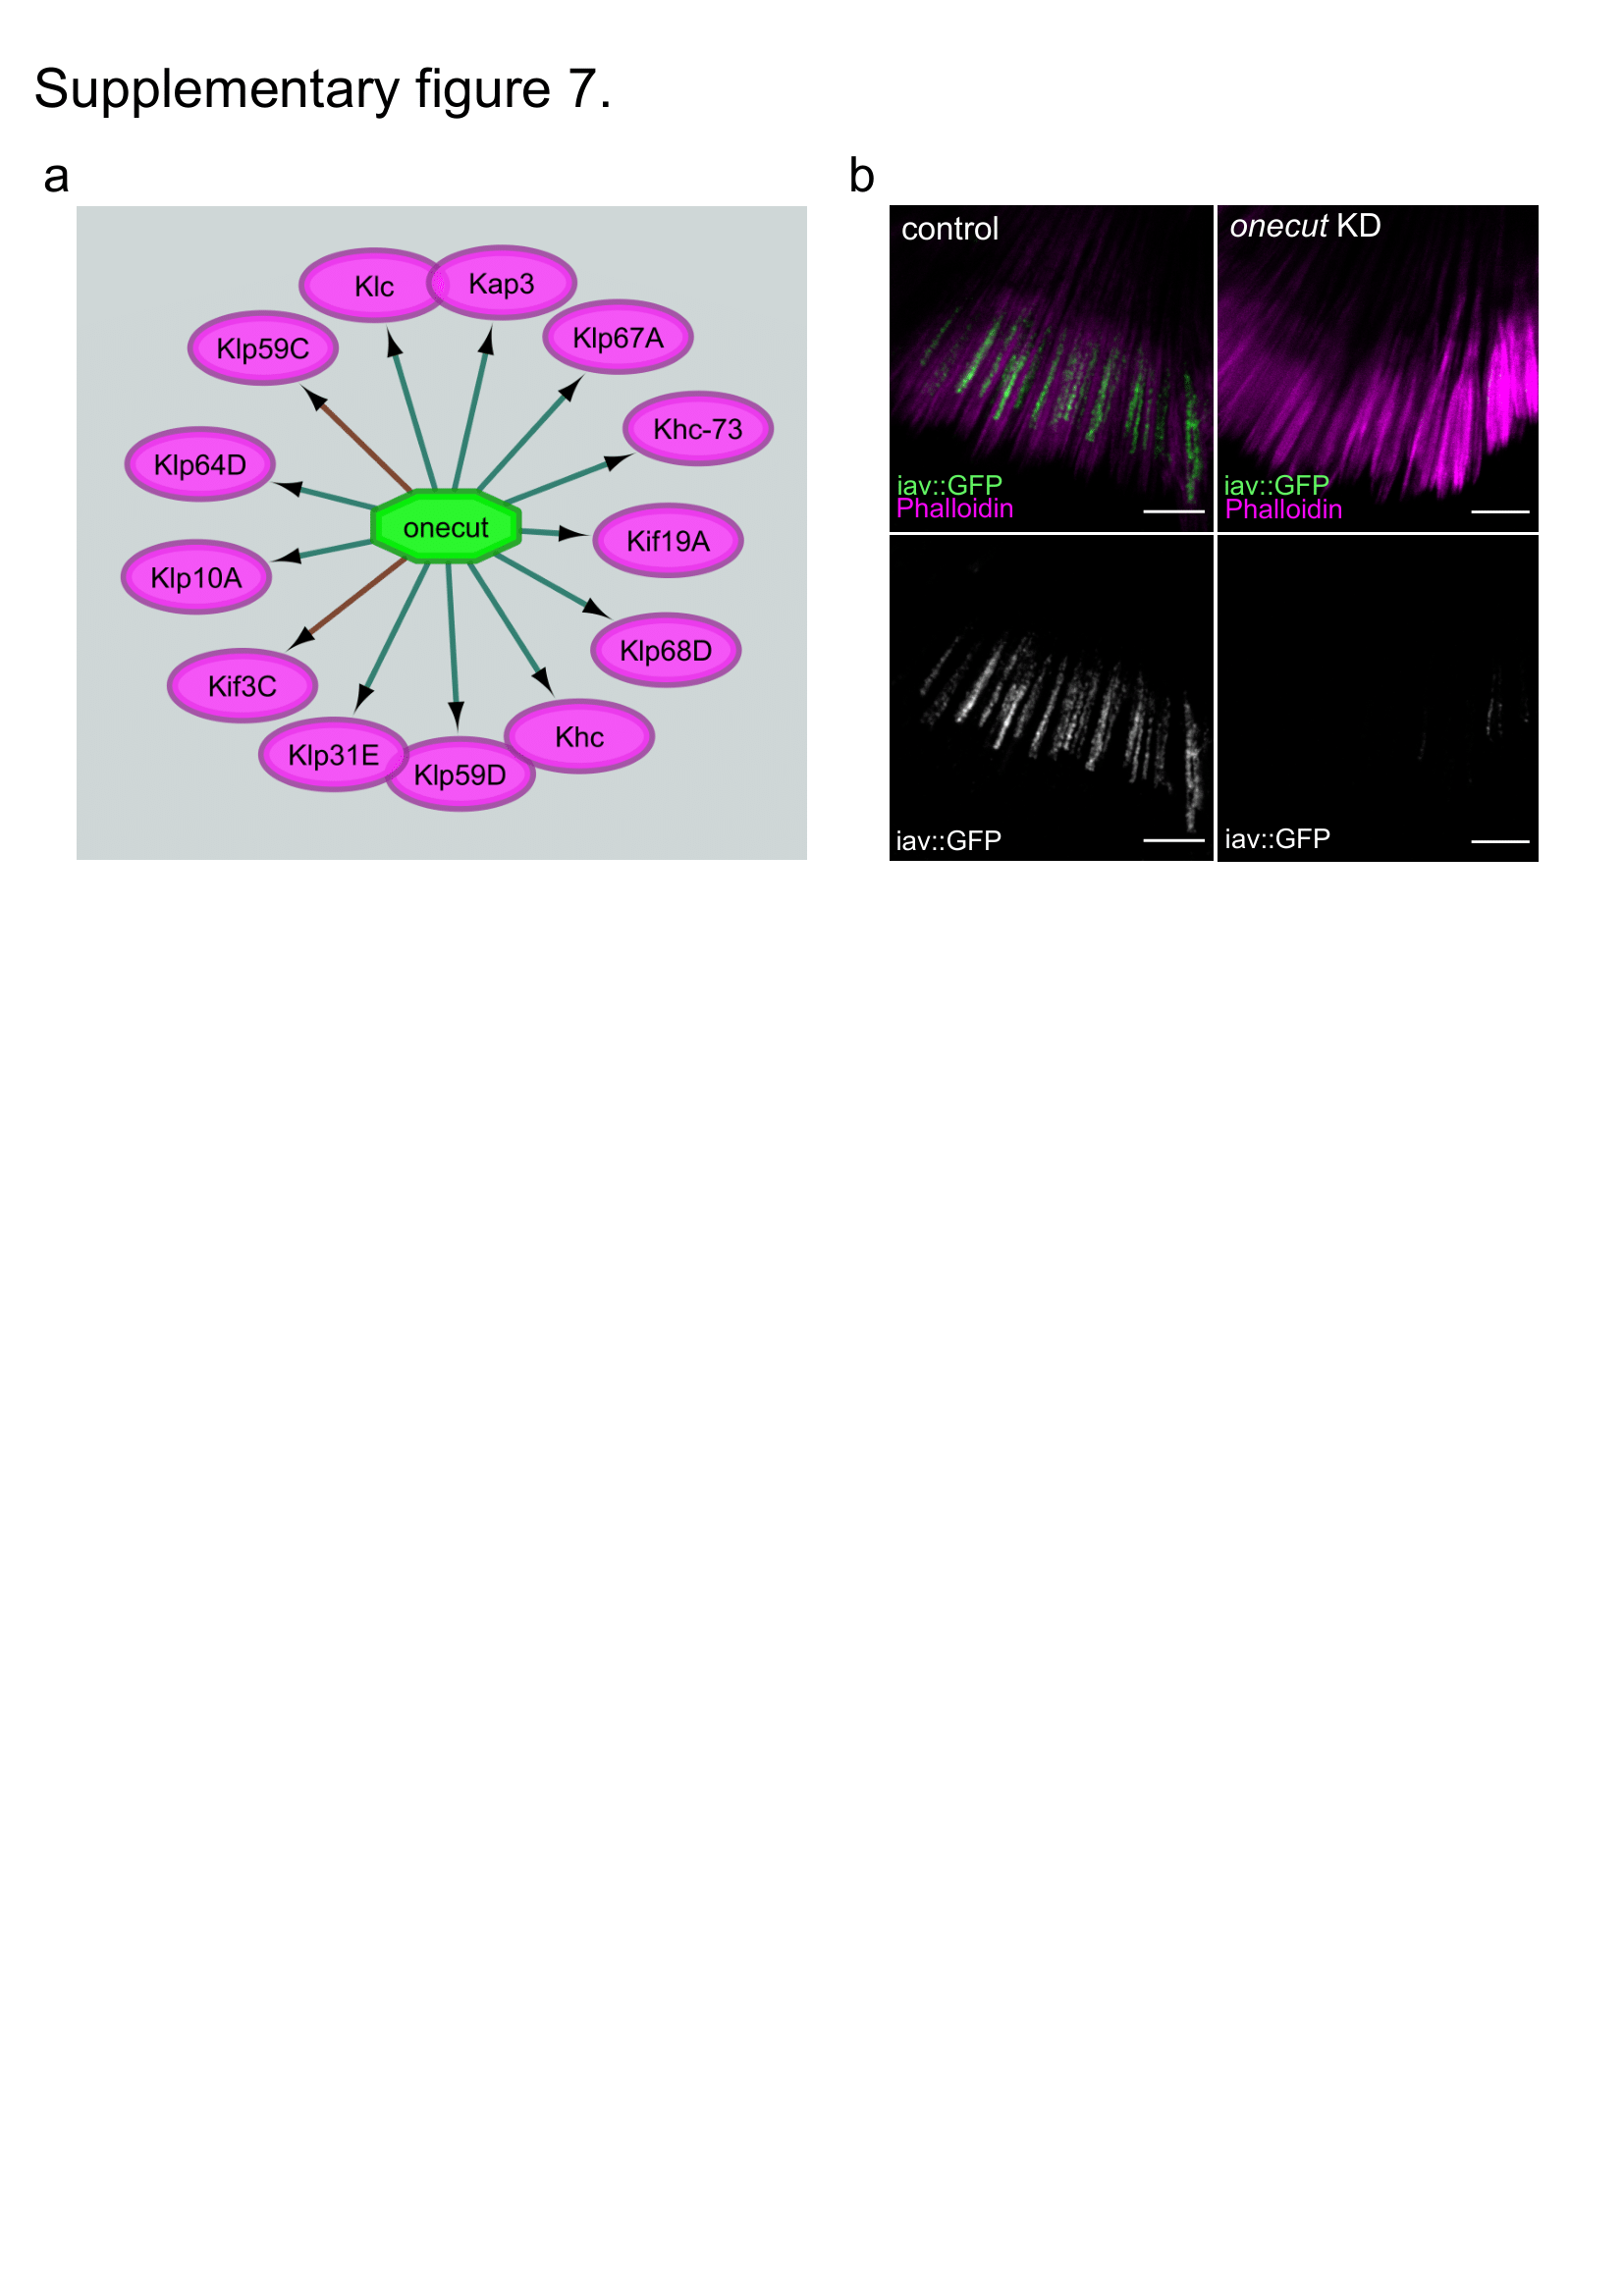

**Supplementary Figure 7. Onecut is required for ion channel transport**

(a) 13 out of 17 kinesin subunits (key components of anterograde ciliary transport) are predicted to be regulated by Onecut; (b) Top panels: (left) Expression of Inactive::GFP (Iav::GFP, green) in the apical cilia of JO neurons in control flies; (right) Iav::GFP is absent in the cilia of Onecut KD flies. Actin-rich scolopale rods are stained with phalloidin (magenta). Lower panels: Iav::GFP channel alone for higher clarity. Scale bars = 5 µm.

**Supplementary Table Legends**

**Supplementary Table 1. *Drosophila* auditory mechanics across the life course.**

Three principal parameters of sound receiver function were assessed in Canton-S and Oregon-R flies at different ages (days 1, 5, 10, 25, 50, 60 and 70): (i) *f_0_ ,* the receivers’ best frequency [in Hz]; (ii) the receivers’ tuning sharpness or ‘quality factor’ *Q* [dimensionless] and (iii) the receivers’ energy gain [in *k_B_T*]*.* Pair-wise student t-tests or Mann-Whitney (MWUS) tests were used to assess statistical significance (choice of test depending on data distribution). Significant changes are highlighted in **bold**. Canton-S (K) and Canton-S (G) are two other Canton-S lines kindly provided to us by Azusa Kamikouchi and Stephen Goodwin, respectively. Both males and females were measured, except for Oregon-R, where only females were measured.

**Supplementary Table 2.** **JO RNA-Seq transcriptomic data across the lifespan for both males and females (see attached excel spreadsheet).**

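The deposited table gives for each gene, such as *mt:CoI* or *nrv2*, the value of each library after division by that library's size factor, beside the gene's position and description. Its positions lay within 100 bp of the reference annotation of dm6 for 99.6% of the 15960 genes that could be compared. Of its 16624 genes 16243 carry an annotation, 13324 of them protein-coding, and 5 gene names had been turned into dates by spreadsheet software. This supplement was available only in part, so the values used came from the deposited table.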

Flybase ID numbers, gene annotated names, gene-ontological description and the genes’ chromosomal positon are shown for all genes detected in the RNAseq data. Average normalised expression counts are shown in the “baseMean” column, log2Fold changes (log2FC) are shown in pair-wise comparisons between ages of day 50 to day 1 (“log2FC_d50m_d1m”), day 25 and day 1 (“log2FC_d25m_d1m”), etc. *p*-adjusted values are shown in the column “padj”. The analysis was done by using ANOVA. Data is shown for both males (“m”) and females (“f”). Raw counts are shown for each gene at the end of the table, where m1A stands for day1 male replicate number 1, f5B – for female day 5 replicate 2.

**Supplementary Table 3. Age-variable transcriptome of JO (see attached excel spreadsheet).**

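A change common to males and females can be read as the mean of both changes or as a change in each sex. By the mean of both, *nrv2* and *Inx2* fell from day 1 to day 5. Tested alone, 1061 genes changed in males and 1463 in females in this interval, with 446 in males without CT02 and 508 in females without CT07. The paper's deposited comparisons hold 1908, 1867 and 3781 calls in the 3 intervals, and 1771, 1601 and 3542 of them were also called by limma. This supplement was available only in part, so its entries were not compared.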

Three comparisons were performed of the day 1 to day 5, day 5 to day25 and day 25 to day 50 for genes that were changing in both males and females. The analysis was done by using ANOVA.

Flybase ID numbers, gene annotated names, gene-ontological description, mouse homologues and the gene positon in the chromosomes are shown for all genes of the JO RNAseq data set. Average normalised expression counts are shown in the “baseMean” column. Inclusion criteria were: Log2Fold-Change at least 1.5 times with False Discovery Rate (FDR) of 10%, at least in one of the three comparisons. Signs indicate whether a respective gene was downregulated (negative) or upregulated (positive) for the respective age pair.

**Supplementary Table 4. Summary list of age-variable JO genes identified through RNA-Seq-based transcriptomics (see attached excel spreadsheet).**

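The table sorts the changed genes by interval and by size of the change. *Cyt-c-p* and *alphaTub85E* stand among the falls from day 1 to day 5 in limma as well. Of the 649 genes listed as higher from day 1 to day 5 that were matched to the files, 593 rose, and of the 1259 listed as lower 1177 fell. From day 5 to day 25, 1136 of 1335 listed as higher rose and 464 of 531 listed as lower fell. Between day 25 and day 50, 1261 of the 1331 genes listed as higher and tested rose, and the list of lower genes was available only in part. None of the listed genes was called in the other direction.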

JO genes that are either up- or down-regulated in between two age pairs. Age pair 1: (i) day 5 and day 25; age pair 2: (ii) day 25 and day 50. JO genes with significant expression changes are highlighted in red (up-regulated) or blue (down-regulated). Example: genes that are upregulated from day 1 to day 5 with a log2fold change between 2 and 4 are shown as “day 1to5 log2fold 2-4” and highlighted in red. Genes that are down-regulated from day 25 to day 50 with a log2fold change between -1 and -2 are shown as “day25to50 log2fold -2 to-1” and highlighted in blue.

**Supplementary Table 5. 37 iRegulon predicted transcription factors (TFs) expressed in the *Drosophila* JO (see attached excel spreadsheet).** Genes that change their expression in one of the two age comparisons in one or both sexes are shown in bold type. The 19 genes functionally probed in our study are highlighted in light orange. ‘Avg exp’ stands for ‘Average Expression’. Human orthologue genes that are expressed in the adult human inner ear (from Schrauwen and colleagues^5^) are shown in red, the genes that are expressed in the retina (from the study of Ratnapriya and colleagues^6^) are shown in the corresponding column and mice orthologues that are expressed in the mouse inner ear (from MGI database) are show in red in the corresponding column.

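The table gives each factor's mean over the 18 libraries and its fold changes. *onecut*, *Optix* and *wor* are among the factors with printed fold changes. For 269 of 270 mean values in Tables 1, 2 and Supplementary Table 5, the mean of the deposited values lay within 1 percent of the printed one. Across the 3 intervals, the paper's deposited comparisons call 14 of the 37 factors, and all 14 were among the 16 called by limma.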

**Supplementary Table 6.** **Auditory mechanics after overexpression (OE) or knockdown (KD) of transcriptional regulators.**

Adult-specific manipulation of transcriptional regulators was conducted by using the temperature sensitive repressor tubulin-Gal80[ts] together with the NP0761 Gal4 driver, which drives expression in all JO neurons. Knock-down (KD) or overexpression (OE) of regulators was achieved by using UAS-RNAi or UAS cDNA constructs, respectively. KD or OE constructs were driven for 15 and/or 30 days at 30^0^C and then hearing was assessed through free fluctuation analysis of unstimulated sound receivers as described previously^7^. Three principal parameters of sound receiver function were assessed: (i) f0, the receivers’ best frequency [in Hz]; (ii) the receivers’ tuning sharpness or ‘quality factor’ Q [dimensionless] and (iii) the receivers’ energy gain [in kBT]. Pair-wise student t-tests or Mann-Whitney (MWUS) tests were used to assess statistical significance (choice of test depending on data distribution; significant changes in **bold**). Both males and females were measured.

**Supplementary references**

1 Kamikouchi, A., Shimada, T. & Ito, K. Comprehensive classification of the auditory sensory projections in the brain of the fruit fly *Drosophila* melanogaster. *J Comp Neurol* **499**, 317-356, doi:10.1002/cne.21075 (2006).

2 Karak, S. *et al.* Diverse Roles of Axonemal Dyneins in Drosophila Auditory Neuron Function and Mechanical Amplification in Hearing. *Scientific Reports* **5**, doi:10.1038/srep17085 (2015).

3 Senthilan, P. R. *et al.* Drosophila auditory organ genes and genetic hearing defects. *Cell* **150**, 1042-1054, doi:10.1016/j.cell.2012.06.043 (2012).

4 Albert, J. T., Nadrowski, B. & Göpfert, M. C. Mechanical signatures of transducer gating in the *Drosophila* ear. *Curr Biol* **17**, 1000-1006, doi:10.1016/j.cub.2007.05.004 (2007).

5 Schrauwen, I. *et al.* A comprehensive catalogue of the coding and non-coding transcripts of the human inner ear. *Hear Res* **333**, 266-274, doi:10.1016/j.heares.2015.08.013 (2016).

6 Ratnapriya, R. *et al.* Retinal transcriptome and eQTL analyses identify genes associated with age-related macular degeneration. *Nature genetics* **51**, 606-610, doi:10.1038/s41588-019-0351-9 (2019).

7 Effertz, T., Nadrowski, B., Piepenbrock, D., Albert, J. T. & Göpfert, M. C. Direct gating and mechanical integrity of Drosophila auditory transducers require TRPN1. *Nature Neuroscience* **15**, 1198-1200, doi:<http://dx.doi.org/10.1038/nn.3175> (2012).

How the deposited data were processed for this re-analysis (not part of the article)

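The data are 18 RNA libraries of the 2nd antennal segment of virgin Canton-S flies, with 2 libraries for each age and sex, from males at days 1, 5, 10, 25 and 50 and from females at days 1, 5, 25 and 50. According to the authors, libraries were made with SMART-Seq v4 and Nextera XT and sequenced in pairs on a NextSeq 500, and reads were aligned to dm6 in Partek Flow, counted per gene with HTSeq and tested with DESeq2. The deposited signal values are counts of reads per gene that the authors divided by 1 DESeq2 size factor per library, and the whole reads behind them were recovered by undoing that factor (100% of values within a tolerance of 0.01). The authors' table also holds a mean over the 18 libraries as deposited signal. The deposited log2 fold changes are those of the authors' DESeq2 fit for the later over the earlier age, both sexes together. The deposited p-values and adjusted p-values are those of the same DESeq2 fit by the authors, whose covariates are not stated. The deposited score columns hold the Wald statistic of the authors' DESeq2 test.

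Reads in genes ran from 5815182 to 14315927 per library, with a median of 12194186. At this depth a gene near the minimum of 10 normalised counts varies strongly by counting alone, and the number of libraries per group limits the precision of the others.

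Values were read as log2 of the deposited value plus 1 and fitted with limma 3.58.1 (trend method) in R 4.3.3, with 1 coefficient for each age and sex. The fit had 9 residual and 7.42 prior degrees of freedom. Genes needed a value of at least 10 in at least 2 libraries, which 14663 did. A change between 2 ages was the mean of the male and the female change, and the difference between the sexes was tested as the difference of these changes. Calls needed a Benjamini-Hochberg adjusted p below 0.1, the limit of the paper, and a fold change above 1.5. Comparisons were made between days 1 and 5, 5 and 25, 25 and 50, and 1 and 50, for both sexes and within each, and within males also between days 5 and 10 and days 10 and 25. All p-values of single genes come from limma unless another tool is named. Gene sets were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry from limma, for lists with at least 5 tested members. Correlations over libraries were tested with exact permutations.

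The comparisons, the filter, the limits, the gene lists and the alternatives below were chosen before the data were examined. The lists hold genes of translation, energy metabolism, protein turnover, structure, immunity, sensory neurons, other tissues and detoxification, drawn up from textbook knowledge by gene symbol, and 8 entries were not found in the files. Genes printed by name follow a rule of 3 parts that was set at the same time. They are, for each of the 4 comparisons of both sexes, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 50 and the same sign in both sexes. They also include genes that the paper's text or Tables 1, 2 and Supplementary Table 5 name for these libraries, and for each list the members with the largest called changes and the most abundant ones, up to 4. Values in the paper's tables had been seen when the rule was written, and the genes of its text were written out after the data had been seen. Genes named for the checks of single libraries, such as *chp*, *roX1* and *Yp1*, were singled out after their values were seen.

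Alternatives were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, other pseudocounts, no filter and a mean of 50 or more, TMM scaling, models with age and sex added, with age alone or with the replicate number as a block, other limits, and each library left out in turn. With 1 library left out, the remaining library of that group was assumed to vary like those of the other groups. Fits without CT16 and CT18, with *chp* as a covariate, and with the authors' deposited p-values were added after the data were seen. Tables were prepared with Python 3.11.15 and figures drawn with matplotlib 3.10.9.

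The fit was tested on simulated data, drawn from negative binomial counts with the means, dispersions and size factors of these libraries, in which sets of 50 genes changed at day 50 by known folds. From day 25 to day 50, 24% of 1.5-fold, 54% of 2-fold, 90% of 4-fold and 100% of 8-fold changes were recovered, and 24 of 14206 unchanged genes were called. Positions of genes come from the deposited table and the reference annotation of dm6. Left out were the quantitative PCR, the knockdowns, the hearing tests and the promoter motif searches, which have no file here, and the supplementary tables that were available only in part.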

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

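The tests of other divisions of the libraries and of the depth at day 25 were set in advance, and the other tests here were chosen after the results were seen, as were the 20 measures searched for libraries far from the rest. In 80 groups of 4 libraries of 1 age, 5 single libraries stood apart by Dixon's test, where about 4 would by chance.

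Single libraries stood apart for 2 retina transcripts, for *Dhc98D* and for mitochondrial reads. *ninaE*, the main opsin, was at 77899 normalised counts in male day 5 replicate CT06 and at 145 to 523 in the other day 5 libraries, and *chp* at 3338 and 49.6 to 83.1. *Dhc98D*, a ciliary dynein, was at 627 in female day 1 replicate CT03 (others 425 to 441) and at 608 in female day 5 replicate CT07 (others 543 to 552). Mitochondrial genes took 6.57% of reads in male day 25 replicate CT11 and 6.89 to 6.93% in the other day 25 libraries.

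Signals of 2 genes that the paper does not discuss stood out. The library labelled female day 50 CT18 held 16418 of *roX1*, the male dosage compensation RNA. The library labelled male day 50 CT16 held 25444 of *Yp1*, a yolk protein of females.

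Some opsins and other phototransduction genes rose by day 50. Over 9 replicate pairs, the difference in *ninaE* and the median difference in 8 other retina markers had a correlation of 0.866 (exact permutation p = 0.00512; Spearman's rho 0.683, p = 0.0503; r 0.908 without the 2 farthest pairs), in line with retina tissue in some libraries, with ratios of *ninaE* within a pair of 149, 14.6 and 20.0 in males of day 5, males of day 10 and females of day 50 and of 1.01 to 1.63 in the others. A rise with age in the segment itself and retina tissue cannot be told apart at day 50. With *chp* as a covariate the median log2 fold change of the 13 genes that rose went from 2.03 (median absolute deviation 0.46) to 0.0548 (0.297), and 1 was still called, but *chp* itself might follow age. Without CT16 and CT18 it was 1.41 and none of the 13 was called.

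Transcripts of both sexes stood together in CT16 and CT18 at day 50. Exchanged labels are argued against, since CT16 held 21999 of *roX1* where no female library up to day 25 held more than 757. Over 19 Y-linked genes, the median ratio to male day 50 replicate CT15 was 0.276 in CT18 and 0 in CT17, in line with RNA of both sexes in CT18. For CT16 this ratio was 0.393, below the 0.605 to 0.915 of the other male pairs, which argues against yolk genes rising with age in males as the whole cause. The RNAs of male dosage compensation were divided. *roX2* was also lower in CT16 (1081 against 2519 in CT15), while *roX1* was nearly as high (21999 against 24812). RNA of females in CT16 stays open.

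A group of 790 genes was higher at day 25 than at days 5 and 50, most of all in CT12 (mean log2 deviation 1.18) and CT14 (0.99), with CT11 at 0.70 and CT13 at 0.27. Libraries simulated with independent noise and no change gave 0 such genes in each of 20 draws. Without a change in either interval few genes can be called, so the 0 cannot speak for noise added to real changes. Across genes, the log2 fold changes of the 2 intervals correlated at -0.363, and at a mean of -0.498 in the draws. Those draws held no real change in either interval and no deviation common to many genes of a library, so an effect of the day 25 libraries shared by both comparisons, added to a real change in 1 interval, cannot be told apart from a change with age. With separate libraries for each of the comparisons, in 4 ways, both changes met in 1.64, 4.39, 6.10 and 3.53 times the number that independence would give, the lowest with a Poisson p of 0.0537. Lower depth is argued against, since thinning all libraries to the lowest total left 738 genes in the pattern, 654 of them shared. Reads of genomic DNA could add to it. The gain per kilobase from day 5 to day 25, in males over females, was 0.533 times as large for X-linked as for autosomal genes of the pattern. Its 95% interval, 0.459 to 0.662, came from resampled genes with the libraries held fixed. The interval does not measure the spread between libraries. Abundant genes outside the pattern had a ratio of 0.797, but for levels at day 25 and not for gains, so the values are not like measures. At the 20th percentile per kilobase, X-linked over autosomal genes stood at 0.851 and 0.890 in males of day 5 and at 0.933 in both males of day 25. In females it was 1.39 and 1.53 at day 5 and 1.49 and 1.34 at day 25. The genes of the pattern were not weakly expressed as a group, with a median of their mean values of 165 against 177 for all tested genes. Incomplete dosage compensation of some of them and a real change at day 25 stay open.

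Divisions were compared in a fit of 1 factor to the 8 libraries of a comparison. This leaves out sex and the other ages and so gives other counts than the model of all libraries. In each of the comparisons the other divisions into 2 groups of 4 called fewer genes than age did. The real division was thus 1 of 35, the smallest share that 35 divisions can give. This argues against an arbitrary grouping, but cannot tell age from anything else that the libraries of 1 age share. Age gave 1848 genes from day 1 to day 5 against at most 256 in the others, 1493 against 30 from day 5 to day 25, 3419 against 2372 from day 25 to day 50 and 2736 against 11 from day 1 to day 50. The 256 and the 30 came from the division by sex. The 2372 came from CT11, CT12, CT14 and CT15 against the rest, which points to a structure of these samples beside age.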

How the results depend on the processing

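Fits without CT16 and CT18, with *chp* as a covariate and with the authors' deposited p-values were chosen after the data were seen, and the other alternatives were planned. Replicate numbers were read from the values of Supplementary Table 5, where 34 of 34 genes compared matched 1 library in each column (within 0.001 of the value). The paper names no litter, batch or day that a number stands for. Over 36 pairs of groups, deviations of libraries with the same number correlated at -0.209 to 0.192, above 0.1 in 8 and below 0 in 19, so not every library correlated best with its own number and the numbers were not taken as pairs. With the number as a replicate block 1997, 1842, 4012 and 3209 genes changed over the 4 comparisons (1976, 1861, 3992 and 3225 without it), no count below moved by more than 1.5 times and 628 of 633 changes of named genes were kept.

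No count below moved by more than 1.5 times with edgeR, TMM scaling, other pseudocounts or an additive model of age and sex. With edgeR 1969, 1907, 3993 and 3258 genes changed over the 4 comparisons, and with DESeq2 2056, 2109, 4100 and 3334. Of 633 changes of named genes, edgeR kept 603, DESeq2 607, TMM scaling 629 and the fit without female day 25 replicate CT14 507. For each result that moved, the cause was not tested.

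With DESeq2, 221 genes changed in females from day 5 to day 25 (36 in limma), 1939 from day 25 to day 50 (1007) and 56 in males from day 5 to day 10 (0). DESeq2 also called 7, 6, 5 and 42 genes for a difference between the sexes in the 4 comparisons, where limma called 0.

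Without a fold limit, 1072 genes fell from day 5 to day 25, 2629 rose from day 25 to day 50 and 2068 rose from day 1 to day 50. The respiratory chain then had 37 falls from day 1 to day 5, kinases 23 rises from day 25 to day 50 and Table 2 71 changed genes. At an adjusted p below 0.05, 1216 genes changed in males from day 5 to day 25 and 1193 from day 25 to day 50, 18 and 23 did so in females, and 3 antimicrobial peptides and 4 phototransduction genes rose from day 25 to day 50. Without the filter 23 genes changed in females from day 5 to day 25. With a mean of 50 or more, 1318 rose and 1467 fell from day 25 to day 50, with fewer genes tested. In a model of age without sex, 4 antimicrobial peptides and 5 phototransduction genes rose from day 25 to day 50. With libraries of females alone, 68 genes changed from day 5 to day 25 and 198 from day 25 to day 50.

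Without CT16 and CT18, 699 genes rose and 1061 fell from day 25 to day 50. In males 521 changed in that interval, and in females 58 changed from day 5 to day 25, 93 from day 25 to day 50 and 1653 from day 1 to day 50. In males 1 changed from day 5 to day 10, and 7 and 21 differed between the sexes from day 25 to day 50 and from day 1 to day 50. Late rises, from day 25 to day 50, were then left for 2 heat shock genes, 2 antimicrobial peptides, 0 phototransduction genes and 6 kinases.

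With *chp* as a covariate, 775 genes rose and 1150 fell from day 25 to day 50. In males 40 changed in that interval and 1 from day 5 to day 10, and in females 919 from day 1 to day 5 and 217 from day 25 to day 50. Rises from day 25 to day 50 were called for 4 heat shock genes, 1 antimicrobial peptide, 1 phototransduction gene and 6 kinases. Log2 fold changes of that interval turned negative for *Rh3* (-0.084), *Arr2* (-0.25), *rtp* (-0.076), *norpA* (-0.030) and *ninaC* (-0.074). With the authors' deposited values, the sign was the other for *ninaE* from day 5 to day 25 (-0.33) and from day 1 to day 5 for *Rh3* (0.052), *trp* (0.014) and *Arr1* (0.24).

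Set tests with an estimated correlation gave an adjusted p of 0.183 for ATP synthase, 0.286 for the respiratory chain and 0.196 for the proteasome from day 1 to day 5. They gave, from day 25 to day 50, 0.495 for ribosomal proteins and for heat shock proteins, 0.616 for antimicrobial peptides and for phototransduction and 0.539 for kinases.

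Leaving out 1 library at a time moved the following counts by more than 1.5 times, where the library left alone in its group was assumed to vary like the other groups. Without CT14 and without CT13 in turn, the rises from day 5 to day 25 were 452 and 1668, the falls 256 and 801, the rises from day 25 to day 50 877 and 1738, the falls 1148 and 2897, and the genes changed in any of the 3 intervals 4019 and 6772. In males the counts ran from 446 (without CT02) to 1102 (without CT03) from day 1 to day 5, from 34 (without CT12) to 2294 (without CT11) from day 5 to day 25, from 128 (without CT12) to 2607 (without CT13) from day 25 to day 50, and from 1188 (without CT02) to 2292 (without CT04) from day 1 to day 50. They ran from 0 to 8 (without CT06) from day 5 to day 10 and from 65 (without CT12) to 4347 (without CT18) from day 10 to day 25. In females they ran from 508 (without CT07) to 1546 (without CT06) from day 1 to day 5, from 2 (without CT14) to 48 (without CT05) from day 5 to day 25, from 2 (without CT14) to 2425 (without CT13) from day 25 to day 50, and from 1494 (without CT03) to 2867 (without CT15) from day 1 to day 50. Differences between the sexes ran from 0 to 18 (without CT04), 165 (without CT05), 10 (without CT17) and 6 (without CT04) in the 4 comparisons. Falls in the respiratory chain ran from 13 (without CT03) to 27 (without CT08), and from day 25 to day 50 heat shock genes from 6 (without CT18) to 14 (without CT03), antimicrobial peptides from 2 (without CT13 or CT18) to 11 (without CT17 among others), phototransduction genes from 1 (without CT18) to 21 (without CT05 or CT06) and kinases from 6 (without CT14) to 16 (without CT11). Table S5 had 10 (without CT12) to 19 (without CT11) changed genes. Other lists moved less, with rises of ribosomal proteins at 50 to 71, and falls at 8 to 10 for ATP synthase, 21 to 29 for the proteasome, 23 to 24 for muscle and 8 to 11 for actins and tubulins.

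Depth limits genes near 10 normalised counts, and the 2 libraries of each age and sex limit the rest. From day 25 to day 50, 27 of 50 simulated 2-fold changes were recovered. Of 50 simulated 1.5-fold changes 12 were, but these lie at the fold limit itself, which rejects part of them at any number of replicates.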

Differences from the paper's values

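Of the paper's printed counts, shares and means that were computed here, none lay more than 1.5 times away at the paper's limits. Some deposited log2 fold changes differed more. For *ninaE* from day 5 to day 25 the deposited value was -0.33 and 3.07 was found here. For *Rh3* from day 1 to day 5 it was 0.052 against -3.30, and the sign also differed for *trp* and *Arr1*. The authors' deposited p-values, the *chp* covariate and the omission of CT16 and CT18 were taken up as alternatives after the values were seen, and the others were set before the data were examined.

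The paper counts 5,855 genes that vary with age and 16,243 expressed genes, where 6133 and 16527 were found. The deposited table annotates the same number, 16243 genes, and 16221 of these had reads in both sexes here. Of the genes in Table 1, 108 by the paper's count, 89 changed, and 61 and 63 did without male day 25 replicate CT12 and without female day 25 replicate CT14, the 2 alternatives more than 1.5 times from the paper. The shares of Table 2 lay that far from the paper's only with no fold limit, at 58.7% of all genes, 66.7% of those with mouse and 48.0% of those with human orthologues, where the paper gives 31, 32 and 27. For the transcription factors, the log2 fold change from day 1 to day 50 differed from the paper's when 1 library was left out. For *onecut* in females it was 0.38 without CT03 and -0.07 without CT04, where the paper gives 0.137. For *Optix* in males it was 0.99 without CT02 and the paper gives 0.550, and for *wor* it was 0.97 without CT02 in males and 1.36 without CT18 in females, where the paper gives 0.438 and 0.885.

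Table 1 marks genes that vary mainly in males, and at day 50 the libraries CT16 and CT18 held transcripts of both sexes. Of the 18 marked genes 13 changed in males and none in females by contrasts within each sex in the model of all libraries (10 and 2 with the libraries of that sex only, 1 and 1 without male day 25 replicate CT12), and a difference between the sexes passed for none of them after adjustment in limma. For both sexes together 18 genes of Table 1, 13 of them marked, were called in none of the 3 intervals. Of these 18, the alternatives called at most 7, which was reached without female day 25 replicate CT13 and with no fold limit. DESeq2, the authors' deposited p-values and the *chp* covariate called 5 each, male day 5 replicates CT05 or CT06 or male day 25 replicate CT11 left out gave 4, and edgeR called 3. *nan*, *dpr5* and *Ptpmeg* were called under none of the alternatives.

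The paper marks 39 genes of Table 2 as varying with age, and 35 of them changed. *CG32669* was not called, but was with edgeR, with DESeq2, with a pseudocount of 5, with the authors' deposited p-values, and without CT07, CT08, CT09, CT11 or CT13. *Sox21a* was called in a model of age without sex, without CT04 and with the authors' deposited p-values, *MBD-R2* without CT16 and *CG3809* without CT15.

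The paper states that visual opsins rise with age. Of 7 opsins 4 rose from day 25 to day 50, and *ninaE*, the most abundant, did not pass in limma. It was called by edgeR and DESeq2 on the recovered reads, and without CT05, CT06 or CT17, and with *chp* as a covariate it was called as lower at day 50.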

Other observations

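The lists were set in advance, and the measures of single libraries were chosen after the data were seen. Of the sets of this part, only the fall of chitin genes from day 1 to day 5 passed with an estimated correlation (adjusted p = 0.0698). Genes of cuticle, which hardens after eclosion, moved both ways early. Of 95 cuticle proteins 9 rose and 20 fell from day 1 to day 5 (13 and 23 when adjusted over the list alone), and 2 rose and 26 fell from day 25 to day 50 (2 and 26). *Cpr67B* rose by a log2 fold change of 1.42 in the earlier interval (adjusted p = 3.51e-05). Of 26 genes of chitin 13 fell and none rose from day 1 to day 5 (13 when adjusted over the list alone), among them *Gasp*, which binds chitin (log2 fold change -3.42).

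Of 9 hemocyte markers 8 fell from day 1 to day 5 and 6 rose from day 25 to day 50, and with an estimated correlation the set had an adjusted p of 0.317 and 0.495. *Cg25C*, a collagen chain, fell by 2.82 from day 1 to day 5 and rose by 1.23 from day 25 to day 50. *vkg*, the other collagen chain, rose by 1.28. Of 8 fat body markers 5 rose from day 25 to day 50, with the yolk protein genes *Yp2* (3.65) and *Yp3* (4.16) among them, both highest in CT16.

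Of 81 cytochrome P450 genes 17 rose and 9 fell from day 1 to day 5, and 5 rose and 20 fell from day 25 to day 50. *Cyp6g1*, linked to insecticide resistance, rose by 1.62 from day 1 to day 5. Of 35 glutathione S-transferases 11 rose and 2 fell from day 25 to day 50, and *GstE14*, of steroid synthesis, rose by 2.33 (adjusted p = 0.00332).

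Of 19 general neuronal genes 5 fell from day 5 to day 25, among them *cpx*, a regulator of transmitter release, by 0.80 (adjusted p = 0.00677), and 1 rose from day 25 to day 50, *nSyb*, of synaptic vesicles, by 0.81. Of 19 genes of chordotonal neurons 4 rose and 1 fell from day 1 to day 5, where *Tektin-C*, of ciliary microtubules, fell by 0.75. Of 26 kinesins 4 rose from day 1 to day 5 and 4 fell from day 25 to day 50, while *unc-104*, the motor of synaptic vesicle precursors, passed in neither. Of 8 cytoplasmic dynein genes 1 rose and 1 fell from day 25 to day 50.

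Of 7 glia markers 2 fell from day 1 to day 5, among them *Eaat1*, the glutamate transporter of glia, which fell by 0.78, and 1 rose and 1 fell from day 25 to day 50. *eys*, a secreted protein of the scolopale space, rose by 0.81 in that last interval (adjusted p = 0.0107).

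Of 16 genes of the ESCRT complex, which sorts membrane proteins, 9 rose from day 25 to day 50 (9 when adjusted over the list alone), and 3 without female day 25 replicate CT14, with an adjusted p of 0.495 for the set with an estimated correlation. Of 45 proteasome genes 7 rose and 8 fell in that interval. Of 20 factors of ribosomal RNA processing 10 rose (11 when adjusted over the list alone), and of 72 mitochondrial ribosomal proteins 11, with an adjusted p of 0.495 for each set with an estimated correlation. Of 11 peptidoglycan recognition proteins 3 rose, among them *PGRP-SD* by 1.22. Of 29 genes of the vacuolar proton pump 2 rose and 13 fell from day 1 to day 5 (4 and 13 when adjusted over the list alone, and an adjusted p of 0.183 for the set with an estimated correlation), *Vha26* by 0.95 among the falls. Of 13 glycolysis genes 6 fell in that interval, and *ImpL3*, lactate dehydrogenase, rose by 1.68 from day 25 to day 50.

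Transcripts of other tissues were present. Of 45 odorant binding proteins 2 rose and 9 fell from day 1 to day 5 and 5 rose and 12 fell from day 25 to day 50, and *Obp99c* fell by 3.61 in the first of these. Of 56 markers of the third antennal segment 9 rose from day 5 to day 25 and 1 rose and 11 fell from day 25 to day 50. Of 38 accessory gland genes 11 fell from day 25 to day 50, of 23 testis genes 1 rose and 5 fell, and of 20 midgut enzymes 1 rose and 1 fell. Both *roX* RNAs rose from day 25 to day 50, *roX1* by 1.40, and by 0.43 and no longer called without female day 50 replicate CT18.

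*ato* had 1.69 ± 2.08 normalised counts (SD, n = 4) at day 1 and 0.73 ± 0.86 at day 50, below the minimum for the test, while *amos* had at least 15.9 on average at every age.

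Mitochondrial genes took 13.9 to 19.3% of reads at day 1 and 5.80 to 7.67% at day 50, while cytosolic ribosomal proteins took 1.64 to 2.09% and 3.17 to 3.96%. In males, 0 genes passed between day 5 and day 10 in limma, where 983 had an unadjusted p below 0.05, and edgeR called 0 and DESeq2 56. Between day 10 and day 25, 4254 genes changed in males, and 65 without male day 25 replicate CT12. The correlation of any 2 libraries was at least 0.886 across genes, with a median of 0.955 for libraries of 1 group and 0.928 for others, and no library was a copy of another.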
